# Diet-induced alteration of intestinal stem cell function underlies obesity and prediabetes in mice

**DOI:** 10.1038/s42255-021-00458-9

**Published:** 2021-09-22

**Authors:** Alexandra Aliluev, Sophie Tritschler, Michael Sterr, Lena Oppenländer, Julia Hinterdobler, Tobias Greisle, Martin Irmler, Johannes Beckers, Na Sun, Axel Walch, Kerstin Stemmer, Alida Kindt, Jan Krumsiek, Matthias H. Tschöp, Malte D. Luecken, Fabian J. Theis, Heiko Lickert, Anika Böttcher

**Keywords:** Stem cells, Cancer, Obesity, Metabolism

## Abstract

Excess nutrient uptake and altered hormone secretion in the gut contribute to a systemic energy imbalance, which causes obesity and an increased risk of type 2 diabetes and colorectal cancer. This functional maladaptation is thought to emerge at the level of the intestinal stem cells (ISCs). However, it is not clear how an obesogenic diet affects ISC identity and fate. Here we show that an obesogenic diet induces ISC and progenitor hyperproliferation, enhances ISC differentiation and cell turnover and changes the regional identities of ISCs and enterocytes in mice. Single-cell resolution of the enteroendocrine lineage reveals an increase in progenitors and peptidergic enteroendocrine cell types and a decrease in serotonergic enteroendocrine cell types. Mechanistically, we link increased fatty acid synthesis, Ppar signaling and the Insr–Igf1r–Akt pathway to mucosal changes. This study describes molecular mechanisms of diet-induced intestinal maladaptation that promote obesity and therefore underlie the pathogenesis of the metabolic syndrome and associated complications.

## Abstract (web summary)

A combination of single-cell approaches, lineage tracing and metabolomics is used to characterize the changes to intestinal stem cell function in the small intestine that underlie intestinal maladaptation in mice fed an obesogenic diet.

## Main

Diet-induced obesity is a serious public health and economic problem. Obese people are at higher risk of developing type 2 diabetes (T2D), cardiovascular diseases and cancer, all leading causes of death worldwide (https://www.who.int). Today, bariatric surgery is the most effective treatment to achieve long-term weight loss and notably leads to diabetes remission^1^. Surgical procedures cause profound changes in secretion of gut hormones with beneficial effects on whole body metabolism, appetite and food intake^2^. These findings suggest gut hormones as candidates for new therapies against obesity and diabetes^3^.

The gut, as the body’s digestive and largest endocrine system, serves as a central regulator of energy and glucose homeostasis and quickly responds to dietary and nutritional changes^4–8^. Constant overnutrition is thought to lead to intestinal maladaptation and dysfunction and to contribute to the development of obesity and prediabetes^8^. This is evident as two hallmarks of obesity, excessive food intake and a reduced stimulation of postprandial insulin secretion by gut hormones, are linked to impaired gut function^9^. Moreover, differences in gut morphology and physiology have been observed between lean and obese individuals^8,10,11^. Tackling gut dysfunction at an early stage of disease might therefore be a promising treatment option to fight obesity and the resulting risks and complications.

Intestinal functions are carried out by specialized epithelial cells lining the gut: absorptive enterocytes, antimicrobial-peptide-secreting Paneth cells, hormone-secreting enteroendocrine cells (EECs), mucus-secreting goblet and chemosensory tuft cells. The cells of the intestinal epithelium are constantly generated from ISCs^12^. ISC identity is defined by multi-lineage potential and self-renewal capacity, but also by properties that are not hard-wired, such as the proliferative, epigenetic and metabolic state^12,13^. High cell turnover and cellular plasticity contribute to the natural adaptive capacity of the gut, but the mechanisms underlying maladaptation in response to an obesogenic diet are still unclear. Specifically, we do not know whether the hormonal imbalance and increased absorptive capacity emerge at the level of early lineage commitment from ISCs^9,14^. Moreover, the functions of enterocytes and EECs differ between gut regions^15–17^. Proximal enterocytes, for instance, are specialized to absorb iron and nutrients (carbohydrates, fat and protein), whereas distal enterocytes absorb bile acids and vitamin B12. Proximal EEC types secrete serotonin and ghrelin, whereas distally located EECs preferentially secrete Glp-1 (ref. ^17^). Gut functions are also spatially compartmentalized along the crypt–villus axis. Enterocytes shift their expression profile from an antimicrobial to a nutrient absorption to an immunomodulatory program while migrating from the bottom of the villus to its tip. The spatial–functional compartmentalization of nutrient absorption is achieved through zoned expression of nutrient transporters, with the highest expression of carbohydrate and amino acid transporters in the mid-villus region and of apolipoproteins and fatty acid transporters, such as Apoa4 and Fabp1, at the villus tip^18^. Similarly, enteroendocrine cell types switch their hormone expression pattern along the crypt–villus axis^19^. Regional identities are thought to be determined at the level of the ISCs by epigenetic mechanisms, and the crypt–villus compartmentalization is at least partly established by growth-factor gradients, but it is unknown whether and how the compartmentalization of gut functions is affected by an obesogenic diet^20,21^.

Developing pharmacological approaches to counteract obesity and diabetes require in-depth understanding of the mechanisms that underlie maladaptation and endocrine dysfunction in the gut, specifically during the transition from a healthy to an obese and to a prediabetic state. In this study we combined single-cell profiling with genetic lineage labelling and tracing of ISC fate decisions and in situ metabolomics to elucidate the cellular and molecular mechanisms that underlie intestinal maladaptation to an obesogenic western-style high-fat/high-sugar diet (HFHSD) in mice.

## Results

### HFHSD remodels the intestinal mucosa and leads to obesity

To study mechanisms of intestinal maladaptation to an HFHSD, we maintained male Foxa2–Venus fusion (FVF) reporter mice on a diet regimen for 12 weeks^22^. Over this time, mice on an HFHSD gained significantly more body weight (fat and lean mass) than did control diet (CD)-fed mice, and this was accompanied by an increase in length and weight of the small intestine (SI), increased villus length and decreased crypt density (Extended Data Fig. 1a–l). Crypt depth, number of cells per crypt and cell sizes in crypts and villi were not changed (Extended Data Fig. 1k,m–p). Histological assessment of the SI mucosa showed cellular fat inclusions in the villi of HFHSD-fed mice, suggesting disturbances in fatty acid metabolism in the gut epithelium (Extended Data Fig. 1q). Metabolic assessment showed that our diet-induced obese mice developed prediabetes, which was characterized by fasting hyperglycaemia, impaired glucose tolerance and pronounced hyperinsulinaemia as well as insulin resistance (Extended Data Fig. 1r–u). Thus, an HFHSD changes mucosal morphology, which is indicative of altered ISC homeostasis and lineage recruitment.

### HFHSD alters ISC lineage allocation and regional identity

To dissect the metabolic impact of an HFHSD on ISC lineage recruitment, we employed single-cell RNA-sequencing (scRNA-seq) of crypt cells from the SI of CD- and HFHSD-fed FVF reporter mice (Fig. 1a). FVF-lineage labelling enabled us to flow sort and enrich for ISCs and EECs, cell types that together usually make up less than 6% of the intestinal epithelial cells (Fig. 1a and Extended Data Fig. 2a)^17^. This enrichment strategy not only allowed us to assess compositional changes on an HFHSD, but also to molecularly and functionally characterize rare crypt-cell types. We profiled 27,687 cells obtained from three biological replicates of CD- and HFHSD-fed mice and detected on average 3,500 genes per cell (Extended Data Fig. 2b). Unsupervised graph-based clustering and annotation based on known marker genes revealed all mature intestinal cell lineages as well as ISCs and distinct progenitor states for each intestinal lineage (Fig. 1b,c and Extended Data Fig. 2c,d). Lineage marker gene expression as well as the expression of known regulators that drive intestinal lineage decisions toward the absorptive (for example *Notch1*) and secretory lineages (*Dll1*, *Dll4* and *Atoh1*) and PAGA topology^23^ were unchanged between diet conditions (Fig. 1c, Extended Data Fig. 2c–f and Supplementary Table 1). Corresponding subtypes showed high correlation in their transcriptomes, indicating that an HFHSD did not alter lineage identities (Extended Data Fig. 2g). Instead, we observed a shift of cell densities indicating that an HFHSD impacts the composition of the mucosal epithelium (Fig. 1d,e and Extended Data Fig. 2d,h). Note that we excluded the Paneth cell lineage from the scRNA-seq analysis because of reported sampling issues, which might impact cell-type ratios^17^. To assess whether the HFHSD affects regional subtypes, we separated cell types into proximal and distal cells using recently described regional signature genes (Extended Data Fig. 3a)^17^. We found that the fractions of ISCs, enterocytes and goblet cells with proximal identity increased in mice fed an HFHSD (Fig. 1f,g and Extended Data Fig. 3b). Together, these data suggest that an HFHSD boosts formation of the absorptive and goblet cell lineage and promotes proximal cell identities, indicating that the intestine adapts cell-type composition and specific cellular functions to nutrient availability.

**Fig. 1:**
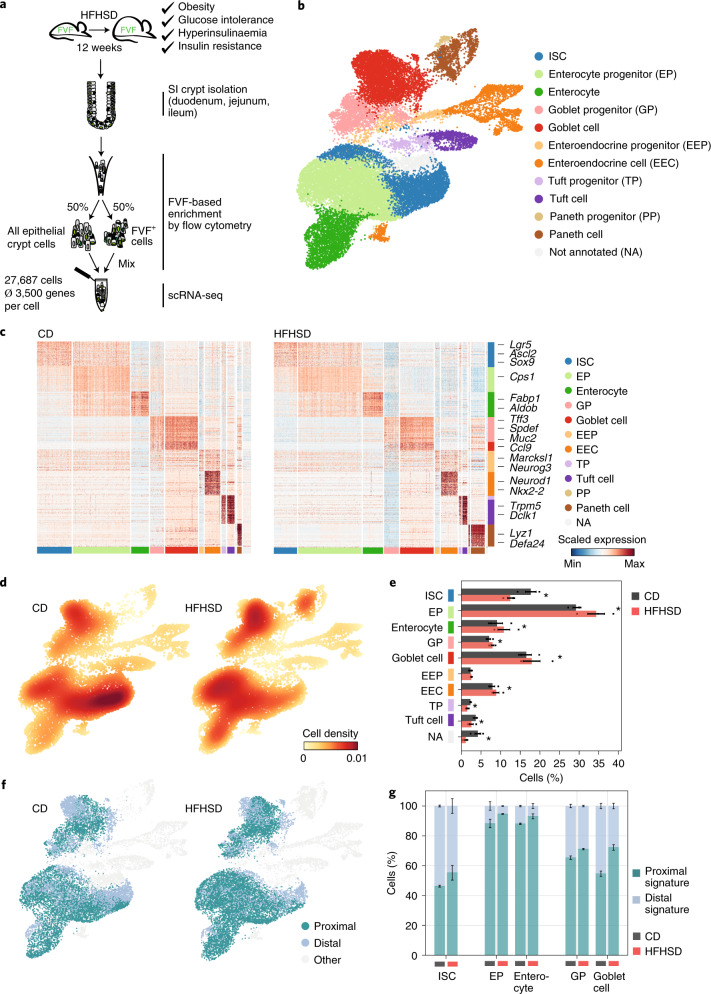
HFHSD alters lineage allocation from ISCs and shifts the regional identity of cells. **a**, Experimental design for FVF-based SI crypt-cell enrichment by flow cytometry and scRNA-seq. Single FVF^+^ and whole crypt cells from SI crypts of CD- and HFHSD-fed FVF mice were isolated in equal numbers by flow cytometry and combined for each sample. FVF-enriched single-cell samples were then transcriptionally profiled by scRNA-seq. **b**, Uniform manifold approximation and projection (UMAP) plot of 27,687 profiled single SI crypt cells. Colours highlight clustering into major intestinal cell types based on the expression of previously published marker genes. One cluster of cells could not be assigned owing to a missing marker gene signature (NA). **c**, Heatmap depicting scaled expression of cell-type-specific gene signatures in CD- and HFHSD-derived cells. Cells are represented in columns and genes are represented in rows. Colour bars indicate cell types assigned to both cells and genes. Selected known marker genes for every lineage are indicated. **d**,**e**, Cell-type composition differences in CD- and HFHSD-derived single-cell samples visualized by cell density projected onto the two-dimensional UMAP embedding (**d**) and quantified as proportions over cell types (mean ± s.e.m. of biologically independent samples, *n* = 3 mice per group, Dirichlet multinomial model) (**e**). Densities were estimated using Gaussian kernels. * Indicates a credible shift (95% highest posterior density interval of the frequency shift modelled by a Dirichlet multinomial model does not overlap 0). *n* = 3 CD mice, *n* = 3 HFHSD mice. **f**, UMAP coloured by the regional identities of cells in ISCs and goblet cell and enterocyte cell lineage. Subclusters were classified on the basis of expression of regional marker genes. **g**, Proportions of cells with proximal or distal identity in ISCs and enterocyte and goblet cell lineage (mean ± s.e.m. of biologically independent samples). *n* = 3 CD mice, *n* = 3 HFHSD mice. Source data

### Altered lineage relations in the crypt translate into the villus

As our scRNA-seq experiment indicated alterations of lineage abundances in the crypt on HFHSD, we next performed short-term genetic lineage tracing of ISC fate decisions using a dual-fluorescent inducible Cre-reporter *Foxa2*^nEGFP-CreERT2/+^;*Gt(ROSA)26*^mTmG/+^ mouse (Fig. 2a)^24,25^ to determine how these changes impact the composition of the mature villus compartment. Foxa2 is expressed in quiescent and rapidly dividing ISCs (Supplementary Fig. 1). In this mouse model, *Foxa2* expression-driven CreERT2 induces a switch from membrane-Tomato (mT) to membrane-GFP (mG) in ISCs after tamoxifen administration. At 48 h after Cre-ERT2 activation by tamoxifen, we observed labelled mG-positive ISCs next to Paneth cells at the crypt bottom and labelled single cells and small cell clusters in duodenal crypts at similar frequencies in CD- and HFHSD-fed mice (Extended Data Fig. 4a). To determine the effect of an obesogenic diet on ISC lineage recruitment, we analysed the abundance of mature enterocytes, goblet cells and EECs in Cre-reporter labelled mG-positive lineage ribbons in the villi of CD- and HFHSD-fed mice 70 h after tamoxifen induction (Fig. 2b). In mice fed an HFHSD, longer ribbons (>6 cells) appeared more frequently, suggesting higher ISC or progenitor proliferation or increased cell turnover (Fig. 2c,d and Extended Data Fig. 4b). Within the lineage ribbons, total numbers of villin^+^ enterocytes and Muc2^+^ goblet cells were increased, whereas the number of ChgA^+^ EECs was reduced (Fig. 2c,d). The relative abundances of enterocytes and ChgA^+^ EECs within lineage ribbons were diminished owing to the large increase in goblet cell numbers in mice fed an HFHSD (Fig. 2c and Extended Data Fig. 4c). In accordance, goblet cell numbers in the duodenal villi were increased and numbers of ChgA^+^ EECs were reduced in the duodenum and ileum of HFHSD-fed FVF mice (Fig. 2e–j and Extended Data Fig. 4d). Note that the number of ileal goblet cells was not altered, suggesting that gut regions are differently affected by an HFHSD (Extended Data Fig. 4e). As we excluded Paneth cells from our scRNA-seq analysis, we determined the Paneth cell numbers in situ and found no difference between CD- and HFHSD-fed mice (Extended Data Fig. 4f,g). To understand whether the shift in regional identity in crypt cells translates to the villi and results in altered function, we performed scRNA-seq of villus cells from the SI (Extended Data Fig. 5a–c). We focused on enterocytes because regional and spatial compartmentalization of enterocyte function is well described and classified them into proximal and distal enterocytes using reported regional transcription factors (Extended Data Fig. 5d,e)^17,18^. Consistent with crypt scRNA-seq data, we also found an increased fraction of proximal-type villus enterocytes in mice fed an HFHSD (Extended Data Fig. 5f). Furthermore, proximal and distal-type enterocytes showed upregulation of functional proximal genes such as *Fabp1* and *Apoa4* (Extended Data Fig. 5g).

**Fig. 2:**
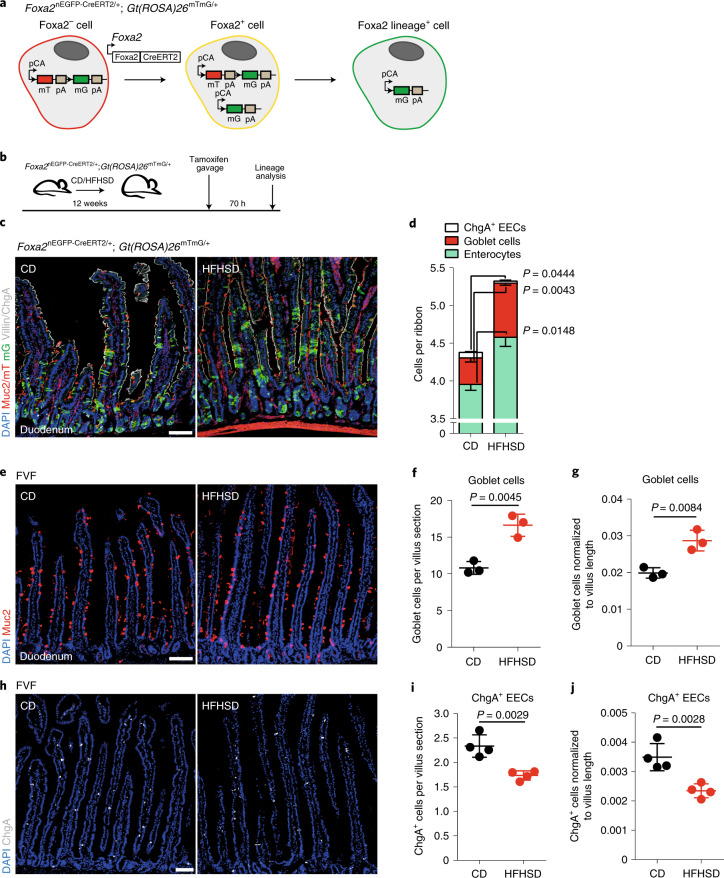
Altered lineage relations in the crypt translate into the mature villus compartment. **a**, *Foxa2*^nEGFP-CreERT2/+^*;Gt(Rosa26)*^mTmG/+^ lineage-tracing model. mT Foxa2-negative cells (red) convert into mG Foxa2-lineage-positive cells (green) upon Foxa2-promoter-driven Cre expression via an intermediate (mTmG^+^, yellow) state. pCA, chicken β-actin core promoter with a CMV enhancer. **b**, Experimental scheme of short-term lineage tracing of Foxa2-positive cells using the *Foxa2*^nEGFP-CreERT2/*+*^*;Gt(Rosa26)*^mTmG/+^ mouse model. **c**,**d**, Representative laser scanning microscopy (LSM) images of Cre-driven recombination in the duodenum of CD- and HFHSD-fed *Foxa2*^nEGFP-CreERT2/+^*;Gt(Rosa26)*^mTmG/+^ (**c**) and analysis of lineage-positive cells (**d**) 70 h after tamoxifen induction. Single converted mG^+^ cells and lineage ribbons (green) containing Muc2^+^ goblet cells (red), ChgA^+^ EECs (white) and villin^+^ enterocytes (white) are observed in crypts and villi. Scale bar, 100 µm. For Foxa2-lineage analysis, only confluent mG^+^ cell patches located in the villi were considered (*n* = 3 mice per group). Data are mean ± s.e.m. Statistical significance was determined by two-tailed Student’s *t*-test. DAPI, 4,6-diamidino-2-phenylindole. **e**–**j**, Abundances of mature intestinal cell types are altered in HFHSD-fed FVF mice. **e**,**g**, Representative LSM images (**e**) of goblet cells (Muc2^+^) and quantification thereof (**f**,**g**). Scale bar, 75 µm, *n* = 3 mice per group. **h**–**j**, Representative LSM images (**h**) of ChgA^+^ EECs and quantification thereof (**i**,**j**). Scale bar, 75 µm, *n* = 4 mice per group. Data are mean ± s.e.m. of biologically independent samples. Statistical significance was determined by two-tailed Student’s *t*-test. Source data

Next, we assessed whether enterocyte zonation is affected by an HFHSD. We inferred a pseudospatial ordering of cells using previously reported zonation markers and partitioned cells into five zones along the axis from villus bottom to tip (Extended Data Fig. 6a)^18^. We found that in proximal and distal enterocytes, the spatial expression pattern of several genes associated with carbohydrate and fatty acid absorption was altered in HFHSD-fed mice (Extended Data Fig. 6b)^18^. Analysis of Fabp1 and Apoa4 immunolocalization in the ileum and duodenum confirmed the proximalization of enterocytes and altered enterocyte zonation. The expression zones of Fabp1 and Apoa4 were enlarged on an HFHSD and reached from villus tip to villus bottom (Extended Data Fig. 6c–k).

Thus, more goblet cells and proximal-type enterocytes are generated under HFHSD conditions, which leads to morphological changes of the gut mucosa and an increase in fatty acid transport and absorption. Reduced ChgA^+^ EEC numbers imply changes in specific EEC subsets.

### HFHSD changes the allocation of the enteroendocrine lineage

Secreted gut hormones are critical regulators of food intake and systemic metabolism along the gut–brain–pancreas axis and hormonal imbalance is linked to the metabolic syndrome^26,27^. To elucidate the mechanisms underlying EEC dysfunction in response to an obesogenic diet, we first refined the clustering of our 2,865 EEC lineage cells into distinct subpopulations, which revealed five enteroendocrine progenitor (EEP) clusters characterized by expression of *Sox4*, *Ngn3*, *Arx/Isl1*, *Ghrl* and *Pax4*, respectively, and six polyhormonal EEC clusters: SILA cells (coexpress *Sct*, *Cck*, *Gcg*, *Ghrl* and *Gal*), SILP cells (coexpress *Sct*, *Cck*, *Gcg* and *Pyy*), SIK cells (coexpress *Sct*, *Cck* and *Gip*), SAKD cells (coexpress *Sct*, *Cck*, *Ghrl*, *Gip* and *Sst*), SIN cells (coexpress *Sct*, *Cck*, *Gcg* and *Nts*), enterchromaffin (EC) cells (coexpress *Sct*, *Tac1*, *Tph1*) and *Reg4*^+^ EC cells (coexpress *Sct*, *Tac1*, *Tph1*, *Ucn3* and *Reg4*) (Fig. 3a,b and Extended Data Fig. 7a,b)^17,19,28^. We also identified a population of heterogeneous EECs coexpressing endocrine and ISC markers that we termed *Lgr5*^+^ EECs and which are reminiscent of Lgr5^+^ label-retaining cells (Fig. 3a,b and Extended Data Fig. 7a)^29^. Notably, we found that *Lgr5*^+^ EECs are characterized by active Bmp signalling, which has been shown to regulate the hormonal plasticity of EECs (Extended Data Fig. 7c)^19^. To determine EEC lineage hierarchy and to understand the relationship of EEP and mature clusters, we used PAGA in combination with RNA velocity (Methods)^30^. The abstracted graph represents possible differentiation paths that cells follow and RNA velocity predicts the future state of a cell based on gene expression state (gene induction or repression), thus indicating the direction of differentiation. We observed two main differentiation trajectories from the Sox4^+^ progenitors to mature subtypes: (1) a path via *Arx*/*Isl1*^+^ and *Ghrl*^+^ progenitors to peptidergic EECs (SILA, SILP, SIK and SAKD) and (2) a route via *Pax4*^+^ progenitors to serotonergic EC and mature *Reg4*^+^ EC cells (Fig. 3c). To identify transcriptional signatures and regulators of EEC lineage allocation, we extracted genes that were either only transiently expressed in a specific EEP stage or mature cell subtype (state-specific genes) or turned on with sustained expression in subsequent states (global or lineage-specific genes) (Fig. 3d, Extended Data Fig. 7a,d and Supplementary Tables 2 and 3). Transiently expressed markers in progenitor stages (for example *Sfrp5* in *Ngn3*^+^ progenitor) are potentially important for specification. Global or lineage-specific markers (for example *Nefm* in peptidergic lineage) might regulate endocrine cell identity. Together, our data confirm EEC lineage differentiation from an early common progenitor into EC-biased (*Pax4*^+^) and non-EC-biased (*Arx*/*Isl1*^+^) progenitors and their respective molecular programs^17,28,31^. We then compared EEC lineage allocation in CD- and HFHSD-fed animals. We found that an HFHSD reduces the number of *Sox4*^+^ early EEPs, increases the fraction of *Ngn3*^+^ EEPs, reduces the number of Lyz1^−^BrdU^+^ cells that correspond to label-retaining *Lgr5*^+^ EECs and affects mature SILA and *Reg4*^+^ EC cells, which are most abundant in the duodenum (Fig. 3e–o and Extended Data Fig. 7e–i)^17^. Serotonin (5-HT)^+^*Reg4*^+^ EC numbers were decreased in HFHSD crypts, whereas Ghrl^+^ SILA cells were more abundant in the duodenal crypts and villi (Fig. 3h–m). Numbers of ileal located SILA/SILP cells expressing *Gcg*, which encodes the incretin Glp-1, were also increased with an HFHSD (Fig. 3n,o). We next assessed whether an HFHSD induces transcriptome changes that might affect EEC lineage allocation or function. Single-cell messenger RNA expression levels of hormones did not differ between CD and HFHSD EEC subsets (Extended Data Fig. 7j). However, genes associated with metabolism (for example *Slc5a1*, *Acadl* in SIK cells), vesicular trafficking machinery and the secretome (for example *Cplx2* in EC and *Sct* in SIK cells) as well as signalling (transduction) (for example *ID1/ID3* in *Sox4*^+^ progenitors, *Gnas* in EC cells) and transcription factors (for example *Cdx2* in *Sox4*^+^ progenitor, *Hmgn3* in EC cells) were differentially expressed between CD and HFHSD conditions (Extended Data Fig. 7k–m and Supplementary Table 4).

**Fig. 3:**
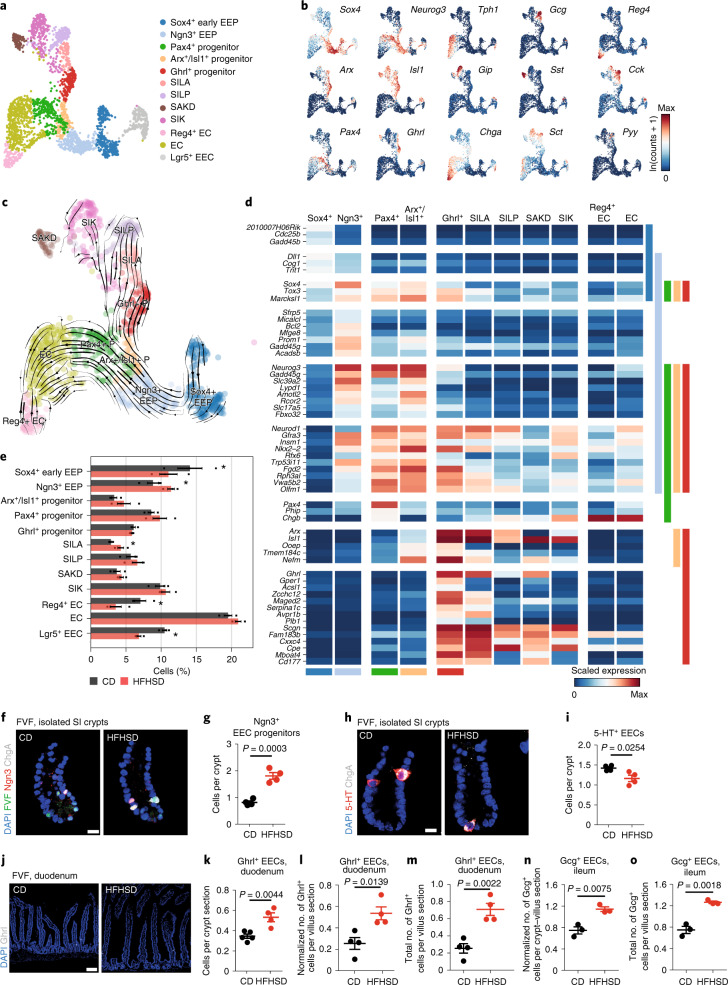
EEC lineage formation and composition in homeostasis and upon HFHSD. **a**, Colour-coded UMAP plot of 2,865 EEC lineage cells from CD- and HFHSD-derived samples. Cluster annotation was based on known marker genes and labelling of mature EEC subtypes as previously described^17^. **b**, Expression levels of selected EEC markers (hormones and transcription factors) across EEC clusters plotted in UMAP space. **c**, Streamline plot of RNA velocity projected into UMAP space showing the direction of cell differentiation along trajectories for the endocrine lineage in CD-derived samples. Arrows indicate estimated future states of cells. **d**, Heatmap showing mean expression values per cluster of genes upregulated in EEP clusters during endocrine lineage formation. Genes were selected from (pan)endocrine, lineage- and stage-specific markers (Methods). Colour bars on the side indicate expression in the progenitor populations (Fig. 3a). **e**, Cell proportions in EEC lineage subsets from CD- and HFHSD-derived samples (mean ± s.e.m. of biologically independent samples, *n* = 3 mice per group, Dirichlet multinomial model). *Indicates a credible shift (95% highest posterior density interval of the frequency shift modeled by a Dirichlet multinomial model does not overlap 0). **f**–**o**, Validation of EEC frequencies in CD- and HFHSD-fed FVF mice by immunofluorescence staining. Representative LSM images (**f**) and quantification of Ngn3^+^ cells in isolated small intestinal crypts (**g**). Scale bar, 10 µm, *n* = 4 mice per group. Representative LSM images (**h**) and quantification of 5-HT^+^ cells in isolated small intestinal crypts (**i**). Scale bar, 10 µm, *n* = 4 mice per group. Representative LSM images (**j**) and quantification of Ghrl^+^ cells in duodenal sections (**k**–**m**). Scale bar, 100 µm; crypt, *n* = 5 for CD mice and *n* = 4 HFHSD mice; villus, *n* = 4 CD and HFHSD mice. Quantification of Gcg^+^ cells in ileal sections (**n**,**o**), *n* = 3 CD and HFHSD mice. Data are shown as mean ± s.e.m. of biologically independent samples. Statistical significance was determined by two-tailed Student’s *t*-test. Source data

Next, we examined EEC functionality by assessing hormone secretion (Extended Data Fig. 7n). Intestinal EC cells produce over 90% of the body’s serotonin^32^. We found that basal plasma levels of serotonin were lower in mice fed an HFHSD, which correlates with reduced numbers of 5-HT^+^ EECs (*Reg4*^+^ EC cells) (Extended Data Fig. 7o). By contrast, despite a higher number of Ghrl^+^ SILA EECs, plasma levels of ghrelin were reduced in HFHSD-fed mice (Extended Data Fig. 7p), suggesting that Ghrl^+^ EECs are functionally impaired upon HFHSD. Glp-1 plasma levels were also increased, which corresponds with increased numbers of ileal Gcg^+^ cells (Extended Data Fig. 7q). Taken together, these results show that an HFHSD impacts EEPs, alters the number of specific mature EEC subtypes and circulating gut hormone levels and affects expression of genes that are potentially important for endocrine cell differentiation and/or function.

### HFHSD induces hyperproliferation of ISCs and progenitors

We next asked whether the increased number of Ngn3^+^ EEPs, as well as the increase in villus length and higher abundance of the enterocyte and goblet cell lineage under HFHSD conditions, resulted from enhanced proliferation. To test this, we identified proliferating cells using a cell-cycle signature score that assigns each cell to a cell-cycle state (G1, S and G2M; Methods) (Extended Data Fig. 8a). HFHSD mainly increased the proportion of cells in G2M phase, indicating that HFHSD alters cell-cycle dynamics (Fig. 4a,b). In particular, in ISCs, enterocytes, goblet cells and the early *Sox4*^+^ and *Ngn3*^+^ EEP clusters, the proportion of cycling cells was clearly increased (Fig. 4c and Extended Data Fig. 8b). Moreover, several genes, including the known cell-cycle regulators *Ccnb1*, *Cenpa*, *Dut*, *Pbk* and *Smc2*, which correlated with the S/G2M cell-cycle score, were differentially expressed in proliferating cells upon HFHSD, further suggesting that cell-cycle dynamics of ISCs and progenitors is accelerated (Fig. 4d and Supplementary Table 5).

**Fig. 4:**
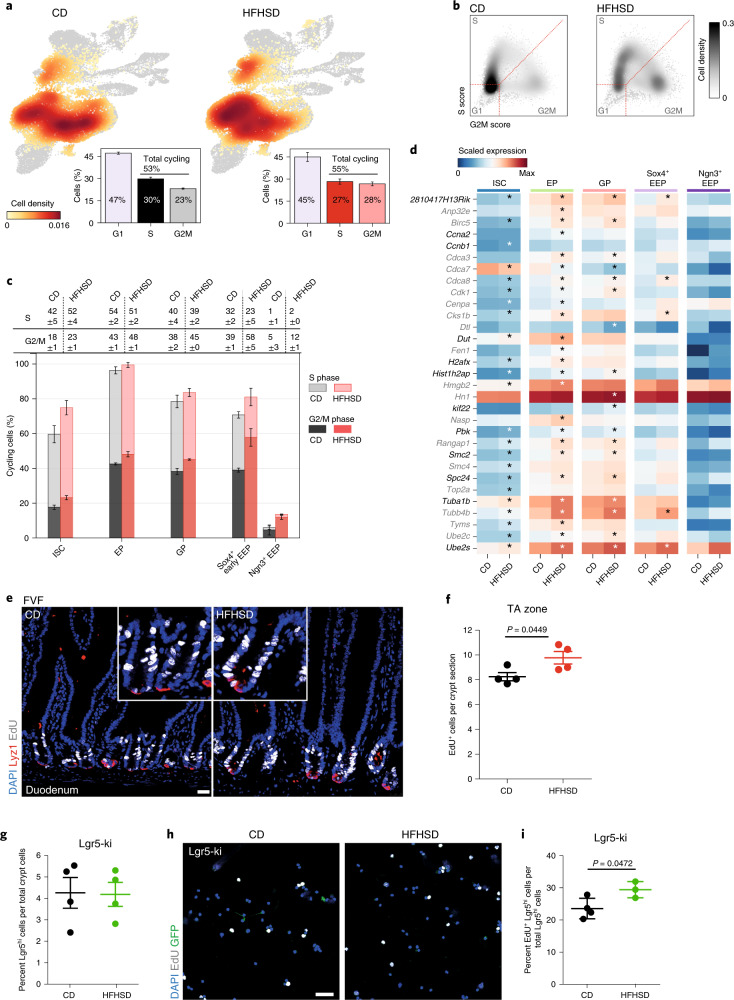
HFHSD induces hyperproliferation of ISCs and progenitors. **a**, Distribution of cycling cells across CD- and HFHSD-derived cell clusters depicted as cell densities projected onto the UMAP plot and quantified as proportions of cells in each cell-cycle stage. Cells were classified using a cell-cycle score, calculated using the expression of genes related to cell cycle. Data are mean ± s.e.m. of biologically independent samples, *n* = 3 mice per group. **b**, Distribution of ISCs and progenitors over the three cell-cycle stages visualized as cell densities in a scatter-plot of S- versus G2/M-phase score levels. Higher score levels indicate higher expression of involved genes. Dotted lines depict classification borders. Densities are Gaussian kernel estimates. **c**, Proportions of cycling cells in CD and HFHSD-derived ISCs and progenitor clusters. Table indicates percentages. Data are shown as mean ± s.e.m. of biologically independent samples, *n* = 3 mice per group. EP, enterocyte progenitor; GP, goblet progenitor. **d**, Heatmap of mean expression values per cluster of selected genes used for cell-cycle scoring (black) or highly correlating with S and G2M scores (grey, Pearson correlation >0.7). Only cells classified as cycling (S or G2M phase) are shown. * Indicates differentially expressed genes between CD and HFHSD conditions (two-sided, limma, adjusted *P* < 0.01, logFC > 0.1), *n* = 3 mice per group. FC, fold change. *P* values are provided in Supplementary Table 5. **e**,**f**, Representative LSM images (**e**) and quantification (**f**) of EdU incorporation after a 2-h EdU (white) pulse in the TA zone in duodenal sections of CD- and HFHSD FVF mice. Lyz1^+^ Paneth cells are shown in red. Scale bar, 25 µm, *n* = 4 mice per group. Data are mean ± s.e.m. of biologically independent samples. Statistical significance was determined by two-tailed Student’s *t*-test. FDR, false discovery rate. **g**, Determination of Lgr5–EGFP^hi^ cells from CD- and HFHSD-fed Lgr5-ki mice by flow cytometry, *n* = 4 mice per group. Data are mean ± s.e.m. of biologically independent samples. **h**,**i**, Representative LSM images from cytospin (**h**) and quantification (**i**) of EdU^+^Lgr5–EGFP^hi^ cells from CD- and HFHSD-fed Lgr5-ki mice after a 2-h EdU (white) pulse. Scale bar, 40 µm, *n* = 4 CD mice, *n* = 3 HFHSD mice. Data are mean ± s.d. of biologically independent samples. Statistical significance was determined by two-tailed Student’s *t*-test. Source data

To confirm the increase in proliferative activity, we first identified 5-ethynyl-2ʹ-deoxyuridine (EdU)-positive progenitor cells 2 h after an EdU pulse. Consistent with the crypt scRNA-seq data, we found a higher number of proliferative progenitors in the transit-amplifying (TA) zone in SI crypts of HFHSD-fed FVF mice (Fig. 4e,f). To directly assess the number of proliferating ISCs we put Lgr5-ki mice^33^ on an HFHSD (Extended Data Fig. 8c). In contrast to our scRNA-seq data, we found no difference in the numbers of ISCs between CD and HFHSD by flow cytometry on the basis of high Lgr5-EGFP fluorescence intensity (Extended Data Fig. 8d and Fig. 4g). However, the numbers of EdU-positive ISCs were increased on HFHSD (Fig. 4h,i).

Further, we determined antigen immunoreactivity to Ki67 and the migration rate of crypt cells. We observed that Ki67-labeled domains were significantly larger in mice fed an HFHSD and, in contrast to controls, extended into the villi. Also, the crypt-to-villus migration rate of pulse-labeled 5-bromo-2ʹ-deoxyuridine (BrdU)-positive cells was increased on HFHSD (Extended Data Fig. 8e–i) which altogether suggests that an HFHSD enhances cell turnover.

In summary, these data demonstrate that an obesogenic diet increases the proliferation rate of ISCs and progenitors leading to increased villus length. Enhanced cell-cycle activity of ISCs did not result in physical expansion of the ISC pool due to accelerated differentiation and cell turnover. This is reflected by the decreased fraction of ISCs and increased fraction of progenitors in our crypt scRNA-seq data (Fig. 1e). These results further indicate that ISC homeostasis and identity is disturbed in HFHSD-fed animals.

### HFHSD upregulates fatty acid synthesis and Ppar signalling

A central role of metabolic pathways in the regulation of stem cell maintenance and fate control has been described in several adult stem cell systems^34,35^. Both Wnt/β-catenin and Igf1/insulin signalling integrate metabolic and proliferative cues, and increased activity of these pathways has been shown to induce ISC hyperproliferation upon high-fat diet (HFD) feeding^6,36–38^. We assessed Wnt/β-catenin pathway activation in bulk ISC-enriched FVF^low^ cells and FVF^neg^ enterocyte progenitors, which we isolated by flow cytometry (Supplementary Fig. 2a,b). 

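Gene expression in the sorted SI crypt cells was measured on 15 Affymetrix Mouse Gene 1.0 ST arrays. The cells came from FVF mice, whose Foxa2–Venus fusion reporter sets the FVF neg, FVF low and FVF high gates. HFHSD supplied 58% of calories as fat, 25% as carbohydrate and 17% as protein, and CD supplied 11%, 64% and 25%. The diets were fed for 11–13 weeks. FVF neg cells gave 2 CD and 3 HFHSD arrays, FVF low cells 3 CD and 2 HFHSD arrays, and FVF high cells 2 CD and 3 HFHSD arrays. The authors amplified RNA with the Ovation PicoSL WTA system, labelled it with Encore Biotin, and processed the scans with Expression Console (v.1.3.0.187), using sketch-quantile normalization and median polish. The deposited values are intensities on a linear scale, rounded to whole numbers from 7 to 17932, with a median of 38 to 43 on each array. Arrays of the same group correlated with a mean r across genes of 0.977 to 0.993. The log2 intensities of 12482 genes with a mean above 32 in at least 1 of the 6 groups were fitted with limma, with a mean for each group and a common estimate of the spread on 9 residual degrees of freedom. A gene is called regulated, and described as having risen or fallen on HFHSD, at the thresholds of the study: an unadjusted p under 0.01, a fold change over 1.3 and a mean above 32 on at least 1 of the diets compared. Benjamini–Hochberg adjusted p-values were computed over the genes tested, and a call by these thresholds need not have an adjusted p under 0.05. Lists of pathway genes and cell type markers were written before the data were examined. Some, such as MODY signalling and acyl-CoA hydrolysis, bear the names of pathways that the study reports from these same arrays. The choice of such lists cannot be taken as independent of the data. Each list with at least 5 tested genes was compared with all other genes by the camera test of limma. Other assignments of the arrays to the diets gave up to 43 list calls by camera, against 44 here, so its p-values alone are weak evidence. The number of arrays limits the precision of every fold change. Whether an array holds RNA of a single mouse or of a pool, and whether the fractions came from the same mice, is not given in the sources used here, so p-values measure the spread between these arrays.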

Unexpectedly, the level of nuclear β-catenin was decreased or unchanged in ISC-enriched FVF^low^ cells or enterocyte progenitor-enriched FVF^neg^ cells, respectively (Supplementary Fig. 2c,d). Consistently, expression of Wnt/β-catenin target genes was downregulated in ISC-enriched FVF^low^ cells and HFHSD-derived single-cell ISCs (Supplementary Fig. 2e–g and Supplementary Table 1). As glycogen synthase kinase 3β (Gsk3β) is a negative regulator of Wnt/β-catenin signalling and an important modulator of cellular metabolism, we checked Gsk3β activity^39^. Decreased levels of phosphorylated Gsk3β in HFHSD-derived SI crypts indicated increased Gsk3β activity and enhanced Gsk3β-mediated destruction of β-catenin (Supplementary Fig. 2h,i). Together, these results demonstrate that Wnt/β-catenin signalling does not drive hyperproliferation of ISCs and progenitors and enhanced progenitor recruitment in our HFHSD mouse model. Instead, decreased Wnt/β-catenin signalling indicates that differentiation of ISCs is accelerated and thus provides further evidence of disturbed ISC homeostasis^40,41^. HFHSD caused obesity and hyperinsulinaemia in our mouse model. Analysis of InsrIgf1rAkt pathway activity in SI crypt lysates showed increased phosphorylation of InsrIgf1r and Akt as well as upregulation of several genes associated with PI3K and Akt signalling, which is in line with pronounced hyperinsulinaemia and confirms previous findings that Igf1insulin signalling induces hyperproliferation in diet-induced obesity (Extended Data Figs. 1r–u and 9a–c).

To uncover additional metabolic pathways that link HFHSD to hyperproliferation and cell fate changes, we compared metabolite profiles from SI crypt regions of CD- and HFHSD-fed FVF mice using matrix-assisted laser desorption/ionization mass spectrometry imaging (MALDI–MSI)^42^. MALDI–MSI allows analysis of metabolites directly in tissue sections without isolation bias. We identified 297 discriminative masses; of these, 257 were enriched and 40 were less abundant in SI crypts of HFHSD-fed animals (Fig. 5a). Pathway enrichment analysis revealed that HFHSD upregulated metabolite signatures related to fatty acid biosynthesis (for example, octadecanoic acid) and linoleic acid metabolism (for example, phosphatidylcholine) and downregulated metabolites linked to pathways of glucose metabolism, such as the pentose phosphate pathway and pentose glucuronate interconversions (for example, d-glyceraldehyde 3-phosphate) (Fig. 5b and Supplementary Table 6). 

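In FVF neg cells of HFHSD-fed mice, *Akr1b8*, an aldo-keto reductase, rose from an intensity of 62.5 ± 0.707 (SD, n = 2 arrays) to 531 ± 58.7 (SD, n = 3). This is a log2 fold change of 3.08 (SE 0.21, adjusted p = 3.1e-06 from limma). The carboxylesterase *Ces1f* rose by 2.45 (adjusted p = 6.9e-06) and *Cyp4a10*, a fatty acid ω-hydroxylase, by 2.08 (adjusted p = 0.00066) in the same cells. *Lct*, the brush border lactase, fell from 1028 ± 55.9 to 206 ± 80.4 (log2 fold change -2.41, SE 0.27, adjusted p = 0.00017), *Selenop* fell by 1.98 (adjusted p = 1.9e-05) and the peptide transporter *Slc15a1* by 1.58 (adjusted p = 0.00057). In FVF low cells, *Insig1*, a regulator of sterol synthesis, rose from 452 ± 166 (SD, n = 3) to 1208 ± 17.7 (SD, n = 2), a log2 fold change of 1.49 (SE 0.23, adjusted p = 0.020). *Ppic*, a peptidyl-prolyl isomerase, rose by 1.58 (adjusted p = 0.021), *Igfbp7* fell by 1.96 (adjusted p = 0.00030) and *Rbp4*, a retinol carrier, by 1.05 (adjusted p = 0.048) in FVF low cells. In FVF high cells, *Gstm3*, a glutathione S-transferase, rose from 186 ± 38.9 (SD, n = 2) to 442 ± 59.2 (SD, n = 3), a log2 fold change of 1.25 (SE 0.23, adjusted p = 0.039). The histone variant *Macroh2a2* fell by 1.56 (adjusted p = 0.0019) and the phospholipase *Plb1* by 1.53 (adjusted p = 0.0098) in FVF high cells. In all 3 fractions, 23 genes rose (11 to 15 without FVF neg CD replicate 1, FVF neg CD replicate 2, FVF neg HFHSD replicate 2 or FVF low HFHSD replicate 2). They include *Scd1* and *Scd2* (stearoyl-CoA desaturases), *Fasn* (fatty acid synthase), and *Cyp51*, *Lss* and *Mvd* (cholesterol synthesis). *Scd2* and *Akr1b8* were the 2 of these 23 genes that passed in each fraction without each of its arrays in turn, and *Cyp51*, for example, did not pass in FVF neg cells without CD replicate 1 (log2 fold change 0.46). *Sis*, the brush border sucrase-isomaltase, was the gene that fell in all 3. There were 3 such genes without FVF low CD replicate 2, FVF high CD replicate 1 or FVF high HFHSD replicate 3, and 2 without FVF neg HFHSD replicate 1, FVF neg HFHSD replicate 2 or FVF low CD replicate 1. FVF low and FVF high cells shared 82 genes that rose and 16 that fell, where independent lists would share 16.5 and 3.05. FVF neg and FVF low cells shared 49 that rose and 14 that fell (9.30 and 2.68 for independent lists), and FVF neg and FVF high cells 49 and 9 (7.40 and 3.02). The lowest numbers of shared rises without 1 array were 40 for FVF low and FVF high cells (without FVF low HFHSD replicate 2), 24 for FVF neg and FVF low cells (without FVF neg CD replicate 1) and 21 for FVF neg and FVF high cells (without FVF neg CD replicate 2). The shared falls ranged from 8 to 32 for FVF low and FVF high cells (without FVF low HFHSD replicate 1 and FVF high CD replicate 1). Their lowest was 9 for FVF neg and FVF low cells (without FVF neg CD replicate 1 or FVF low HFHSD replicate 1) and 4 for FVF neg and FVF high cells (without FVF high HFHSD replicate 1 or 2). Opposite directions were seen for 1 gene between FVF neg and FVF low cells and for 2 in each of the other comparisons. Whether the fractions share mice is not known, so these lists need not be independent.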

To map the metabolic changes from tissue to cell-type level, we integrated metabolomics data with bulk transcriptomes of ISC-enriched FVF^low^ cells, secretory progenitor-enriched FVF^high^ cells and enterocyte progenitor-enriched FVF^neg^ cells (Extended Data Fig. 9d, Fig. 5c and Methods). 

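Genes that digest and take up sugars fell in FVF neg cells of HFHSD-fed mice. *Sis* fell in FVF neg cells from an intensity of 6098 ± 122 (SD, n = 2) to 2660 ± 24.8 (SD, n = 3), a log2 fold change of -1.20 (SE 0.16, adjusted p = 0.0011 from limma). Its log2 fold change was -2.27 in FVF low cells (adjusted p = 5.6e-06) and -1.84 in FVF high cells (adjusted p = 5.3e-05). The glucose and fructose transporter *Slc2a2* fell in FVF neg cells from 592 ± 42.4 to 107 ± 64.4 (log2 fold change -2.63, SE 0.31, adjusted p = 0.00025). The sodium-glucose cotransporter *Slc5a1* fell by 1.51 (SE 0.17, adjusted p = 0.00017) in FVF neg cells. Of 12 genes of sugar digestion, absorption and fructose metabolism, 9 fell, none rose and 3 did not pass in FVF neg cells (adjusted p = 7.39e-21 from camera, 11 lower when adjusted over the list alone). In FVF low cells 1 of the 12 fell (adjusted p = 0.00930, and adjusted p = 0.336 with an estimated correlation), and 1 when adjusted over the list alone. In FVF high cells 3 fell (adjusted p = 0.00101, and adjusted p = 0.255 with an estimated correlation), and 3 when adjusted over the list alone. Without CD replicate 1 of the fraction, this adjusted p was 0.0549 in FVF low and 0.0535 in FVF high cells, and 1 gene fell in FVF high cells, as without HFHSD replicate 3. The fructose enzymes *Khk* and *Tkfc* of the sucrose degradation pathway fell in FVF neg cells by 0.70 (adjusted p = 0.19) and 0.77 (adjusted p = 0.15), and neither passed without CD replicate 2 (log2 fold changes -0.63 and -0.66), nor *Khk* without CD replicate 1 (-0.76) or HFHSD replicate 1 (-0.49). Of 8 genes of gluconeogenesis, 3 fell in FVF neg cells, also when adjusted over the list alone (adjusted p = 0.000568, adjusted p = 0.297 with an estimated correlation, and 0.120 without CD replicate 1), and 1 rose in FVF low cells (adjusted p = 0.00893, adjusted p = 0.397 with an estimated correlation, and 0.0725 without FVF low CD replicate 2). Of these genes, 1 fell in FVF neg cells without CD replicate 1, where *G6pc*, which fell from 48.5 ± 27.6 to 14.7 ± 0.577, lay under the intensity threshold and was not tested. The 1 that rose in FVF low cells became 3 without CD replicate 1 and none without CD replicate 2, CD replicate 3 or HFHSD replicate 1. Of 7 MODY signalling genes, *Slc2a2* and the pyruvate kinase *Pklr* fell in FVF neg cells (adjusted p = 0.00817, and adjusted p = 0.120 with an estimated correlation), with a list median of -0.06 and a mean of -0.47. The same list did not pass in FVF low cells (adjusted p = 0.796) or FVF high cells (adjusted p = 0.331). *Fabp1*, a fatty acid binding protein of that list, rose from 775 ± 134 to 2173 ± 307 in FVF low cells (log2 fold change 1.50, adjusted p = 0.020) and by 2.36 in FVF high cells (adjusted p = 0.00016), and had a log2 fold change of 0.25 in FVF neg cells (adjusted p = 0.78).
Genes of fatty acid synthesis rose in each fraction. *Scd2* rose from 475 ± 49.5 to 1848 ± 164 in FVF neg cells (log2 fold change 1.96, SE 0.22, adjusted p = 0.00017), by 2.45 in FVF low cells (adjusted p = 4.0e-05) and by 2.86 in FVF high cells (adjusted p = 9.4e-06). *Scd1* rose by 2.80 (adjusted p = 0.00017) and *Me1*, the malic enzyme that supplies NADPH, by 2.39 in FVF neg cells (adjusted p = 2.2e-05). Of 19 genes of fatty acid synthesis, 9 rose in FVF neg cells (adjusted p = 9.39e-15 from camera), 9 in FVF low cells (adjusted p = 1.10e-10) and 6 in FVF high cells (adjusted p = 3.16e-08), and none fell. By the thresholds of the study, 5 rose in FVF neg cells without CD replicate 1 or CD replicate 2, 5 in FVF low cells without HFHSD replicate 2 and 3 in FVF high cells without CD replicate 1. Adjusted over the list alone, 9, 11 and 10 rose, and the 3 calls held with an estimated correlation. Of 12 genes of acyl-CoA hydrolysis, 4 rose in FVF neg cells (2 without HFHSD replicate 2), among them the thioesterases *Acot1* by 1.60 (adjusted p = 0.00075) and *Acot2* by 1.05 (adjusted p = 0.015). This list passed in FVF neg cells (adjusted p = 0.00108, and adjusted p = 0.255 with an estimated correlation, with 5 higher and 1 lower when adjusted over the list alone), and not in FVF low cells (adjusted p = 0.221) or FVF high cells (adjusted p = 0.283). Markers of cell types also fell in FVF neg cells, in part the same genes. The lists of ISC and goblet cell markers were lower there too, and that of tuft cell markers higher, by camera. None of these lists passed with an estimated correlation, and the goblet and tuft cell calls were lost without CD replicate 2. Of 20 enterocyte markers 9 fell (adjusted p = 6.35e-15, 10 when adjusted over the list alone), and 7 of these 9 are genes of sugar digestion and absorption. The 13 enterocyte markers outside that list had a median log2 fold change of -0.18. Of 11 lymphocyte markers 7 fell (adjusted p = 6.74e-11, and adjusted p = 0.0822 with an estimated correlation, 7 when adjusted over the list alone), including the granzymes *Gzma* by 2.12 (adjusted p = 0.0012) and *Gzmb* by 1.55 (adjusted p = 0.00017). Of the lymphocyte markers, 4 fell without CD replicate 1 or HFHSD replicate 3.

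**Figure D1:**
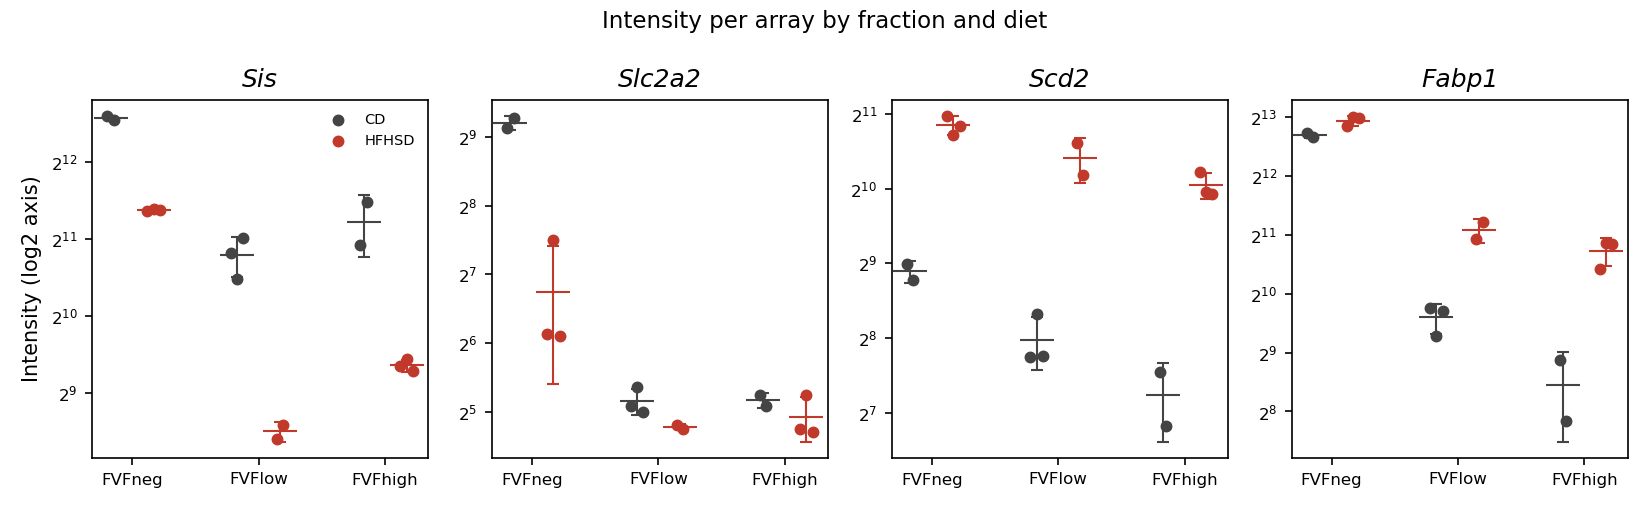
Intensity on a log2 axis of *Sis*, *Slc2a2*, *Scd2* and *Fabp1* by fraction, with CD in grey and HFHSD in red. Dots are arrays, dashes are means and bars are the SD. *Sis* lies lower and *Scd2* higher on HFHSD in each fraction, and *Slc2a2* in FVF neg cells has a mean of 592 on CD and 107 on HFHSD.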

The HFHSD metabolite signature overlapped with regulated genes involved in carbohydrate metabolism (for example, sucrose degradation, maturity onset diabetes of young (MODY) signalling) and pro-proliferative fatty acid biosynthesis pathways (for example, stearate synthesis and acyl-CoA-hydrolysis)^43^. Regulation of these pathways was most pronounced in enterocyte progenitor-enriched FVF^neg^ and ISC-enriched FVF^low^ cells (Fig. 5d and Supplementary Table 7). 

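The response of FVF neg cells to HFHSD differed from that of FVF high cells in single genes of lipid metabolism and transport, by a test of the difference itself. The log2 fold change of *Me1* was larger in FVF neg than in FVF high cells by 2.11 (adjusted p = 0.012 from the interaction term of limma) and that of *Ces1f* by 2.18 (adjusted p = 0.0050). That of *Slc5a11*, a sodium-dependent inositol transporter, differed by -1.79 (adjusted p = 0.0050), and these 3 differences passed without each array in turn. The change of the acetyl-CoA carboxylase *Acacb* was larger in FVF neg than in FVF high cells by 1.11 (adjusted p = 0.026). Those of *Slc2a2*, *Lct* and *Fabp1* differed by -2.36 (adjusted p = 0.043), -2.31 (adjusted p = 0.018) and -2.11 (adjusted p = 0.017). In FVF high cells *Ces1f* had means of 20.5 on CD and 25.0 on HFHSD, and *Acacb* of 31.5 and 32.0, not above the threshold of 32. For *Ces1f* and *Acacb*, low expression there and a smaller response to the diet cannot be told apart. *Slc5a11*, *Slc2a2* and *Lct* had mean intensities of 24.0, 36.0 and 29.0 on CD in FVF high cells, around the threshold of 32, where a fall is hard to measure. Their log2 fold changes there were 0.16, -0.27 and -0.10, so these 3 differences mostly restate their fall in FVF neg cells. Between FVF neg and FVF low cells the change of *Slc5a1* differed by -1.49 (adjusted p = 0.027). The calls of these 5 genes were lost by leaving out 1 array, with adjusted p up to 0.128 for *Acacb* and 0.101 for *Lct* (without FVF high CD replicate 1), 0.175 for *Slc2a2* (without FVF neg CD replicate 2), 0.0985 for *Fabp1* (without FVF neg CD replicate 1) and 0.240 for *Slc5a1* (without FVF low HFHSD replicate 1). In these fits the differences were 1.00, -2.21, -2.29, -2.08 and -1.43 for *Acacb*, *Lct*, *Slc2a2*, *Fabp1* and *Slc5a1*. At an adjusted p under 0.05 the diet effect differed for 10 genes between FVF neg and FVF low cells and for 22 between FVF neg and FVF high cells, of which 10 and 18 were lost without at least 1 array. Where a call was lost, the difference kept at least 81.1% and 80.5% of its size with all arrays. The counts were 2 and 10 in fits to the compared fractions alone and 30 and 14 with array weights. Of the 10 and 22 differences, 5 and 8 are falls in FVF neg cells of genes with a CD mean under 41.6 in the other fraction, from where a 1.3-fold fall ends under 32. Between FVF low and FVF high cells limma found 0 genes, with 778 at an unadjusted p under 0.05. As a group, the genes of sugar digestion, absorption and fructose metabolism had lower log2 fold changes in FVF neg than in FVF low cells (adjusted p = 4.88e-07 from camera, adjusted p = 0.161 with an estimated correlation) and than in FVF high cells (adjusted p = 1.63e-06, adjusted p = 0.161 with an estimated correlation), with 8 and 6 genes lower and 1 higher in each when adjusted over the list alone. Gluconeogenesis genes differed in the same direction (adjusted p = 5.35e-07 and 0.000310, adjusted p = 0.184 and 0.346 with an estimated correlation). The lists of fatty acid synthesis and acyl-CoA hydrolysis did not pass a test of a difference between any pair of fractions (adjusted p = 0.498, 0.159 and 0.325 and adjusted p = 0.0916, 0.0770 and 0.885 for FVF neg and FVF low, FVF neg and FVF high, and FVF low and FVF high cells). Enterocyte markers, which share 7 genes with the sugar list, also had lower changes in FVF neg than in FVF low and FVF high cells (adjusted p = 1.63e-06 for each, adjusted p = 0.161 with an estimated correlation for each). In FVF low and in FVF high cells, 3 of the 12 sugar genes, 2 of the 8 gluconeogenesis genes and 3 of the 20 enterocyte markers had a CD mean under 41.6. Part of each list difference may follow from the low intensity there, which was not tested. With the diet effect common to the fractions taken off, other assignments of the arrays to the diets gave up to 37 list differences between fractions, against 25 here. From the overlap of these regulated genes with the HFHSD metabolite signature in SI crypts, the paper states that carbohydrate and fatty acid pathways were regulated most in FVF neg and FVF low cells.

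**Figure D2:**
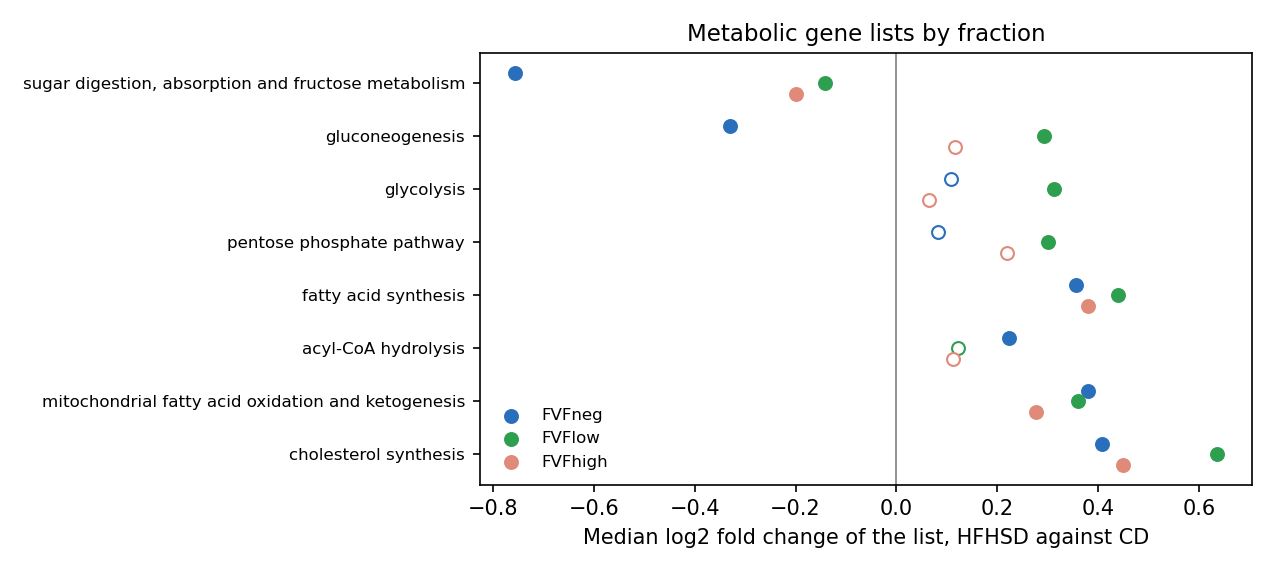
Median log2 fold change on HFHSD against CD (x axis) of 8 metabolic gene lists (y axis), coloured by fraction, with filled symbols where the camera adjusted p is under 0.05. The list of sugar digestion, absorption and fructose metabolism lies at -0.76 in FVF neg, -0.14 in FVF low and -0.20 in FVF high cells.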

Next, to determine the cell subtypes in which an HFHSD altered metabolism and to identify the molecular pathways associated with deregulated HFHSD metabolites, we compared the transcriptional profiles of CD- and HFHSD-derived cells. We found that gene signatures associated with Ppar signalling (for example *Hmgcs2*, *Acdvl*, *Acaa2*, *Fabp1* and *Fabp2*) and fatty acid biosynthesis (for example *Acot1*, *Acox1*, *Scd2*, *Srebf1*, *Fads1* and *Me1*) were upregulated in HFHSD-derived ISCs and progenitor clusters (Fig. 5e–g and Supplementary Tables 1,8 and 9). Upregulation of these gene sets was stronger in subpopulations with proximal identity; in particular, in proximal ISCs, enterocyte and goblet progenitors (Fig. 5e,f and Supplementary Table 8). Moreover, genes associated with carbohydrate metabolism (for example glycolysis, gluconeogenesis and the pentose phosphate pathway) were downregulated in these subtypes (Fig. 5e–g). We confirmed upregulation of active Srebp1 (mature, m-Srebp1), Acc, Pparγ and Scd1, the master transcriptional regulators and key enzymes of Ppar signalling and fatty acid synthesis in HFHSD crypt protein lysates and in ISCs and progenitors, by a sensitive, targeted single-cell qPCR approach (Fig. 5h,i, Extended Data Fig. 10 and Supplementary Table 10). Finally, consistent with crypt enterocytes, we also found that mature villus enterocytes increase the expression of genes associated with intracellular fat accumulation and lipid uptake, de novo lipogenesis and peroxisomal fatty acid oxidation (Supplementary Fig. 3).

**Fig. 5:**
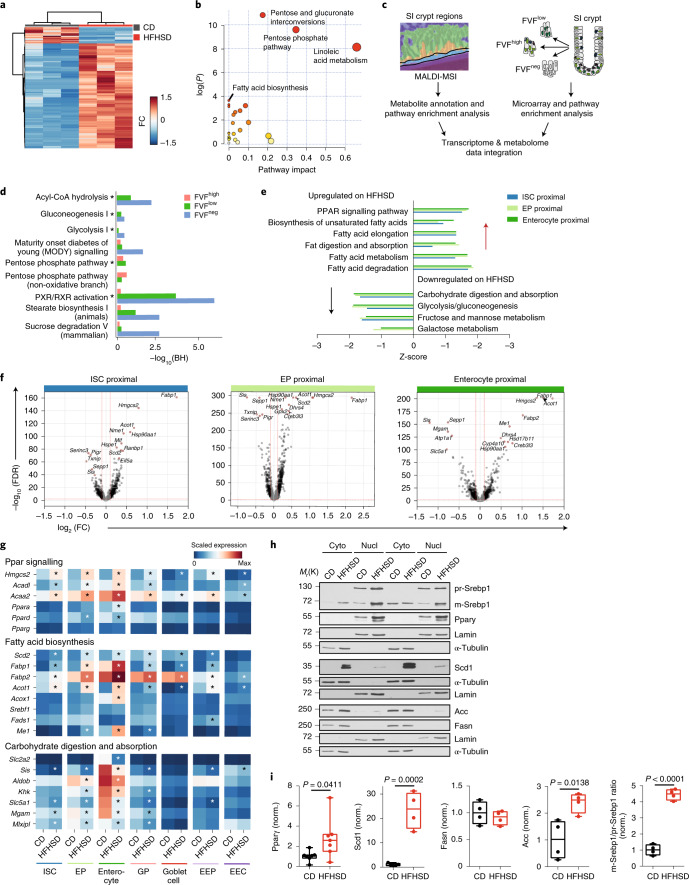
Fatty acid synthesis and Ppar signalling are upregulated on HFHSD. **a**, Heatmap-based clustering analysis of the 297 discriminative metabolite masses (FC ≥ 2 and *P* ≤ 0.05). Each coloured cell on the map corresponds to an intensity value, with samples in rows and features in columns. Euclidean distance and Ward’s method were applied for clustering analysis. Statistical significance was determined by two-tailed Student’s *t*-test. **b**, Pathway enrichment analysis of deregulated metabolites was performed with MetaboAnalyst 3.0. The enrichment method was hypergeometric test. Topology analysis was based on relative betweenness centrality. The *P* value was calculated from the enrichment analysis without adjustment (FC ≥ 2 and *P* ≤ 0.05). Metabolic pathways are represented as circles according to their scores from enrichment (vertical axis) and topology analyses (pathway impact, horizontal axis). **c**, Overview of experimental design for data integration. **d**, Ingenuity pathway analysis showing overlap of significantly deregulated metabolites on HFHSD from MALDI–MSI profiling and genes from microarray analysis. Shown are values from microarray analysis and the red line indicates the significance cutoff. **e**, Enriched KEGG pathways in genes differentially regulated between CD and HFHSD conditions (Enrichr, Fisher’s exact test, two-sided). Genes with FDR < 0.01 and logFC > 0.1 were considered and weighted by logFC. **f**, Volcano plots showing differential expression and its significance (−log_10_(FDR), limma) for each gene on HFHSD compared to CD. Red lines indicate thresholds used for significance level and gene expression change and regulated genes are highlighted in black. Annotated genes are the top ten genes ranked by FDR. **g**, Mean expression levels for selected genes. * Indicates a significant change (limma, FDR < 0.01, logFC > 0.1). **h**,**i**, Protein expression analysis by western blot in cytoplasmic (cyto) and nuclear (nucl) extracts from SI crypts of CD- and HFHSD-fed FVF mice. Representative immunoblots (**h**) and relative quantification of band signal intensity (**i**), *n* = 4 mice per group (Srebp1, Scd1, Acc, Fasn) and *n* = 7 mice per group (Pparγ). Data are presented as box-and-whisker plots. The lower and upper boundaries of the boxes represent the 25th and 75th percentiles, respectively. The centre lines indicate the medians and whiskers represent the maximum and minimum values. Statistical significance was determined by two-tailed Student’s *t*-test. Circles represent biological independent samples. norm., normalized. Source data

Thus, by integration of in situ metabolomics, bulk and single-cell transcriptomics and targeted protein expression analysis, we have revealed diet-induced metabolic rewiring and cell- and subtype-specific transcriptional changes that correlate with an increase in proliferation and endocrine dysfunction.

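In the bulk transcriptomes of FVF low cells, 14 of 34 cell cycle genes rose and 4 of 26 EEC markers fell on HFHSD, and neither list passed with an estimated correlation (adjusted p = 0.154 and 0.120). *Rrm2*, the ribonucleotide reductase subunit that supplies DNA synthesis, rose from an intensity of 179 ± 22.1 (SD, n = 3) to 341 ± 14.1 (SD, n = 2) in FVF low cells, a log2 fold change of 0.94 (SE 0.13, adjusted p = 0.0082 from limma). It also rose by 0.90 in FVF high cells (adjusted p = 0.0077) and by 0.48 in FVF neg cells (adjusted p = 0.14), where it did not pass without CD replicate 1 (0.41). Cell cycle genes that rose numbered 9 in FVF high and 3 in FVF neg cells, and none fell in the 3 fractions. The 14 in FVF low cells became 6 without CD replicate 2, 9 without CD replicate 3 and 4 without HFHSD replicate 1 or HFHSD replicate 2. The 3 in FVF neg cells became 1 without CD replicate 2. The 9 in FVF high cells became 5 without CD replicate 1, 3 without CD replicate 2, 2 without HFHSD replicate 1 and 4 without HFHSD replicate 3. The camera adjusted p of the list in FVF low, FVF high and FVF neg cells was 7.48e-12, 1.11e-08 and 1.51e-06, and adjusted p = 0.154, 0.255 and 0.297 with an estimated correlation. Adjusted over the list alone, 22, 11 and 2 of them were higher. *Mki67* and *Top2a*, which mark dividing cells, had log2 fold changes of -0.10 and 0.06 in FVF low cells and did not pass. *Pax6* and *Rfx6*, transcription factors of EECs, fell in FVF low cells by 0.79 (adjusted p = 0.025) and 0.85 (adjusted p = 0.040), and *Pax6* fell in FVF high cells by 0.79 (adjusted p = 0.039). The hormone genes *Sst* (somatostatin) and *Ghrl* (ghrelin) fell in FVF low cells by 1.39 (adjusted p = 0.062) and 1.16 (adjusted p = 0.12), and neither passed without HFHSD replicate 1 (log2 fold changes -1.02 and -0.56), nor *Ghrl* without CD replicate 3 (-0.97). Of the EEC markers, 1 fell in FVF high cells, and none rose in FVF low or FVF high cells, also when adjusted over the list alone, and 3 fell in FVF high cells without CD replicate 1 or HFHSD replicate 2. This list passed in FVF low cells (adjusted p = 4.56e-09, and adjusted p = 0.120 with an estimated correlation) and FVF high cells (adjusted p = 0.000294, and adjusted p = 0.306 with an estimated correlation), and not in FVF neg cells (adjusted p = 0.0751). Of 17 Ppar regulators and targets, 3 rose and 1 fell in FVF neg cells (2 fell without HFHSD replicate 3), where the list passed (adjusted p = 0.00121, adjusted p = 0.255 with an estimated correlation, and 0.0588 without CD replicate 2), with 5 higher and 1 lower when adjusted over the list alone. In FVF low and FVF high cells it did not pass (adjusted p = 0.331 and 0.0902). The genes of mitochondrial fatty acid oxidation and ketogenesis passed in FVF neg (5 of 19 rose, adjusted p = 2.47e-06), FVF low (5 rose, adjusted p = 2.51e-05) and FVF high cells (2 rose, adjusted p = 0.00616), with adjusted p = 0.297, 0.332 and 0.514 with an estimated correlation and 5, 6 and 0 higher when adjusted over the list alone. Without FVF high CD replicate 2 or HFHSD replicate 3, the adjusted p in FVF high cells was 0.153 and 0.0720. Of these, 2 rose in FVF neg cells without CD replicate 1, CD replicate 2 or HFHSD replicate 3. The number in FVF low cells was 9 without CD replicate 1, 2 without CD replicate 2, 3 without HFHSD replicate 1 and 1 without HFHSD replicate 2. None rose in FVF high cells without CD replicate 1 or HFHSD replicate 3, and 1 without HFHSD replicate 1 or HFHSD replicate 2. *Acadl*, an acyl-CoA dehydrogenase, rose by 0.72 in FVF neg cells (adjusted p = 0.038).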

## Discussion

In this study we provide a basic mechanistic explanation of diet-induced ISC dysfunction and intestinal maladaptation that underlie the development of obesity and prediabetes and increase the risk for gastrointestinal cancer.

With our study we aimed to determine the immediate effects of a western-style HFHSD on intestinal function. We observed enlargement of the SI, longer villi and decreased crypt density and an altered cellular composition in the crypts, which was confirmed in the villi by lineage-tracing studies. We are aware that our lineage-tracing approach using the dual-fluorescent, inducible Cre-reporter *Foxa2*^nEGFP-CreERT2/+^;*Gt(ROSA)26*^mTmG/+^ mouse has its limitations; for example, inefficient labelling of stem cells, which generates fewer clonal ribbons in comparison to the Lgr5-ki reporter^33^ and analysis of only one time point. Therefore, we validated our findings from the crypt scRNA-seq experiment not only by a lineage-tracing approach but also independent of a reporter in tissue sections.

We show that ISCs and progenitors are hyperproliferative, and that differentiation and cell turnover are accelerated by an HFHSD. Accelerated differentiation and cell turnover also explain the discrepancy between the scRNA-seq data (decrease in ISCs) and the data from the Lgr5-reporter mice (no change in the number of ISCs). ISCs in HFHSD-fed mice divide faster and newly formed cells are still Lgr5–EGFP^hi^, but already express markers of differentiated cells. Whole-transcriptome-based clustering in our scRNA-seq data groups Lgr5^hi^ ISCs and Lgr5^hi^ progenitors separately, whereas when using only Lgr5–EGFP as a marker in tissue sections and flow cytometry we cannot discriminate between an ISC and a progenitor.

Hyperproliferation in the crypt, which can promote cancer initiation and progression, has previously been associated with an HFD; however, the molecular pathways that couple dietary cues to this cellular response are still debated and probably depend on the type of diet (for example fat and sugar source)^37,38,44^. Also, a role of metabolic pathways in ISC maintenance, number and fate control has been highlighted in several studies^7,44,45^. Hyperproliferation upon HFHSD is not driven by Pparδ-mediated activation of the major oncogenic pathway in the gut, Wnt/β-catenin signalling, as previously reported for a lard-based chronic HFD^6,46,47^. Instead, we found that a coconut oil- and sucrose-based high-lipid and -carbohydrate content diet specifically elevates pro-proliferative Pparγ signalling, Srebp1-mediated lipogenesis and InsrIgf1r–Akt signalling. Upregulation of Pparγ and Srebp1-mediated de novo lipogenesis has been associated with inflammation, increased proliferation and tumour progression in many types of cancer and thus provides a possible link between HFHSD-induced metabolic signalling, crypt-cell hyperproliferation and increased risk of gastrointestinal cancer^43^. As tumour initiation and progression require biomass production and therefore depend on a high nutrient supply, chronic activation of these pathways as observed with an HFHSD might reduce the barrier to oncogenic transformation or tumour growth and proliferation.

Further, we found a profound impact of an HFHSD on the enterocyte lineage. Enterocytes are metabolically rewired, increase the expression of genes linked to carbohydrate and fat uptake and show an intracellular fat accumulation, which is reminiscent of the vesicular accumulation of triglycerides in hepatic steatosis that causes liver fibrosis and cancer^48–50^. In addition, HFHSD induces a regional and spatial repatterning of enterocyte gene expression and function. An HFHSD increased the number of proximal-type enterocytes, which are specialized on carbohydrate and fatty acid absorption and altered enterocyte zonation along the crypt–villus axis (increased expression of the fatty acid transporter Fabp1). Thus, our results imply that enterocytes functionally adapt to an HFHSD, which may increase calorie intake and fat accumulation and promote obesity.

Our in-depth molecular and functional analysis of the EEC lineage reveals mechanisms of EEC dysfunction in obesity that include (1) higher abundance of Ngn3^+^ EEPs owing to increased proliferation, (2) lower abundance of serotonergic *Reg4*^+^ EC cells and lower plasma serotonin levels, (3) higher abundance of peptidergic Ghrl^+^ SILA cells but lower ghrelin plasma levels, (4) increased numbers of ileal Gcg^+^ cells and increased Glp-1 levels and (5) lower abundance of *Lgr5*^+^ EECs. The physiological roles of gut-derived serotonin are broad and it regulates various processes both in the gut and systemically^32^. Accumulating evidence indicates a link between peripheral serotonin and systemic glucose and lipid metabolism, as well as metabolic diseases^51^. Whether blood serotonin levels are changed in obesity is controversial, due to difficulties in measuring serotonin^51^. However, intraperitoneal injection of 5-HT to mice inhibits weight gain, hyperglycaemia and insulin resistance on an HFD^52^. Thus, reduced numbers of serotonin-producing cells and blood serotonin levels as observed in our mouse model might promote the development of obesity. The hunger hormone ghrelin is known to increase gastric emptying and decrease insulin secretion^53^. A negative correlation between plasma insulin and ghrelin has been reported in human obesity, which is in line with our data^54^. Notably, we found that lower plasma ghrelin levels are not due to a reduced number of Ghrl^+^ SILA cells, suggesting that an impaired secretory machinery might affect ghrelin levels. However, given that ghrelin-secreting cells are also present in the stomach, changes in plasma ghrelin levels may not be solely attributed to duodenal Ghrl^+^ EECs. Lower postprandial GLP-1 levels are reported in obesity and incretin hormone secretion and activity are impaired in individuals with prediabetes, although findings are contradictory^9,55^. In our obesity model, however, the number of Gcg-expressing cells and Glp-1 plasma levels were increased. Glp-1 stimulates insulin secretion from pancreatic β-cells, so the higher levels of circulating Glp-1 in HFHSD-fed mice may be a compensatory response to insulin resistance at the prediabetic state, which leads to hyperinsulinaemia.

Finally, in contrast to other studies, Paneth cell numbers were not affected in our obesity model^6^.

T﻿he discrepancies between our results and those of previous studies support the emerging evidence that the intestine fine-tunes its response to environmental stimuli^6,37,38^. Different factors, such as the selected mouse model (for example, diet versus genetically induced obesity), type of diet (for example HFD versus HFHSD), fat source (for example lard versus coconut oil) and/or duration of diet (short-term versus chronic) can influence intestinal remodelling and response. For instance, in contrast to the coconut oil, high-sucrose diet for 12–14 weeks used in this study, a lard-based low-sugar chronic diet for 9–14 months caused shorter villi, increased the number of ISCs, decreased the number of Paneth cells and did not affect goblet cells and EECs^6^. Hence, careful selection and reporting of dietary information in animal studies is crucial to interpret and contextualize results.

In summary, our study reveals that functional maladaptation of the gut in response to an HFHSD is caused by disturbed ISC identity, changes in the regional identity of cells and an altered mature cell-type composition. Further, we describe targetable pathways that are induced by an HFHSD and potentially underlie the pathogenesis of the metabolic syndrome and gastrointestinal cancer. This new understanding of the mechanisms of disease is crucial to develop non-invasive therapeutic options to resolve obesity and insulin-dependent diabetes, for example by counteracting enteroendocrine dysregulation (for example, by elevating peripheral serotonin levels) and increased nutrient absorption (for example, by inducing distal enterocyte phenotypes).

## Methods

### Experimental model

#### Animals

Animal experiments were carried out in compliance with the German Animal Protection Act and with the approved guidelines of the Society of Laboratory Animals and of the Federation of Laboratory Animal Science Associations. This study was approved by the institutional Animal Welfare Officer (Helmholtz Center Munich) and by the Government of Upper Bavaria, Germany. Homozygous FVF mice were generated as previously described and backcrossed to C57BL/6 background^22^. *Foxa2*^nEGFP-CreERT2^ mice^25^ (CD1 background) were crossed with *Gt(ROSA)26*^mTmG^ mice^24^ (mixed 129/SvJ, C57BL/6J background) to obtain heterozygous *Foxa2*^nEGFP-CreERT2/+^*;Gt(ROSA)26*^mTmG/+^ animals and bred in our own facilities. Other mouse lines were *Lgr5-EGFP-IRES-creERT2* (ref. ^33^) (Lgr5-ki, C57BL/6J background) and wild-type C57BL/6N (bred in our own facilities).

Mice were housed in groups of two to four animals and maintained at 23 ± 1 °C and 45–65% humidity on a 12-h dark/light cycle with ad libitum access to diet and water unless otherwise indicated. All experiments were performed using male animals at 3 to 7 months of age.

### Dietary interventions

For dietary interventions, 10–12-week-old male mice were randomized into test groups matched for body weight, with similar variance, and given ad libitum access to either an obesogenic HFHSD (58% kcal from fat, 25% kcal from carbohydrates, 17% kcal from protein (Research Diets, no. D12331)) or CD (11% kcal from fat, 64% kcal from carbohydrates, 25% kcal from protein (ssniff Spezialdiäten, E15051-04)) for a period of 11–13 weeks. Body weights were measured every second week.

### Body composition analysis

Lean and fat masses were measured in FVF mice 12 weeks after the start of the diet using quantitative nuclear magnetic resonance technology (EchoMRI).

### Glucose tolerance and insulin secretion tests

Glucose tolerance was assessed by an oral glucose tolerance test (oGTT) in FVF mice, maintained for 12 weeks on CD or HFHSD. After a 6-h fast, mice received an oral glucose bolus (1.5 mg g^−1^ body weight of 20 % (*wt*/*v*) d-(+)-glucose (Sigma-Aldrich) in PBS). Tail blood glucose concentrations were measured with a handheld glucometer (Abbott) before (0 min) and 15, 30, 60 and 120 min after the glucose bolus. To measure the insulin secretion, tail vein blood samples were collected into EDTA-coated microvette tubes (SARSTEDT) at time points 0, 15 and 30 min of the oGTT. Plasma was extracted by centrifugation (3,500 r.p.m., 15 min, 4 °C) and insulin concentration was determined using the Ultra-Sensitive Mouse Insulin ELISA Kit (Crystal Chem, 90080) according to the manufacturer’s instructions.

The homeostasis model assessment of insulin resistance (HOMA-IR) and HOMA-β were used to assess insulin resistance and beta-cell function, respectively, in FVF mice at 12 weeks after diet start. HOMA indices were calculated from basal blood glucose and plasma insulin levels after a 6-h fast based on the conventional formulas: HOMA-IR = fasting blood glucose (mg per 100 ml) × fasting insulin (µU per ml)/405 and HOMA-β = fasting insulin (µU per ml) × 360/fasting glucose (mg per 100 ml) − 63 (ref. ^56^).

### Plasma hormone measurements

Circulating hormones, serotonin, ghrelin and Glp-1 were assessed in FVF mice maintained for 13 weeks on a CD or an HFHSD. For basal levels (ghrelin and serotonin), mice were fasted for 6 h and tail vein blood was sampled into EDTA-coated microvette tubes (SARSTEDT). To compare postprandial plasma hormone levels (Glp-1, ghrelin), fasted mice were gavaged with 250 µl of mixed-meal-containing liquid diet (Osmolite HiCal, Abbott) supplemented with dextrose at 20% (*wt*/*v*) (Sigma-Aldrich). Blood was collected 10 min after the mixed-meal bolus either from the tail vein or, under terminal anaesthesia with isoflurane, from the vena cava^57–59^. For Glp-1 measurement, blood samples were immediately mixed with 0.1 mM Diprotin A (Abcam, 145599) and 500 KIU ml^−1^ aprotinin (Sigma, A-1153). Plasma was extracted by centrifugation (13,000 r.p.m., 2 min, 4 °C). Total ghrelin concentrations were determined using an ELISA kit from Millipore-Merck (EZRGRT-91K), total plasma Glp-1 was measured using a mouse Glp-1 ELISA kit (Crystal Chem, 81508) and serotonin concentration was determined using a serotonin ELISA kit from Enzo (ADI-900-175).

### Proliferative cell labelling with EdU and BrdU and tamoxifen administration in mice

To assess the epithelial replication rate in the SI, EdU (Thermo Fisher Scientific, A10044) or BrdU (Sigma, no. B5002) was administered as an intraperitoneal injection at 100 μg g^−1^ body weight or at 50 μg g^−1^ body weight, respectively, each from a 10 mg ml^−1^ stock and in sterile PBS. Mice were killed 2 h post-EdU or 24 h post-BrdU administration. For the assessment of BrdU label retention, FVF mice maintained for 10 weeks on a diet were given BrdU in drinking water at 1 mg ml^−1^ supplemented with 1% sucrose for 14 d. BrdU was then withdrawn and mice were further maintained on a diet with ad libitum drinking water for a chase period of 21 d. A group of mice was killed after 14 d of continuous BrdU labelling or after a 21d period of chase. For short-term genetic lineage studies, *Foxa2*^nEGFP-CreERT2/+^*;Gt(ROSA)26*^mTmG/+^ mice were fasted for 3 h and Cre-recombinase activity was induced by a titrated single dose of tamoxifen administered orally by gavage (Sigma-Aldrich, T5648) at 0.25 mg g^−1^ body weight in sunflower oil. Mice were killed 70 h after the tamoxifen gavage.

### Crypt and villus isolation and single-cell preparation

Isolation of small intestinal crypts was carried out as previously reported^60^. In brief, SIs were removed and washed with cold PBS. Villi were scraped off with a glass slide. The remaining tissue was cut into 2-cm pieces, washed several times with cold PBS and incubated in 2 mM EDTA/PBS for 35 min at 4 °C on a tube roller. Subsequently, crypts were collected by rigorous shaking and filtered through a 70-µm mesh to remove villous fragments. For single-cell preparation, isolated crypts were incubated with TrypLE (Life Technologies, no. 12605) for 5 min on ice and then 5 min at 37 °C and treated with 10 µg ml^−1^ DNase in crypt complete medium (DMEM/F-12 containing 10% FCS) for 5 min at 37 °C. Single-cell suspension was achieved by gentle repeated pipetting. Cells were washed twice with 2% FCS in PBS and pelleted at 300*g* for 5 min at 4 °C. For flow cytometry, cells were collected in 1–2 ml FACS buffer (2% FCS, 2 mM EDTA in PBS) (Sigma-Aldrich, no. Y0503) and passed through 40-µm cell strainer caps of FACS tubes.

To obtain a single-cell suspension of villi cells, villi were scraped off and incubated with TrypLE as described for crypt cells.

### Flow cytometry

For gene expression measurement (microarray, single-cell transcriptomics) and western blotting, small intestinal crypt cells were sorted using FACS-Aria III (FACSDiva software v.6.1.3, BD Bioscience) with a 100-µm nozzle. For all experiments, single cells were gated according to their FSC-A (front scatter area) and SSC-A (side scatter area). Singlets were gated dependent on the FSC-W (front scatter width) and FSC-H (front scatter height) and dead cells were excluded using 7-AAD (eBioscience, no. 00-6993-50). For quantitative PCR with reverse transcription (qRT–PCR), cells were sorted directly into Qiazol lysis reagent (QIAGEN, no. 79306). To obtain FVF-enriched small intestinal crypt-cell samples for scRNA-seq, we sorted 30,000 FVF^+^ (FVF^low^ and FVF^high^) cells followed by sorting 30,000 live crypt cells per sample. Cells were sorted into modified FACS buffer (2% FCS, 0.02 mM EDTA in PBS).

### RNA isolation for qRT–PCR and microarray

For bulk gene profiling studies (qPCR, microarray), RNA isolation from crypts or flow-sorted cells was performed using the RNA isolation kit miRNeasy Mini (QIAGEN, no. 217004) or miRNeasy Micro kit (QIAGEN, no. 217084) depending on the amount of the sample. Complementary DNA was synthesized using the SuperScript VILO cDNA synthesis kit (Invitrogen, no. 11754). RNA was reverse transcribed and amplified with the Ovation PicoSL WTA System V2 kit (NuGEN, no. 331248).

### Microarray analysis

For gene profiling of flow-sorted FVF^low^, FVF^high^ and FVF^neg^ cells from CD- and HFHSD-fed FVF mice, total RNA was isolated as described above and RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent RNA 6000 Pico Kit). RNA was amplified with the Ovation PicoSL WTA System V2 in combination with the Encore Biotin Module (Nugen). Amplified cDNA was hybridized on Affymetrix Mouse Gene 1.0 ST arrays. Staining (Fluidics script FS450_0007) and scanning of the microarray were performed according to the Affymetrix expression protocol including minor modifications as suggested in the Encore Biotin kit protocol. Expression Console (v.1.3.0.187, Affymetrix) was used for quality control and annotation of the normalized robust microarray analysis gene-level data, and standard settings, including median polish and sketch-quantile normalization, were used.

### TaqMan qRT–PCR

For gene expression analysis, real-time qRT–PCR was performed using TaqMan probes (Life Technologies), TaqMan Fast Advanced Master Mix (Applied Biosystems, no. 4444557) or TaqMan Universal Master Mix II (Applied Biosystems, no. 4440040) for amplified cDNA and the ViiA 7 Real-Time PCR System (Thermo Fisher Scientific).

The following probes were used: Mm00782745_s1 for *Rpl37*, Mm00438890_m1 for *Lgr5*, Mm01320260_m1 for *Olfm4*, Mm01268891_g1 for *Ascl2*, Mm00443610_m1 for *Axin2*, Mm03928990_g1 for *RN18S*, Mm02524776_s1 for *Fzd2*, and Mm00433409_s1 for *Fzd7*.

### scRNA-seq: RNA preparation, library generation and sequencing

FVF-enriched single-cell samples of crypts isolated from the small intestinal epithelium (duodenum, jejunum and ileum) and villus samples from the SI of C57BL/6N mice were prepared as described above. Dead cells were excluded by flow cytometry after 7AAD labelling. Dead cell exclusion was controlled by trypan blue staining and sorted cells were counted. Single-cell libraries were generated using the Chromium Single cell 3′ library and gel bead kit v2 (10X Genomics, no. 120237) according to the manufacturer’s instructions. Libraries were sequenced on a HiSeq4000 (Illumina) with 150-bp paired-end sequencing of read 2.

### MALDI–MSI

Fresh-frozen samples were cut into 12-μm sections using a cryo-microtome at −20 °C (Leica CM1950, Leica Microsystems) and mounted onto precooled conductive indium-tin-oxide-coated MALDI target glass slides (Bruker Daltonics). Sections were coated with 9-aminoacridine hydrochloride monohydrate matrix (Sigma-Aldrich) at 10 mg ml^−1^ in water/methanol 30:70 (*v*/*v*) by a SunCollect automatic sprayer (Sunchrom). The matrix application was performed at flow rates of 10, 20 and 30, respectively, for the first three layers. The other five layers were performed at 40 μl min^−1^. MALDI–MSI measurement was performed on a Bruker Solarix 7T FT-ICR-MS (Bruker Daltonics). MALDI–MSI data were acquired over a mass range of *m*/*z* 50–1,000 in negative ionization mode with 30-μm spatial resolution using 50 laser shots at a frequency of 500 Hz. The acquired data underwent spectrum processing in FlexImaging v.4.2 (Bruker Daltonics). Following MALDI imaging experiments, the matrix was removed with 70% ethanol. Tissue sections were stained with haematoxylin and eosin. Slides were scanned with a MIRAX DESK digital slide-scanning system (Carl Zeiss MicroImaging).

### Western blot

For protein expression analyses, whole-cell lysates from isolated crypts or flow-sorted cells were prepared using the RIPA buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Igepal, 0.1% SDS, 0.5% sodium deoxycholate) containing phosphatase (Sigma-Aldrich, P5726, P0044) and proteinase inhibitors (Sigma-Aldrich, P8340). Nuclear and cytosolic extracts from isolated crypts were prepared using the NE-PER Nuclear and Cytoplasmic Extraction Reagents kit (Thermo Fisher Scientific, no. 78833) according to the manufacturer’s instructions. Cell lysates were mixed with Laemmli sample buffer, resolved by SDS–PAGE and blotted onto a PVDF membrane (Bio-Rad). Membranes were blocked with 5% milk in Tris-buffered saline containing 0.2% Tween-20, then incubated overnight with primary antibodies in blocking solution at 4 °C, followed by a 1-h incubation with horseradish peroxidase (HRP)-conjugated IgG secondary antibodies. Protein bands were visualized using a chemiluminiscence reagent (Bio-Rad, no. 170-5061) and quantified using ImageJ software. For quantification, expression of proteins was normalized to α-tubulin or lamin in cytoplasmic or nuclear fractions, respectively.

Primary antibodies used were mouse anti-Srebp1 (1:1,000 dilution, Novus Biologicals, NB600-582SS); rabbit anti-Acc (1:1,000 dilution, Cell Signaling Technology, 3676); rabbit anti-Pparγ (1:1,000 dilution, Cell Signaling Technology, 2435); goat anti-lamin (1:1,000 dilution, Santa Cruz, sc-6217); mouse anti-α-tubulin (1:1,000 dilution, Sigma-Aldrich, T6199); rabbit anti-Fasn (1:1,000 dilution, Cell Signaling Technology, 3180); rabbit anti-Scd1 (1:1,000 dilution, Cell Signaling Technology, 2794); mouse anti-β-catenin (1:1,000 dilution, BD, 610154), rabbit anti-Gsk3β (1:5,000 dilution, Cell Signaling Technology, 12456); and rabbit anti-phospho Gsk3β (1:5,000 dilution, Cell Signaling Technology, 5558). Secondary antibodies used were goat anti-mouse HRP (1:15,000 dilution, Dianova, 115036062); goat anti-rabbit HRP (1:15,000 dilution, Dianova, 111036045) or rabbit anti-goat HRP (1:15,000 dilution, Dianova, 305035045).

### Tissue morphology assessment

For tissue histology, intestines were flushed and fixed in 4% paraformaldehyde (PFA) overnight, paraffin embedded according to standard procedures and sectioned at 6 µm. Sections were dried, dehydrated through a graded ethanol series and cleared in xylene. Standard haematoxylin and eosin staining was performed and images were acquired using the Zeiss AXIO Scope A1 microscope (Carl Zeiss AG).

### Histochemistry and immunofluorescence

SIs were isolated, rinsed with ice-cold PBS and fixed with 4% PFA for 3 h at 4 °C. Tissue was cryopreserved through a progressive sucrose gradient (7.5% for 1 h, 15% for 1 h, 30% sucrose overnight), embedded in a tissue-freezing medium (Leica Biosystems, no. 14020108926) and sectioned at 14 µm. For whole-mount staining, isolated small intestinal crypts were fixed in 4% PFA for 30 min at room temperature (RT) and subsequently washed in PBS. For immunofluorescence staining, sections or crypts were permeabilized with 0.5% Triton X-100 in PBS for 30 min at RT, blocked (10% FCS, 0.1% BSA and 3% donkey serum in PBS/0.1% Tween-20) for 1 h and incubated with primary antibodies overnight at 4 °C. Sections or crypts were washed in PBS/0.1% Tween-20 and incubated with secondary antibodies in blocking solution for 1 h at RT, stained with DAPI (ROTH, 6335.1) to visualize the nuclei and mounted with the Elvanol antifade reagent.

To assess proliferation, EdU staining was performed using the Click-iT Staining kit (Invitrogen, no. C10340) according to the manufacturer’s instructions.

For BrdU staining, sections were incubated with 3.3 N HCl for 10 min on ice, followed by incubation for 50 min at 37 °C and two wash steps with borate buffer, pH 8.5, to neutralize the reaction (each wash 15 min at RT).

Ki67 immunoreactivity was assessed on paraffin tissue sections after heat-induced antigen retrieval (at ~90 °C, 10 min) using the Antigen Unmasking Solution, Citric Acid-Based (Vector Laboratories, no. H-3300-250).

Fluorescent images were obtained with a Leica SP5 confocal microscope (Leica Microsystems) and analysed using LAS AF software (LAS AF software v.2.6.0-7266).

The primary antibodies used were chicken anti-GFP (1:600 dilution, Aves Labs, GFP-1020); goat anti-ChgA (1:200 dilution, Santa Cruz, sc-1488); rabbit anti-Lyz1 (1:1,000 dilution, DAKO, M0776); rabbit anti-Muc2 (1:1,000 dilution, Santa Cruz, sc-7314); rat anti-BrdU (1:200 dilution, Abcam, ab6326); rabbit anti-5-HT (1:1,000 dilution, Neuromics, RA20080); anti-rabbit Ngn3 (1:100 dilution, a kind gift from H. Edlund); goat anti-villin (1:200 dilution, Santa Cruz, sc-7672); goat anti-ghrelin (1:200 dilution, Santa Cruz, sc-10368); rabbit anti-Ki67 (1:200 dilution, Abcam, ab15580); rabbit anti-E-cadherin (extracellular domain) (1:1,000 dilution, a gift from D. Vestweber); rabbit anti-Fabp1 (1:300 dilution, Abcam, ab222517); and rabbit anti-Apoa4 (1:300 dilution, Abcam, ab231660). The secondary antibodies used were donkey anti-chicken Alexa Fluor 488 (1:800 dilution, Dianova, 703225155); donkey anti-mouse Cy5 (1:800 dilution, Dianova, 715175151); donkey anti-goat Alexa Fluor 555 (1:800 dilution, Invitrogen, A21432); donkey anti-rabbit Alexa Fluor 555 (1:800 dilution, Invitrogen, A31572); and donkey anti-rabbit Alexa Fluor 649 (1:800 dilution, Dianova, 711605152).

### RNAScope in situ hybridization for detection of target RNA

In situ detection of *FOXA2*, *LGR5* and *OLFM4* mRNA was performed using the RNAscope Intro Pack for Multiplex Fluorescent Reagent Kit v2-Mm (ACD; no. 323136) according to the manufacturer’s protocol. RNAscope 3-Plex Negative Control Probe (dapB; ACD; no. 320871) and RNAscope 3-Plex Positive Control Probe (ACD; no. 320881) were used as internal controls. Probes used were Mm-Foxa2 (ACD; no. 409111), Mm-Olfm4-C2 (ACD; no. 311831-C2) and Mm-Lgr5-C3 (ACD; no. 312171-C3) with respective fluorescent dyes Opal 520 Reagent (AKOYA; no. FP1487001KT) for channel 1, Opal 570 Reagent (AKOYA; no. FP1488001KT) for channel 2 and Opal 690 Reagent (AKOYA; no. FP1497001KT) for channel 3, diluted 1:800 in RNAscope Multiplex TSA Buffer (ACD; no. 322809). The assay was performed on FFPE mouse intestinal jejunum sections prepared as described above with a thickness of 7 µm and standard pretreatment conditions with protease III (ACD; no. 322340) as recommended by the manufacturer.

After completion of the RNAscope assay, sections were stained using DAPI (ROTH, 6335.1) to visualize the nuclei, washed with PBS three times and mounted with ProLong Diamond Antifade Mountant (Life Technologies; no. P36970). Samples were visualized using a Leica SP5 confocal microscope (LAS AF software v.2.6.0-7266).

### Gene expression analysis from bulk sorted cells

Statistical bulk transcriptome analyses were performed using the statistical programming environment R implemented in CARMAweb^61,62^. Gene-wise testing for differential expression was carried out employing the limma *t*-test. 

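Of 12482 genes tested, 228 rose and 182 fell in FVF neg cells of HFHSD-fed mice, 509 rose and 184 fell in FVF low cells, and 405 rose and 207 fell in FVF high cells, by the thresholds of the study. A large change did not always pass where arrays varied. *Cd74*, the invariant chain of antigen presentation, had an intensity of 525 ± 497 on CD (SD, n = 3) and 86.5 ± 29.0 on HFHSD (SD, n = 2) in FVF low cells. This log2 fold change of -2.02 did not pass (adjusted p = 0.34 from limma). *Emc10*, a subunit of the membrane protein complex of the endoplasmic reticulum, passed there with a smaller change from 168 ± 35.6 to 356 ± 17.0 (log2 fold change 1.10, adjusted p = 0.022). *Pgc*, the gastric protease precursor, rose from 70.5 ± 2.12 to 193 ± 17.6 in FVF high cells (log2 fold change 1.45, adjusted p = 0.042). *Ptk6*, an epithelial tyrosine kinase, rose from 57.5 ± 6.36 to 140 ± 23.2 in FVF neg cells (log2 fold change 1.28, adjusted p = 0.00011). At an adjusted p under 0.05, 22 genes rose and 48 fell in FVF neg cells, 29 and 14 in FVF low cells, and 36 and 15 in FVF high cells. Without 1 array, the total at this threshold in FVF low cells lay between 3 (HFHSD replicate 1) and 385 (CD replicate 1), and in FVF high cells between 9 (HFHSD replicate 3) and 354 (CD replicate 2). The study does not state which arrays shared a fit: in fits to each fraction alone the totals in FVF neg, FVF low and FVF high cells were 42, 3 and 3, with 353 and 367 genes regulated by the thresholds of the study in FVF low and FVF high cells. Array weights gave totals of 176, 282 and 5, with 340 regulated in FVF high cells. An unadjusted p under 0.01 alone was met by 433, 720 and 649 genes, where chance gives 125 on average. Other assignments of the arrays to the diets gave up to 232, 943 and 318 regulated genes, against 410, 693 and 612 here. Each fraction has 10 such assignments, too few to exclude chance. The share of regulated genes that rose was 55.6%, 73.4% and 66.2%, and it depends on the scaling of the arrays: it was 46.0%, 60.7% and 55.2% after a further quantile normalization and 70.9%, 87.6% and 69.7% after centring each array on its median. Genes whose HFHSD arrays all lay above or all below the CD arrays made up 30.5%, 32.9% and 25.8% of those tested, where chance gives 20%. A single array moved the number of regulated genes in FVF low cells from 693 to between 258 (without HFHSD replicate 1) and 1129 (without CD replicate 1), in FVF neg cells from 410 to 260 (without CD replicate 2) and in FVF high cells from 612 to 939 (without CD replicate 2).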

Sets of regulated genes were defined by raw *P* < 0.01, FC > 1.3× and average expression in at least one group >32. Enriched canonical pathways were analysed through the use of QIAGEN’s ingenuity pathway analysis (https://www.qiagen.com/ingenuity). Microarray data are available at Gene Expression Omnibus (GEO).

### Bioinformatics and statistical analysis of MALDI–MSI data

MATLAB R2014b (v.7.10.0, Mathworks) was used as MALDI spectral pre-processing tool for the subsequent data bioinformatics analysis. Peak picking was performed using an adapted version of the LIMPIC algorithm^63^. In brief, the parameters of peak picking included *m*/*z* 0.0005 minimal peak width, signal-to-noise threshold of 4 and intensity threshold of 0.01%. Isotopes were automatically identified and excluded. Statistical comparisons were performed with a Student’s *t*-test (two-tailed). Metabolites were considered to be significant if they had an intensity FC ≥ 2 and a *P* value ≤0.05. Metabolite annotation was performed by matching accurate mass with databases (mass accuracy ≤4 ppm, METLIN, http://metlin.scripps.edu/; Human Metabolome Database, http://www.hmdb.ca/; MassTRIX, http://masstrix3.helmholtz-muenchen.de/masstrix3/; METASPACE, http://annotate.metaspace2020.eu/). Heat-map-based clustering and enrichment analysis of metabolic pathways were performed with MetaboAnalyst v.3.0 (http://www.metaboanalyst.ca).

### Integration of bulk transcriptome and metabolome

Lists of genes participating in the candidate pathways from the ingenuity canonical pathways analysis of the microarray data of FVF^low^, FVF^high^ and FVF^neg^ cells were compiled. For each of the genes on the lists, information on the reaction it is involved in and the participating metabolites were extracted from the mouse specific BiGG databank (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2874806/, https://www.ncbi.nlm.nih.gov/pubmed/20959003). If genes and metabolites within a reaction were also significant in their analyses as described above, the reaction and its pathway were said to be affected at both the metabolomics and the transcriptomics levels.

### Single-cell gene expression analysis by microfluidic qRT–PCR

To assess the transcriptional profiles of single FVF^low^ and FVF^high^ cells, a nested single-cell qPCR design was used. FVF^low^ or FVF^high^ cells isolated from three CD- and HFHSD-fed FVF mice were sorted as described above directly into single wells of 96-well plates containing 5 μl of a pre-amplification solution composed of 1.2 μl 5× VILO reaction mix (Invitrogen, no. 11754-050), 0.3 μl 20 U μl^−1^ SUPERase-In (Ambion, no. AM2694), 0.25 μl 10 % NP40 (Thermo Fisher Scientific, no. 28324), 0.25 μl RNA spikes mix (Fluidigm, no. 100-5582) and 3 μl of nuclease-free water (Promega, no. P119C). Cells were lysed by incubation at 65 °C for 90 s and cDNA transcription from RNA was performed by reverse transcription cycling (25 °C for 5 min, 50 °C for 30 min, 55 °C for 25 min, 60 °C for 5 min and 70 °C for 10 min) with 1 μl reverse transcription mix solution containing 0.15 μl 10× SuperScript enzyme mix (Invitrogen, no. 11754-050), 0.12 μl T4 Gene 32 Protein (New England BioLabs, no. M0300S) and 0.73 μl nuclease-free water. The efficiency and specificity of outer and inner primer pairs for target-specific cDNA amplification were tested in advance. Primers showing single peaks and single bands by melt curve analysis and by separation of qPCR products on a 2.5% agarose gel, respectively, were considered specific. Primer efficiency was analysed over a range of tenfold cDNA dilutions (1:1 to 1:100) and primers with 100 ± 15 % efficiency were qualified for further proceedings. Specific target amplification was performed with 9 μl reaction mix containing 7.5 μl TaqMan PreAmp Master Mix (Applied Biosystems, no. 4391128), 0.075 μl 0.5 M EDTA, pH 8.0 (Invitrogen, no. Am9260G), 1.5 μl 10× outer primer mix (500 nM) under the following cycling conditions: enzyme activation step at 95 °C for 10 min, 20 cycles of denaturation for 5 s at 96 °C and 4 min annealing/extension at 60 °C. Amplified cDNA samples were then treated with 6 μl Exonuclease I reaction mix containing 0.6 μl reaction buffer, 1.2 μl Exonuclease I (New England BioLabs, no. M0293S) and 4.2 μl nuclease-free water. To increase target specificity, amplified single-cell cDNA samples were analysed with gene-specific inner primer pairs and SsoFast EvaGreen Supermix with Low ROX (Bio-Rad Laboratories, no. 172-5210) using the 96.96 Dynamic Array on the BioMark System (Fluidigm). BioMark Real-Time PCR Analysis software (Fluidigm) was used to calculate Ct values.

### Computational analyses of single-cell data

A detailed description of the computational analyses of single-cell data is provided in the Supplementary information.

### Statistical analyses

Data collection was performed using Microsoft office Excel 2016–2018 and statistical analysis was performed using GraphPad Prism 6 Software (GraphPad Software). All data are shown as mean ± s.e.m. unless otherwise specified. In box-and-whiskers plots, data are represented as minimum and maximum with centre lines indicating the median. All samples represent biological replicates. For statistical significance testing of two independent groups, an unpaired two-tailed Student’s *t*-test was used. For statistical comparison of longitudinal data (body weight curves, GTT and IST), two-way analysis of variance corrected by Sidak’s multiple comparison test was used. *P* values of < 0.05 % were considered statistically significant. For metabolic studies (GTT and IST), sample size was statistically determined; otherwise sample size estimates were not used. Studies were not blinded and investigators were not blinded during analysis.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1–5, Supplementary Table 6 and Methods (Computational analyses of single-cell data).

Reporting Summary

Supplementary Table 1 Differentially expressed genes in major intestinal crypt populations in HFHSD mice. Differentially expressed genes between CD and HFHSD conditions in major intestinal crypt populations. Differential expression between conditions was performed using limma-trend (Methods). Genes with FDR < 0.01, logFC > 0.1 were included in the table.

Supplementary Table 2 State-specific genes of endocrine lineage formation in intestinal crypt cells. Endocrine state-specific genes capturing transient gene expression during endocrine lineage formation in intestinal crypt cells. State markers were identified by pairwise differential expression testing of each subpopulation against all other subpopulations using a Wilcoxon rank-sum test. Genes with a test-score > 5 and within top 1,200 ranking genes in every test were considered as state markers.

Supplementary Table 3 Lineage-specific genes of endocrine lineage formation in intestinal crypt cells. Endocrine lineage-specific genes capturing expression in progenitor cells of endocrine lineages in intestinal crypt cells. Lineage markers were identified by pairwise differential expression testing of each endocrine progenitor populations against all other progenitors except for progenitors of a later stage using a Wilcoxon rank-sum test. Genes with a test-score > 5 and within top 1,200 ranking genes in every test were considered as lineage markers.

Supplementary Table 4 Differentially expressed genes in crypt EEC subpopulations in HFHSD mice. Differentially expressed genes between CD and HFHSD conditions in crypt EEC subpopulation. Differential expression between conditions was performed using limma-trend (Methods). Genes with FDR < 0.01, logFC > 0.1 were included in the table.

Supplementary Table 5 Differentially expressed genes in cycling cells of major intestinal crypt populations in HFHSD mice. Differentially expressed genes between CD and HFHSD conditions in cycling cells of major intestinal crypt populations. Differential expression between conditions was performed using limma-trend (Methods). Genes with FDR < 0.01, logFC > 0.1 were included in the table.

Supplementary Table 7 Cell-type specific integration of bulk transcriptome and metabolome data shows overlap between regulated genes and metabolites. Lists of genes participating in the candidate pathways from the ingenuity canonical pathways analysis of the microarray data of FVF^low^, FVF^high^ and FVF^neg^ cells were compiled. For each of the genes on the lists, information on the reaction it is involved in and the participating metabolites were extracted from the mouse specific BiGG databank (https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2874806/ and https://www.ncbi.nlm.nih.gov/pubmed/20959003). If genes and metabolites within a reaction were also significant in their analyses as described above, the reaction and its pathway were said to be affected on both the metabolomics and the transcriptomics levels.

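Of the molecules that Supplementary Table 7 lists, 42 were matched to mouse genes that rose and 22 to genes that fell on HFHSD in the fraction named by the table (13 fell without FVF neg CD replicate 2). The sucrose degradation genes *Khk* and *Tkfc* fell in FVF neg cells (neither passed without CD replicate 2, with log2 fold changes of -0.63 and -0.66), as did *Slc2a2* and *Pklr* of MODY signalling. In FVF low cells, all 5 matched molecules of stearate biosynthesis and all 3 of acyl-CoA hydrolysis rose, and *Fabp1* and *Hnf4a* of MODY signalling rose too. Of the stearate molecules, 3 rose without CD replicate 2 or CD replicate 3, 2 without HFHSD replicate 1 and none without HFHSD replicate 2. Those of acyl-CoA hydrolysis that rose were 1 without HFHSD replicate 1 and none without HFHSD replicate 2. In FVF high cells, *Tkt* and *Taldo1* of the pentose phosphate pathway rose, and of MODY signalling *Fabp1* rose and *Pklr* fell. Of 8 matched genes of PXR/RXR activation in FVF neg cells, 3 rose, 4 fell and 1 did not pass. None of the 8 rose without CD replicate 2, and 1 without HFHSD replicate 2 or HFHSD replicate 3. By fraction, 35 of 37 matched genes were regulated in FVF neg cells (19 rose, 16 fell), 16 of 17 in FVF low cells (13 rose, 3 fell) and 13 of 14 in FVF high cells (10 rose, 3 fell). The numbers in FVF neg cells were 10 and 10 without CD replicate 1, 9 and 8 without CD replicate 2, and 10 that rose without HFHSD replicate 3. Of those in FVF low cells, 7 rose and none fell without HFHSD replicate 1, 4 rose without HFHSD replicate 2 and 1 fell without CD replicate 2. None fell in FVF high cells without CD replicate 1, and 1 without CD replicate 2, HFHSD replicate 1 or HFHSD replicate 2. *Insr* and *Gstm5* in FVF neg, *Aldh1a1* in FVF low and *Gstm1* in FVF high cells were the matched genes that did not pass. *Hnf4a* rose from 1262 ± 302 (SD, n = 3) to 1918 ± 12.0 (SD, n = 2) in FVF low cells (log2 fold change 0.64, adjusted p = 0.12 from limma), and did not pass without HFHSD replicate 1 (0.64) or HFHSD replicate 2 (0.63). In FVF high cells *Tkt* did not pass without CD replicate 1 (0.68), CD replicate 2 (0.52) or HFHSD replicate 1 (0.55), and *Pklr* did not pass without any 1 of the 5 arrays (-0.54 to -0.41). *Taldo1*, the transaldolase, rose from 870 ± 168 to 1341 ± 122 in FVF high cells (log2 fold change 0.63, adjusted p = 0.049). With an adjusted p under 0.05 in place of the unadjusted threshold, 14 of the matched genes passed. The table was compiled by the study from these arrays, so its counts are not independent evidence of a direction. Its 90 entries carry symbols that were matched only where the mouse symbol is the same word in other case, which left 21 without a match, and 1 entry repeats *Gstm3* in FVF high cells.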

Supplementary Table 8 Differentially expressed genes in major intestinal crypt populations split by gut region in HFHSD mice. Differentially expressed genes between CD and HFHSD conditions in major intestinal crypt populations split by gut region. Differential expression between conditions was performed using limma-trend (Methods). Genes with FDR < 0.01, logFC > 0.1 were included in the table.

Supplementary Table 9 Pathway enrichment of differentially expressed genes in major intestinal crypt populations split by gut region in HFHSD mice. Enriched KEGG pathways in differentially expressed genes between CD and HFHSD conditions in major intestinal crypt populations split by gut region. Pathway enrichment was performed using Enrichr and a Fisher’s exact test. Genes with FDR < 0.01, logFC > 0.1 were considered and weighted by their logFC (Methods).

Supplementary Table 10 Cell numbers in CD and HFHSD conditions measured in targeted single-cell qPCR approach.

Supplementary Data 1 Source data for Supplementary Fig. 2.

## Data Availability

All data generated or analysed during this study are included in this article and its supplementary files. Microarray data have been submitted to NCBI/GEO (GSE148227). scRNA-seq data have been submitted to NCBI/GEO (GSE147319). Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 5 Unprocessed western blot.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data for unprocessed western blot.

# Supplementary material for: Diet-induced alteration of intestinal stem cell function underlies obesity and prediabetes in mice
**Source:** Nat Metab. 2021 Sep 22;3(9):1202–16. doi: 10.1038/s42255-021-00458-9
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–5, Supplementary Table 6 and Methods (Computational analyses of single-cell data).

---

**Supplementary information**

---

**Diet-induced alteration of intestinal stem cell function underlies obesity and prediabetes in mice**

---

In the format provided by the  
authors and unedited

---

**Supplementary information**

---

**Diet-induced alteration of intestinal stem cell function underlies obesity and prediabetes in mice**

---

In the format provided by the  
authors and unedited

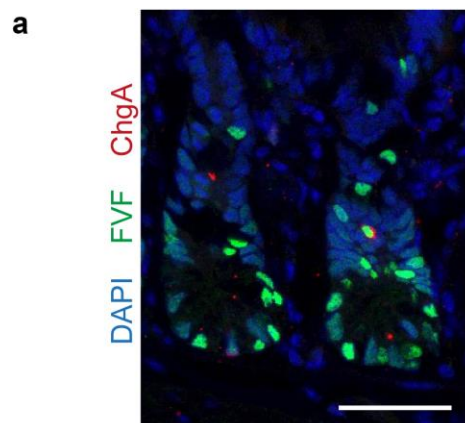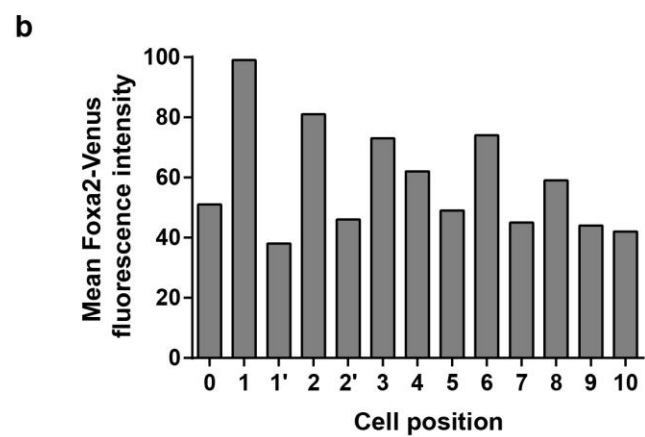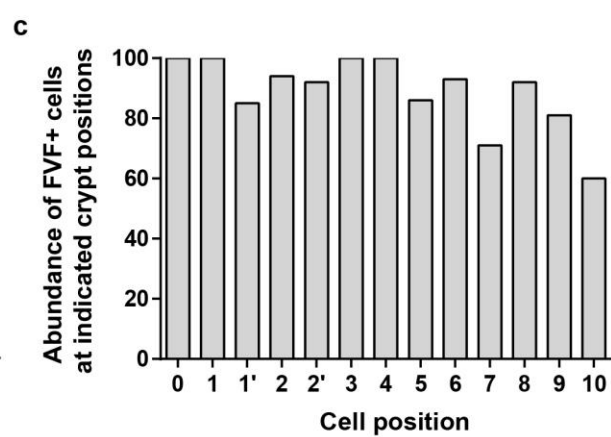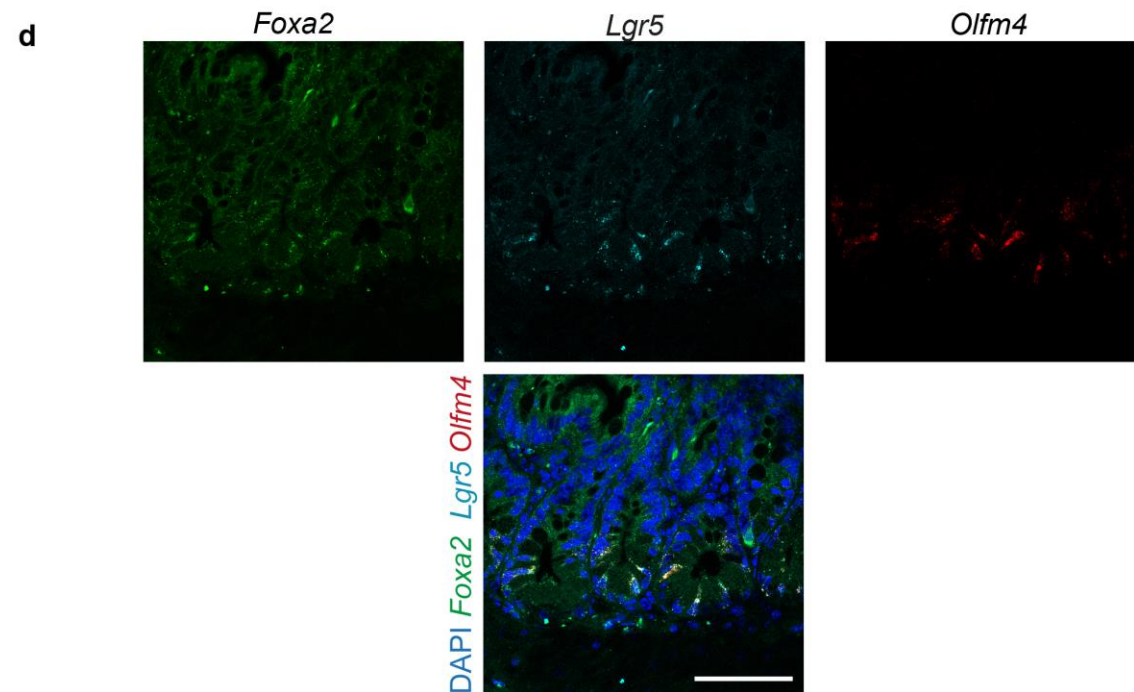

**Supplementary Figure 1: Foxa2 is expressed in quiescent and rapidly cycling ISCs.**

**a,** Representative image of jejunal tissue sections from FVF reporter mice showing FVF reporter expression in the crypt. Scale bar, 20µm.

**b, c,** Quantification of the mean Foxa2-Venus fluorescence intensity (b) and frequency of FVF-positive cells (c) at indicated crypt positions. N=42 crypts. Scale bar, 20µm.

**d,** Representative confocal image showing the co-expression of *Foxa2*, *Olfm4* and *Lgr5* mRNA in duodenal crypt sections by RNAscope. Scale bar, 20µm.

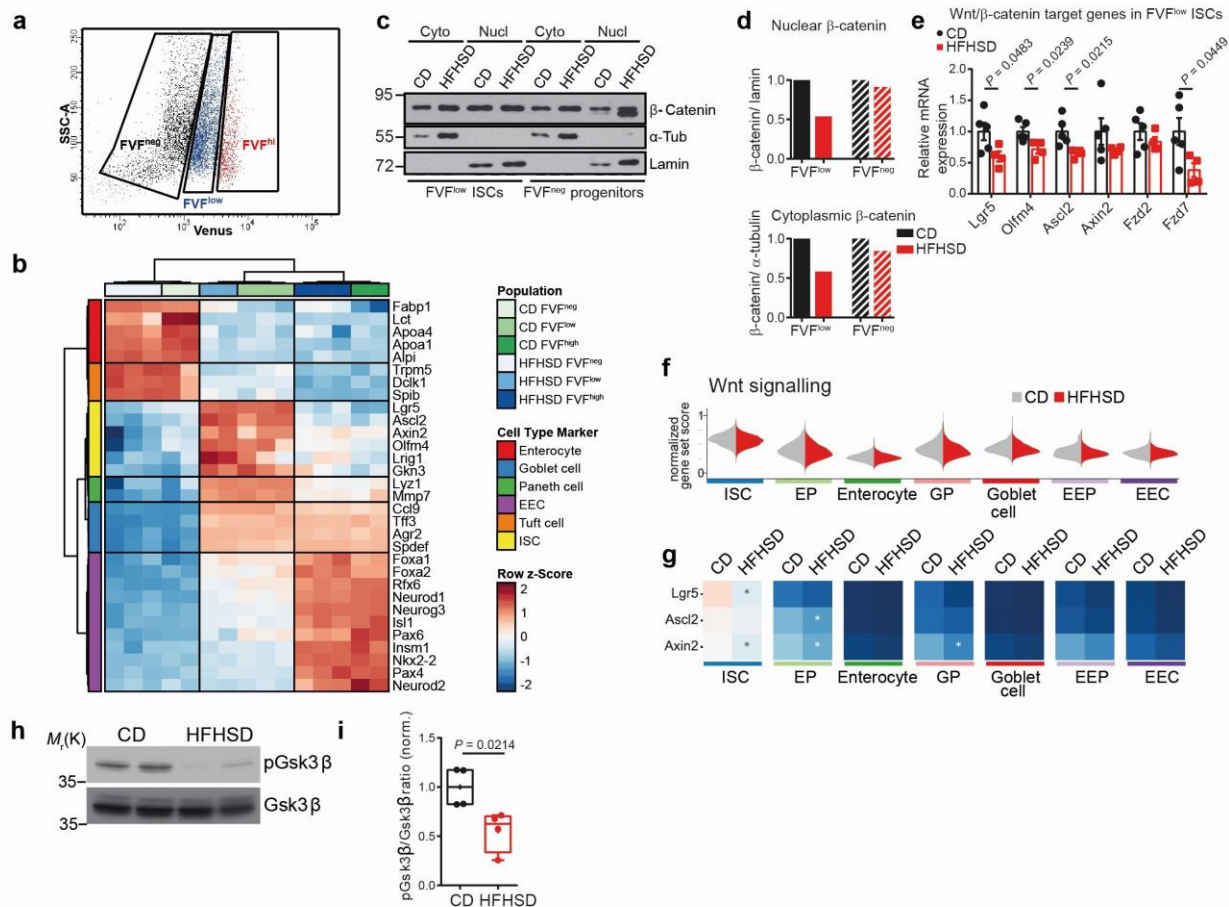

## Supplementary Figure 2: HFHSD does not activate Wnt/β-catenin signalling.

**a**, Flow cytometry gating strategy for gene expression analysis of FVF<sup>high</sup>, FVF<sup>low</sup> and FVF<sup>neg</sup> SI crypt cells derived from CD- and HFHSD-fed FVF animals. Initial gating was set on doublet-exclusion followed by gating for live cells.

**b**, Heatmap showing relative expression levels (row-wise Z scores) of key intestinal lineage marker genes in FVF<sup>high</sup>, FVF<sup>low</sup> and FVF<sup>neg</sup> cells from microarray analysis.

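Among the genes drawn in Supplementary Fig. 2b, those of enterocytes had their highest intensities in FVF neg cells. Those of stem cells and Paneth cells were highest in FVF low cells, and those of the endocrine lineage in FVF high cells. The longer lists of ISC and EEC markers were mixed between FVF high and FVF low cells. *Alpi*, the intestinal alkaline phosphatase, had a mean log2 difference of -4.92 between FVF low and FVF neg cells, averaged over both diets (SE 0.19, adjusted p = 9.9e-12 from limma). All 20 enterocyte markers tested were lower in FVF low than in FVF neg cells, also when adjusted over the list alone (adjusted p = 6.30e-20 from camera). Of 16 ISC markers, 15 were higher in FVF low than in FVF neg cells (adjusted p = 7.77e-10), and 12 were lower and 2 higher in FVF high than in FVF low cells (adjusted p = 0.000123, and adjusted p = 0.0885 with an estimated correlation). *Lgr5*, the Wnt-dependent stem cell receptor, differed by 2.13 between FVF low and FVF neg cells and by -2.45 between FVF high and FVF low cells (SE 0.12 for each). *Mmp7*, a Paneth cell protease, differed by 4.20 and -1.47 in the same comparisons (SE 0.21 for each). All 8 Paneth cell markers were higher in FVF low than in FVF neg cells (adjusted p = 6.04e-10, and adjusted p = 0.0690 with an estimated correlation). The goblet cell genes *Spdef* and *Tff3* were higher in FVF low than in FVF neg cells, by 4.08 and 2.69, and differed between FVF high and FVF low cells by 0.15 (adjusted p = 0.43) and 0.03 (adjusted p = 0.87). All 13 goblet cell markers were higher in FVF low than in FVF neg cells (adjusted p = 1.32e-18), and 7 were lower and 1 higher in FVF high than in FVF low cells (list median -0.59, adjusted p = 0.000426, and adjusted p = 0.171 with an estimated correlation), also when adjusted over the list alone. *Neurog3*, the transcription factor of endocrine progenitors, was higher in FVF high cells than in FVF neg cells by 7.24 and than in FVF low cells by 4.45 (SE 0.15 for each). Of 26 EEC markers, 16 were higher and 3 lower in FVF high than in FVF low cells (adjusted p = 5.54e-10), or 16 and 4 when adjusted over the list alone. The EEC call did not hold with the correlation between its genes estimated from the data (adjusted p = 0.0690 with an estimated correlation). *Dclk1*, a tuft cell kinase, differed by -2.37 between FVF low and FVF neg cells (SE 0.15), and 10 of 14 tuft cell markers were lower in FVF low cells (adjusted p = 7.71e-07, and adjusted p = 0.137 with an estimated correlation). The intensity of *Foxa2*, the gene that carries the reporter, was 52.4 ± 5.46 in FVF neg, 163 ± 28.8 in FVF low and 345 ± 54.2 in FVF high cells (SD, n = 5 arrays each, diets pooled). No array of a fraction overlapped those of another. By diet, the HFHSD arrays lay below the CD arrays in FVF neg cells (51, 49 and 47 against 61 and 54). They lay above them in FVF high cells (393, 345 and 405 against 294 and 288). In FVF low cells they lay within the CD range (163 and 155 against 156, 209 and 130). The cause was not tested. At an adjusted p under 0.05, 5170 of the 12482 genes differed between FVF low and FVF neg cells, 6450 between FVF high and FVF neg cells and 4177 between FVF high and FVF low cells.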

**c, d** Western blot analysis (c) and quantification (d) of β-catenin levels in cytoplasmic and nuclear extracts from flow sorted FVF<sup>low</sup> and FVF<sup>neg</sup> SI crypt cells of CD- and HFHSD-fed FVF mice. For quantification, β-catenin expression was normalised to α-tubulin or lamin in cytoplasmic or

nuclear protein extracts, respectively. One sample per group, each sample represents pooled cells from 4 mice.

**e,** Gene expression analysis of representative ISC marker and  $\beta$ -catenin target genes in flow sorted FVF<sup>low</sup> (enriched for ISCs) cells from CD- and HFHSD-fed FVF mice by qRT-PCR. Results were normalised to multiple housekeeping genes (18S, Rpl37) and expressed as means of fold change relative to the control  $\pm$ SEM of biologically independent samples. Statistical significance was determined by two-tailed Student's t-test. n=5 mice versus 4 mice per group.

**f,** Wnt signalling score distribution in indicated single-cell clusters split by diet visualized using violin plots. Wnt signalling score was calculated based on the expression of a gene set involved in Wnt signalling (see Methods).

**g,** Mean expression levels per cluster of ISC marker genes, *Lgr5*, *Ascl2* and *Axin2* in CD and HFHSD. \* indicates a significant change in HFHSD mice (limma, FDR <0.01, logFC>0.1).

**h, i,** Representative immunoblots of phosphorylated (p) Gsk3 $\beta$  (Ser9) and total Gsk3 $\beta$  and quantification of the protein levels (i). Protein expression was analysed in whole-cell lysates from SI crypts of CD- and HFHSD fed FVF animals. For quantification, signal intensities of all protein bands were normalised to  $\alpha$ -tubulin; phosphorylated proteins were additionally normalised to the corresponding non-phosphorylated protein. n=4 per group. Data are presented as box-and-whisker plots. The lower and upper boundaries of the boxes represent the 25<sup>th</sup> and 75<sup>th</sup> percentiles, respectively. The centre lines indicate the medians, the crosses denote the mean values, and whiskers represent the maximum and minimum values. Statistical significance was determined by two-tailed Student's t-test. Circles represent biological independent samples.

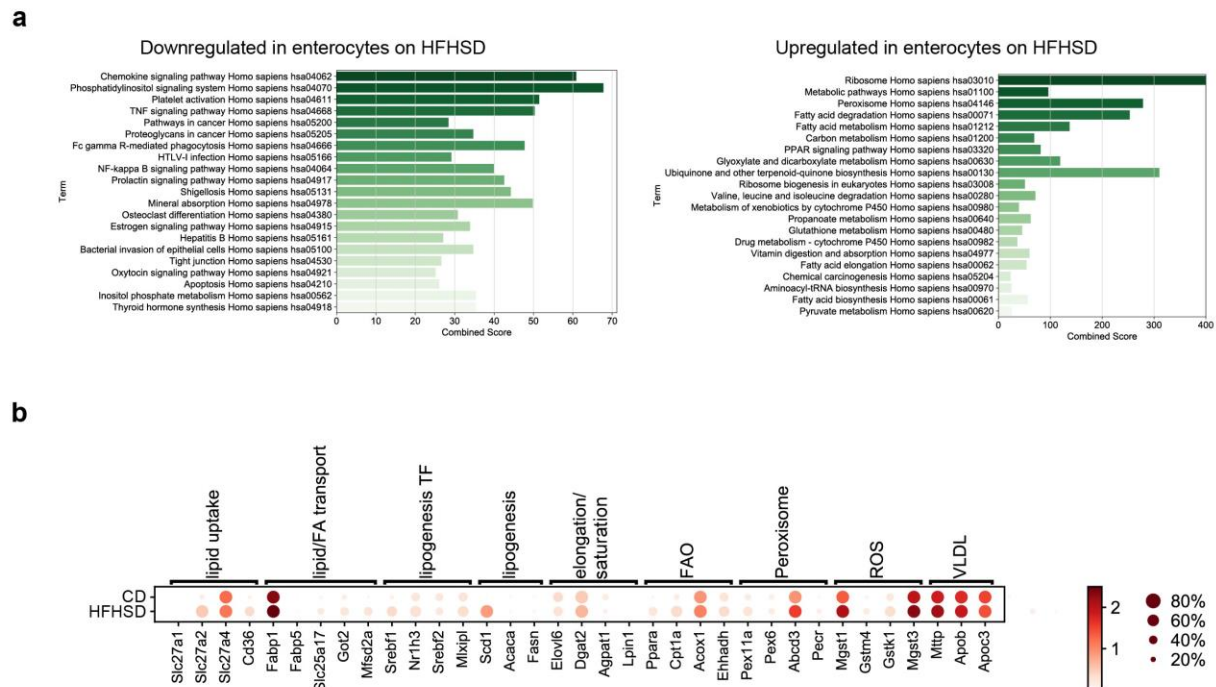

**Supplementary Figure 3: Enterocytes functionally adapt to a HFHSD.**

**a**, Enriched KEGG pathways in genes differentially regulated between CD and HFHSD enterocytes.

**b**, Dot plot showing the differential expression of selected functional genes in HFHSD vs CD enterocytes.

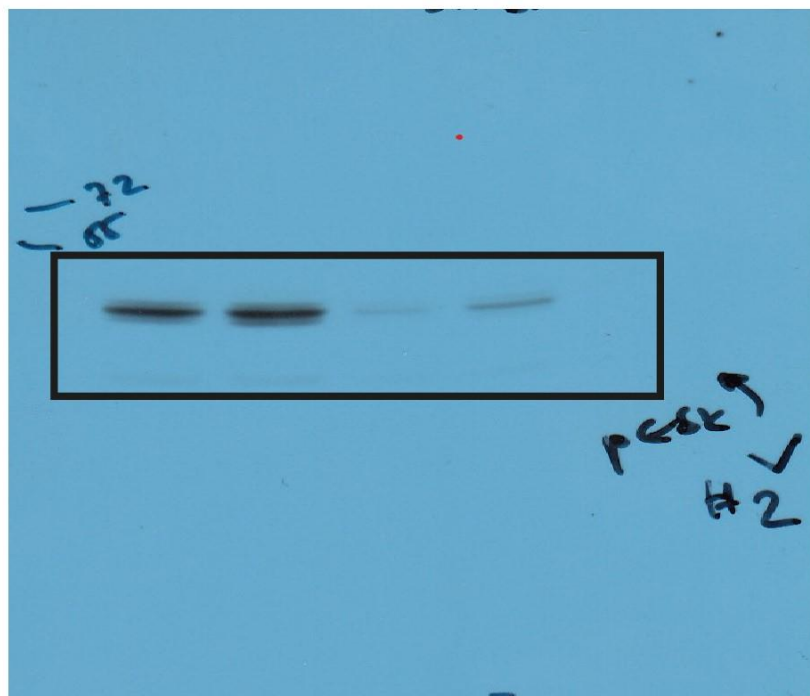

pGsk3 beta

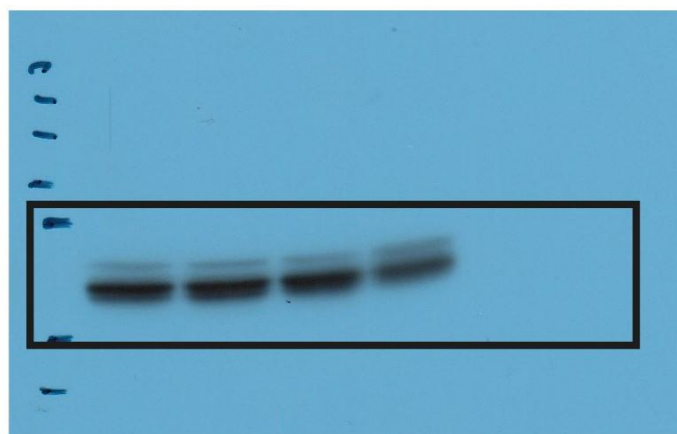

Gsk3 beta

**Supplementary Figure 4: Unprocessed western blot of Supplementary Figure 2h (source data).**

|                          | Discriminative pathways                  | p-value | Components                                                                                                                                                                                                                                                              |
|--------------------------|------------------------------------------|---------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Enhanced in HFHSD</b> | Linoleic acid metabolism                 | 0.0003  | C00157 Phosphatidylcholine<br>C00219 Arachidonate<br>C01595 Linoleate<br>C03242 (8Z,11Z,14Z)-Icosatrienoic acid<br>C04056 9-cis,11-trans-Octadecadienoate<br>C06426 (6Z,9Z,12Z)-Octadecatrienoic acid<br>C07289 Crepenynate                                             |
| <b>Enhanced in HFHSD</b> | Fatty acid biosynthesis                  | 0.0256  | C00712 (9Z)-Octadecenoic acid<br>C01530 Octadecanoic acid<br>C02679 Dodecanoic acid<br>C06424 Tetradecanoic acid<br>C08362 (9Z)-Hexadecenoic acid                                                                                                                       |
| <b>Reduced in HFHSD</b>  | Pentose phosphate pathway                | <0.0001 | C00117 D-Ribose 5-phosphate<br>C00118 D-Glyceraldehyde 3-phosphate<br>C00199 D-Ribulose 5-phosphate<br>C00231 D-Xylulose 5-phosphate<br>C00620 alpha-D-Ribose 1-phosphate<br>C01236 D-Glucono-1,5-lactone 6-phosphate<br>C04442 2-Dehydro-3-deoxy-6-phospho-D-gluconate |
| <b>Reduced in HFHSD</b>  | Pentose and glucuronate interconversions | <0.0001 | C00111 Glycerone phosphate<br>C00199 D-Ribulose 5-phosphate<br>C00231 D-Xylulose 5-phosphate<br>C01101 L-Ribulose 5-phosphate<br>C03291 L-Xylulose 5-phosphate<br>C06441 L-Xylulose 1-phosphate                                                                         |

**Supplementary Figure 5: Discriminative pathways distinguish HFHSD and CD (Supplementary table 6).**

Table shows pathway enrichment analysis for metabolites identified by MALDI-MSI.

## **Computational analyses of single-cell data**

### **Preprocessing of droplet-based scRNA-seq data**

Demultiplexing of raw base call (BCL) files, alignment, read filtering, barcode and UMI counting were performed using the CellRanger analysis pipeline (Version 2.0.0) provided by 10X Genomics. Reads were aligned to the mm10-reference genome downloaded from the 10X-Website. All further analyses were run using the python-based Scanpy API except stated otherwise (for software specifications and code availability see below)<sup>63</sup>. For selection of high quality cell barcodes first the standard CellRanger cell detection algorithm was used which is based solely on the UMI count distribution. Since a high variability of RNA content and number of genes expressed per cell (UMI count > 1) among cell types was observed a further selection step was performed and cells with more than 1000 genes expressed were additionally included. We further filtered cells with a high fraction of counts from mitochondrial genes (10% or more), since this is commonly interpreted as a sign for stressed or dying cells. Cell by gene count matrices of all samples were then concatenated to a single data matrix and values log transformed ( $\log(\text{count}+1)$ ). Genes with expression in less than 20 cells were excluded. To facilitate clustering batch correction was performed using a python implementation of ComBat available here <https://github.com/brentp/combat.py> with default parameters and specifying each sample as one batch<sup>64</sup>. ComBat was recommended by an extensive batch correction method comparison and evaluation<sup>65</sup>. To identify contaminating non-epithelial cells an initial round of unsupervised graph-based clustering (louvain) was performed. A clearly distinct cluster of cells highly expressing immune cell marker genes was removed. Selection of top 2000 variable genes was performed based on normalized dispersion of genes as previously described using the `pp.filter_genes_dispersion` function from the Scanpy API with default parameters. Changing the number of selected top variable genes to 1500 or 3000 did not influence further analyses much (data not shown). This output matrix was used as an input for all further analysis except for differential expression testing where log transformed raw data was used without batch correction and instead batch was included as covariate (see below).

### **Low dimensional embedding and clustering (cell type annotation)**

The single cell neighborhood graph was computed on the 50 first principal components using Scanpy (`pp.neighbors`) with a local neighborhood size of 25 and a Gaussian kernel for computing connectivities (`method=gauss`). Uniform Manifold Approximation and Projection (UMAP) was run for visualization as recently recommended<sup>66</sup>. To identify cell subtypes louvain-based clustering at varying resolution in different parts of the data manifold was used as adopted by Scanpy from louvain-igraph (Traag V., 2017, <https://github.com/vtraag/louvain-igraph>) (`split-`

and-merge' approach, for detailed steps of clustering analysis see code). Cell subtypes of all lineages were annotated based on the expression of known marker genes and clusters merged if only reflecting heterogeneity within a subtype. Novel marker genes and characteristic gene signatures were identified using the `tl.rank_genes` function from Scanpy using the wilcoxon rank-sum test. For the identification of marker genes over all lineages, genes associated with the Gene Ontology (GO) term for cell cycle (GO:0007049) were excluded before testing and then the top 50 ranking genes with a score > 5 used. For the characterization of endocrine subtypes and lineage formation we performed i) for each subpopulations pairwise tests against all other subpopulations (including other lineages but excluding the *Lgr5*+EEC population due to the expression of many endocrine subtype markers in this cluster) and defined as specific markers all genes with a score > 5 within top 1200 ranking genes in every test, and ii) for the identification of lineage markers pairwise tests against all other subpopulations except mature endocrine subtypes and progenitor subtypes of a later stage and defined as lineage genes all genes with a score > 5 within top 1200 ranking genes in every test. With the former approach we identify genes characteristic for one subtype/stage (transient genes) while with the latter we describe genes that are specifically turned on in a lineage and then potentially sustained.

### **Annotation of cell types and states based on cell scores for specific signature gene sets**

To obtain a cell score for a given set of signature genes the approach as described by ref<sup>67</sup> and implemented in the `tl.score_cells` function in Scanpy was used with default parameters. Shortly, the score is the average expression of the gene set subtracted with the average expression of a randomly sampled background set with expression values within the same range. For cell cycle state genes as defined in<sup>68</sup> were used with the `tl.score_genes_cell_cycle` to distinguish between G1, S and G2/M phase. For cell type scores gene sets as described in<sup>17</sup> were used. For metabolic signatures, genes from GO Biological processes were used (Glycolytic process: GO:0006096, Oxidative phosphorylation: GO:0042776, GO:1903862, GO:0042773). For the mitochondrial signature, genes with an *mt*-prefix were used. The Wnt signaling the gene set was manually curated and included *Lgr5*, *Ascl2*, *Ccnd1*, *Ppard*, *Cd44*, *Tcf1*, *Axin2*, *Myc*, *Mycn*, *Bmp4*, *Jag1*, *Jag2*, *Sox9*, *Ephb4*, *Mmp7*, *Fzd2*, *Fzd7*. For proximal and distal identity cell types were clustered with increased resolution (`tl.louvain`) and clusters annotated based on regional markers as described in the main text and identified in<sup>17</sup>.

### **Reconstruction of lineage relationships and differentiation trajectories**

To infer lineage relationships between clusters partition-based graph abstraction (PAGA) was performed using the `tl.paga` function of Scanpy with a threshold of 0.001 for the overall cell map and of 0.01 for the endocrine lineage<sup>63</sup>. Prior to PAGA the kNN-graph was recomputed on the input cell subset. PAGA generates a simple abstracted graph of clusters of the single-cell

neighborhood graph. Edge weights represent confidence of connections quantified by the connectivity of clusters. Paths in the abstracted graph rooting in the stem cell cluster represent potential differentiation trajectories. To infer directionality of differentiation a stochastic version of RNA velocity estimation as initially proposed by ref<sup>29</sup> was applied using the scVelo python package (ref<sup>69</sup>, <https://github.com/theislab/scvelo>). Splicing information of reads (spliced/unspliced) was extracted using the velocity pipeline (<http://velocityto.org>), stored in a loompy file and then read into an AnnData object for downstream analysis with scVelo and Scanpy. For the estimation of velocities and the RNA force field the recommended steps of scVelo were followed, namely: preprocessing, computing first- and second-order moments, estimating velocities, and constructing a velocity graph. First, genes were filtered, top 4000 variable genes were selected by dispersion and spliced and unspliced data layer was normalized to the initial total count per cell and log transformed. Next, first- and second-order moments were calculated for each cell across its nearest neighbors of a single-cell neighborhood-graph in PC space (number of neighbors=15, number of PCs=25). Then estimates for velocities were obtained by fitting a dynamic model of transcription for each gene. Finally, a velocity graph was computed from the correlations between potential cell transitions in the neighborhood graph and the predicted cell state change given by the velocity vector. This graph was then used to project the estimated velocities into the original low dimensional UMAP space.

### **Comparison of gene signatures**

To calculate correlation of expression profiles between subpopulations first the average of the first 50 PCs over all cells within a subpopulation was taken and then the pairwise pearson correlation between subpopulations calculated. Clustering on correlation values was performed using the seaborn clustermap function with euclidean distance metric and average linkage method (UPGMA algorithm).

### **Differential expression analysis and GO term enrichment**

Differential expression between conditions was performed using limma-trend<sup>70</sup> via an rpy2 (2.9.1) interface with batch and scaled cellular detection rate (the fraction of detected genes per cell) as additional covariates. Limma was recommended as one of the top performers in an extensive comparison and performance evaluation of available methods for differential expression methods in single-cell data<sup>71</sup>. Genes expressed in < 1% of cells in any of the two subsets tested were excluded. For GO term enrichment genes with a p-value < 0.01 and an estimated logFC (output from limma not the actual logFC as log transformed data was the input) > 0.1 were used. GO term enrichment was performed with the gseapy (0.9.3) implementation of EnrichR<sup>72</sup> and genes were weighted by their logFC value (for details see available code).

## Identification of free-floating ,ambient‘ mRNA

In droplet based single cell RNAseq, lysed cells in the input single cell solution can create free-floating mRNA (ambient mRNA). The ambient RNA is incorporated into the droplets with cells and is not distinguishable from endogenous mRNA after sequencing resulting in contaminating background reads mostly from highly expressed genes. For generally expressed genes this effect is expected to be similar in different samples as approximately the same total number of cells is lysed and it is not cell-type specific. However, for highly expressed marker genes of a certain cell type we observed that background expression varies between samples. This is most likely due to changed cell type frequencies, i.d. the ambient mRNA is more/less likely to come from the specific cell type. Such effects can lead to false positives in differential expression analysis between samples in cell types with only background level expression. To identify such ambient marker genes we checked for gene expression in empty droplets (1-200 total number of UMI counts) where no cell was incorporated and thus all transcripts come from free floating RNA. For each sample we considered the genes which were expressed in more than 1% of the empty droplets. We then concatenated the samples and calculated the log2 fold change of the mean of each gene between the two diet conditions. We reasoned that any gene showing a high fold change in expression between diet conditions in empty droplets would generate false positives in differential expression analyses later on. We identified *Ifitm3*, *H2afv*, *Zfos1*, *Smim24*, *Plac8*, *Oat*, *Fth1*, *Aldob*, *Defa24*, *Gm15284*, *Lyz1*, *Gm14851*, *Fabp1*, *Itln1*, *Defa17*, *AY761184*, *Gm14850*, *Defa20*, *Clps*, *Gm7861*, *Spink4*, *Ang4*, *Defa22*, *Defa26*, *Defa21*, *Fabp2*, *Gm21002*, *Defa23*, *Defa-rs1*, *Gm15308*, *Defa3*, *Zg16*, *Agr2*, *Tff3*, *Reg4*, *Ccl6*, *Defa5*, *Mptx2*, *Fcgbp*, *Tmsb10* as cell-type specific marker genes with a clear ambient effect (log2 fold change in empty droplets >0.15 or <-0.44). Instead of excluding these genes from differential expression tests between diet conditions we checked the distribution of the estimated logFCs (model output) for each gene over all comparisons performed. As expected for most comparisons the estimated logFCs were similar and within the ambient effect range. Outliers in these distributions were considered to be significant changes (,above ambient effects‘).

## Testing for changes in cell type composition

To compare the shifts in cell type proportions between two conditions a Dirichlet-Multinomial model was used. In detail, the detected cell count data was modeled with a Multinomial distribution and a Dirichlet prior on the cell type proportions as follows:

$$\mathbf{p}_c \sim \text{Dirichlet}(1)$$

$$\Delta_{diff} = p_{c1} - p_{c2}$$

$$\mathbf{y}_{c,i} \sim \text{Multinomial}(N_{c,i}, \mathbf{p}_c)$$

where  $y_{c,i} = (y_{c,i,1}, \dots, y_{c,i,k})$  indicates the vector of cell counts representing the abundances of cell types in condition  $c$ , with  $y_{c,i,j}$ , denoting the frequency of the  $j$ th cell type, for  $j=1, \dots, k$ , in the  $i$ th replicate and  $N_{c,i}$  being the total number of cell counts of replicate  $i$  in condition  $c$ .  $\Delta_{\text{diff}}$  indicates the shift in cell type proportions between condition  $c_1$  and condition  $c_2$ . Parameters were estimated with Hamiltonian Monte Carlo using NUTS (<https://arxiv.org/abs/1111.4246>) for 20,000 iterations across four chains and a burn-in of 5,000 iterations. Convergence was checked based on Gelman-Rubin convergence diagnostics<sup>73</sup>. Samples were drawn from the posterior distribution to compute the expected mean, standard deviation, and the 95% highest posterior density interval (HPD-region) of the frequency shift for each cell. A shift was deemed credible if the HPD-region did not include 0.

### **Preprocessing and analysis of scRNA-seq data of small intestinal villi**

BCL files were aligned and processed using CellRanger like the scRNA-seq data of crypts described above to generate raw UMI count matrices. Barcodes with a fraction of counts from mitochondria-encoded genes greater than 25%, and genes expressed in less than 5 cells were excluded. Counts were normalized to total counts per cells using `pp.normalize_total` not considering highly expressed genes (`'exclude_highly_expressed=True'`) and log-transformed. We excluded immune cells by iterative louvain-based clustering at different resolution. For each iteration a nearest-neighbor graph was recomputed on the 50 first principal components with a size of 15 neighbors. The resulting clusters of epithelial cells were annotated based on known marker genes and merged if capturing variation within the same cell type. For visualization UMAP was run.

### **Regionality of small intestinal villi**

To group enterocytes into proximal and distal-type enterocytes, we clustered EPs and enterocytes in a low-dimensional space using a set of 44 transcription factors previously reported to be differential between proximal and distal gut regions<sup>17</sup>. To annotate the clusters, we computed cell scores on the set of proximal and distal transcription factors, respectively. Differential testing between CD and HFHSD enterocytes was performed using a t-test as implemented in Scanpy (`tl.rank_genes_groups`). We excluded a set of immune genes, which showed high background expression in all cells. Gene set enrichment was performed using the gseapy (0.10.2) implementation of EnrichR<sup>72</sup>.

## Pseudospatial ordering of cells along villus axis

To infer enterocyte zonation from villus bottom to tip, we embedded EPs and enterocytes in a low-dimensional space of 2056 zonation markers described by Moor et al<sup>18</sup>. We used Bbknn to compute the nearest-neighbor graph<sup>74</sup> to remove diet-dependent differences in the clustering. Then, we computed a pseudospatial ordering of cells from zone 1 to 5 using the diffusion pseudotime algorithm, and cell scores indicating the activation of zone-specific markers. We fitted a polynomial regression line to each of the 5 scores along the pseudospatial axis and defined the five zones based on the crossing points of the 5 lines. For instance, zone 2 starts, where the fitted “zone 2”-line crossed the “zone 1”-line (see also Extended Data Fig. 6a). Using this partitioning of the pseudospatial axis, cells were annotated to a zone.

## Preprocessing of the single-cell qRT-PCR data

Processing of the single-cell qRT-PCR data was performed in R (<http://www.r-project.org/>). Ct values were subtracted from the assumed limit of detection of the BioMark (LOD=29), which was higher than any of the Ct values which passed quality control. The expression values of the three most robustly expressed housekeeping genes *Uba52*, *ActB* and *Hsp90* were used as quality control measure for cells. All cells which did not express all three housekeepers were excluded. Since the three synthetic RNAs of different concentrations did not amplify within the detectable range of the BioMark system in all experimental runs, we did not use them as a reference and removed them from further analyses. All housekeeping genes (*Rn18S*, *ActB*, *Hsp90*, *Uba52*) and *GFP* were detected in the negative control and, therefore, were excluded from further analysis. The remaining genes were expressed in more than 3 cells. 26 missing values (due to technical problems during experimental proceedings) were then imputed with the mice function of the mice package using the Predictive Mean Matching method. Obtained cell x gene matrix of  $\Delta$ Ct values of 83 genes and 465 cells was input for all further analyses.

## **Single-cell qPCR analysis**

The analysis of the single-cell qRT-PCR data was performed using Scanpy following a similar pipeline as for the scRNAseq data described above. The single-cell neighbourhood graph was calculated on the 12 first principal components with a local neighbourhood size of 25 (pp.pca and pp.neighbours). UMAP was then run for visualization (tl.umap). We used Louvain-based clustering at varying resolution for subtype annotation based on the expression of known marker genes (pp.louvain). Subtype annotation and branching trajectories of lineages and were verified in a Diffusion Map representation (not shown, the code is available upon request).

## **Software specifications**

All analysis of single-cell RNAseq data from UMI count matrices was run with python v3.5.4 with the Scanpy v.1.0.4 and anndata v0.5.10. Versions of packages required by Scanpy that might influence numerical results were numpy v1.14.2, scipy v1.0.1, pandas v0.22.0, scikit-learn v0.19.1, statsmodels v0.8.0, python-igraph v0.7.1, louvain v0.6.1. Modelling of frequency shifts was performed using the pymc3 python package and basic tensor functionality of the theano python package. Read splicing information was extracted using loompy v2.0.12 and RNA velocity estimations were run with python v3.7.5, scVelo v.0.1.26.dev7+g5e6d395 and scanpy v.1.4.4. Villi single-cell RNAseq data was analyzed with python v3.6.12 and scanpy v.1.4.4. All figures were plotted with matplotlib and seaborn and data was exported to excel-sheets with xlsxwriter v1.0.2.

# Supplementary material for: Diet-induced alteration of intestinal stem cell function underlies obesity and prediabetes in mice
**Source:** Nat Metab. 2021 Sep 22;3(9):1202–16. doi: 10.1038/s42255-021-00458-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

1. Microsoft office excel 2016-2018
2. qPCR was carried out using the ViiA7 Real Time PCR System (Thermo Fisher Scientific).
3. Microarray data was obtained using Agilent 2100 Bioanalyzer and Affymetrix Mouse Gene 1.0 ST arrays.
4. MALDI-MSI measurements were obtained with a Bruker Solarix 7T FT-ICR-MS (Bruker Daltonics, Bremen, Germany) and after matrix removal scanned with a MIRAX DESK digital slide-scanning system (Carl Zeiss MicroImaging, Göttingen, Germany).
5. Western blot analysis was carried out using UVP Chem Studio SA (Analytik Jena AG, Biometra GmbH Jena Germany).
6. Tissue histology images were obtained with a Zeiss AXIO Scope A1 microscope (Carl Zeiss AG, Germany).
7. Fluorescent histological images were obtained with a Leica SP5 Confocal microscope (Leica Microsystems, Germany) using the LAS AF software v2.6.0-7266.
8. single-cell qRT-PCR were run on 96 × 96 Dynamic Array on the BioMark System (Fluidigm). Ct values for each gene in each cell was calculated using BioMark Real-Time PCR Analysis software v3 (Fluidigm).
9. single-cell libraries were sequenced on the HiSeq4000 (Illumina) with 150 bp paired-end sequencing of read 2.
10. BD FACS ARIA III and BD FACSDiva software v6.1.3
11. EchoMRI, Houston, TX, USA for body composition analysis

#### Data analysis

1. Prism 6 software (Graphpad) <http://www.graphpad.com/scientific-software/> N/A prism/.
2. Microarray was processed with Expression Console (v.1.3.0.187, Affymetrix),
3. Spectra processing of MALDI-MSI data was done with FlexImaging v. 4.2.
4. MATLAB R2014b (v.7.10.0, Mathworks, Inc., Natick, MA) was used as MALDI spectral pre-processing tool for the subsequent data bioinformatics analysis, LIMPIC algorithm was used for peak picking
5. Metabolite annotation was performed with databases (METLIN, <http://metlin.scripps.edu/>; Human Metabolome Database, <http://www.hmdb.ca/>; MassTRIX, <http://masstrix3.helmholtz-muenchen.de/masstrix3/>; METASPACE, <http://annotate.metaspace2020.eu/>).
6. Heatmap-based clustering and enrichment analysis of metabolic pathways were performed with MetaboAnalyst 3.0 (<http://www.metaboanalyst.ca/>).
7. Western blots protein bands were quantified with the ImageJ software v1.51.

8. Histological images were analyzed using the LAS AF software program v2.6.0-7266..
9. scRNA-seq data were analyzed using python 3.5.4, 3.6.12 and 3.7.5. The raw reads were processed using the CellRanger analysis pipeline (v2.0.0) provided by 10X Genomics. Subsequent analyzes were carried out using custom scripts, Scanpy (<https://github.com/theislab/scanpy>, v1.0.4+92.g9a754bb and 1.4.4post for velocity estimation and scRNA-seq of villi cells), scVelo (0.1.26.dev7+g5e6d395, <https://github.com/theislab/scvelo> with scanpy v1.3.4), velocity (v0.17.7, <http://velocityto.org>), limma (<http://bioinf.wehi.edu.au/limma/>, v3.28.10) via an rpy2 interface (v2.9.1) and gseapy (v0.9.3) implementation of EnrichR (2018/2019).
10. QIAGEN's Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, [www.qiagen.com/ingenuity](http://www.qiagen.com/ingenuity)).
11. CARMAweb

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analysed during this study are included in this published article and its Supplementary Information files. Source data are provided with this paper.

Microarray data have been submitted to NCBI/GEO (GSE148227).

scRNAseq data have been submitted to NCBI/GEO (GSE147319).

Code and custom scripts for scRNAseq analysis have been deposited on [https://github.com/theislab/2021\\_Aliluev\\_Tritschler\\_gut\\_HFD](https://github.com/theislab/2021_Aliluev_Tritschler_gut_HFD).

Databases: <http://metlin.scripps.edu/>; Human Metabolome Database, <http://www.hmdb.ca/>; MassTRIX, <http://masstrix3.helmholtz-muenchen.de/masstrix3/>;

METASPACE, <http://annotate.metaspacesoftware.com/>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](http://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample size was calculated based on <math>\alpha</math>-error=0.05, power=0.8, and effect size=1.58. We obtained a sample size of <math>n \geq 8</math>/condition group for physiological measurements during the high-fat high sugar diet feeding based on published data.</p> <p>For single-cell RNA-seq a minimum expected requirement of ~3000 cells per experiment was used and by far exceeded in all cases for confident identification of rare cell subpopulations (~0.05% of cells). No statistical test or power analyzes were used to pre-determine sample size.</p> <p>Otherwise, we chose the sample size of individual experiments based on past experience on detecting differences with a given method and relevant literature (PMID: 26935695, PMID: 22722868, PMID: 29727683).</p>     |
| Data exclusions | <p>For the single-cell RNAseq data cells were filtered using previously described standards for quality control. For each experiment the count matrix was filtered as follows: for scRNA-seq samples of crypt cells genes with expression in less than 20 cells were removed and cells with a fraction of UMI counts from mitochondrially encoded genes of 10% or more were excluded, for scRNA-seq samples of villi cells genes with expression in less than 5 cells were removed and cells with a fraction of UMI counts from mitochondrially encoded genes of 25% or more were excluded. These criteria were based on the cell quality within this study. Otherwise, no data were excluded. Some mice that were on a HFHSD did not gain weight (=non-responder) and were excluded from the analysis.</p> |
| Replication     | <p>Experiments were performed at least in triplicates most with three or more biological replicates unless otherwise indicated. All attempts of replication were successful. Further details about the replication of data are stated in the figure legends.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | <p>For dietary interventions mice were randomized into test groups based on body weight distribution. For microscopy, the fields of images were randomly selected. For FACS experiments, at least 50,000 events were randomly sampled by the FACS machine. Most other results were derived from computation therefore randomization was not required.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | <p>The investigators were not blinded to group allocation during in vivo experiments as CD and HFHSD mice were clearly distinguishable by eye. Investigators were not blinded during data collection or analysis as most experiments/analyses were performed by automatic devices such as the FACS or qPCR cyclers. For cell-based assays such as Western blot or qPCR blinding was not possible because the experiments were performed by a single researcher.</p>                                                                                                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

primary antibodies:  
 chicken anti-GFP (1:600, Aves Labs, USA, GFP-1020);  
 goat anti-ChgA (1:200, Santa Cruz, sc-1488);  
 rabbit anti-Lyz1 (1:1000, DAKO, M0776);  
 rabbit anti-Muc2 (1:1000, Santa Cruz, sc-7314);  
 rat anti-BrdU (1:200, Abcam, ab6326);  
 rabbit anti-5-HT (1:1000, Neuromics, RA20080);  
 anti-rabbit Ngn3 (1:100, a gift from Helena Edlund lab);  
 goat anti-villin (1:200, Santa Cruz, sc-7672);  
 goat anti-ghrelin (1:200, Santa Cruz, sc-10368);  
 rabbit anti-Ki67 (1:200, Abcam, ab15580);  
 rabbit anti-E-cadherin (extracellular domain) (1:1000, a gift from Dietmar Vestweber)  
 mouse anti-Srebp1 (1:1000, Novus Biologicals, NB600-582SS);  
 rabbit anti-Acc (1:1000, Cell Signaling Technology, 3676);  
 rabbit anti-Ppary (1:1000, Cell Signaling Technology, 2435);  
 goat anti-lamin (1:1000, Santa Cruz, sc-6217);  
 mouse anti- $\alpha$ -tubulin (1:1000, Sigma-Aldrich, T6199);  
 rabbit anti-Fasn 1:1000, Cell Signaling Technology, 3180);  
 rabbit anti-Scd1 (1:1000, Cell Signaling Technology, 2794);  
 mouse anti- $\beta$ -Catenin (1:1000, BD, 610154);  
 rabbit anti-Gsk3 $\beta$  (1:5000, Cell Signaling Technology, 12456);  
 rabbit anti-phospho Gsk3 $\beta$  (1:5000, Cell Signaling Technology, 5558)

Secondary antibodies:  
 donkey anti-chicken Alexa Fluor 488 (1:800, Dianova, 703-225-155);  
 donkey anti-mouse Cy5 (1:800, Dianova, 715-175-151);  
 donkey anti-goat Alexa Fluor 555 (1:800, Invitrogen, A21432);  
 donkey anti-rabbit Alexa Fluor 555 (1:800, Invitrogen, A31572);  
 donkey anti-rabbit Alexa Fluor 649 (1:800, Dianova, 711-605-152);  
 goat anti-mouse HRP (1:15000, Dianova, 115-036-062);  
 goat anti-rabbit HRP (1:15000, Dianova, 111-036-045);  
 rabbit anti-goat HRP (1:15000, Dianova, 305-035-045)

### Validation

primary antibodies: antibodies were validated by the company  
 chicken anti-GFP (1:600, Aves Labs, USA, GFP-1020); <https://www.aveslabs.com/products/green-fluorescent-protein-gfp-antibody>  
 goat anti-ChgA (1:200, Santa Cruz, sc-1488); <https://www.scbt.com/de/p/chr-a-antibody-c-20>  
 rabbit anti-Lyz1 (1:1000, DAKO, M0776); <https://www.labome.com/product/Dako/A0099.html>  
 rabbit anti-Muc2 (1:1000, Santa Cruz, sc-7314); <https://www.scbt.com/p/mucin-2-antibody-ccp58>  
 rat anti-BrdU (1:200, Abcam, ab6326); <https://www.abcam.com/brdu-antibody-bu175-icr1-proliferation-marker-ab6326.html>  
 anti-rabbit Ngn3 (1:100, a gift from Helena Edlund lab); as a control we used a secondary antibody only control, <https://pubmed.ncbi.nlm.nih.gov/31160421/>  
 goat anti-villin (1:200, Santa Cruz, sc-7672); <https://www.scbt.com/de/p/villin-antibody-c-19>  
 goat anti-ghrelin (1:200, Santa Cruz, sc-10368); <https://www.scbt.com/p/ghrelin-antibody-c-18>  
 rabbit anti-Ki67 (1:200, Abcam, ab15580); <https://www.abcam.com/ki67-antibody-ab15580.html>  
 rabbit anti-E-cadherin (extracellular domain) (1:1000, a gift from Dietmar Vestweber)  
 mouse anti-Srebp1 (1:1000, Novus Biologicals, NB600-582SS); [https://www.novusbio.com/products/srebp1-antibody-2a4\\_nb600-582](https://www.novusbio.com/products/srebp1-antibody-2a4_nb600-582)  
 rabbit anti-Acc (1:1000, Cell Signaling Technology, 3676); <https://www.cellsignal.de/products/primary-antibodies/acetyl-coa-carboxylase-c83b10-rabbit-mab/3676>

rabbit anti-Ppary (1:1000, Cell Signaling Technology, 2435); <https://www.cellsignal.de/products/primary-antibodies/pparg-c26h12-rabbit-mab/2435>  
 goat anti-lamin (Santa Cruz, sc-6217); <https://www.scbt.com/de/p/lamin-b-antibody-m-20>  
 mouse anti- $\alpha$ -tubulin (Sigma-Aldrich, T6199); <https://www.sigmaaldrich.com/catalog/product/sigma/t6199?lang=de&region=DE>  
 rabbit anti-Fasn 1:1000, Cell Signaling Technology, 3180); <https://www.cellsignal.de/products/primary-antibodies/fatty-acid-synthase-c20g5-rabbit-mab/3180>  
 rabbit anti-Scd1 (1:1000, Cell Signaling Technology, 2794); <https://www.cellsignal.de/products/primary-antibodies/scd1-c12h5-rabbit-mab/2794>  
 mouse anti- $\beta$ -Catenin (BD, 610154); <https://www.bdbiosciences.com/us/applications/research/stem-cell-research/cancer-research/human/purified-mouse-anti--catenin-14beta-catenin/p/610154>  
 rabbit anti-Gsk3 $\beta$  (1:5000, Cell Signaling Technology, 12456); <https://www.cellsignal.de/products/primary-antibodies/gsk-3b-d5c5z-xp-rabbit-mab/12456>  
 rabbit anti-phospho Gsk3 $\beta$  (1:5000, Cell Signaling Technology, 5558); <https://www.cellsignal.de/products/primary-antibodies/phospho-gsk-3b-ser9-d85e12-xp-rabbit-mab/5558>

#### Secondary antibodies:

donkey anti-chicken Alexa Fluor 488 (Dianova, 703-225-155); <https://www.dianova.com/en/shop/703-175-155-donkey-igg-anti-chicken-igy-hl-cy5-minx-bogogphshohumsrbrtsh/>  
 donkey anti-mouse Cy5 (Dianova, 715-175-151); <https://www.dianova.com/en/shop/715-175-151-donkey-igg-anti-mouse-igg-hl-cy5-minx-bogogphshohurbtrsh/>  
 donkey anti-goat Alexa Fluor 555 (Invitrogen, A21432); <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21432>  
 donkey anti-rabbit Alexa Fluor 555 (Invitrogen, A31572); <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31572>  
 donkey anti-rabbit Alexa Fluor 649 (Dianova, 711-605-152); <https://www.dianova.com/shop/711-605-152-esel-igg-anti-kaninchen-igg-hl-alex-fluor-647-minx-bogogphshohumsrtsh/>  
 goat anti-mouse HRP (1:15000, Dianova, 115-036-062); <https://www.dianova.com/shop/115-036-062-ziege-fab2-anti-maus-igg-hl-hrpo-minx-huboho/>  
 goat anti-rabbit HRP (1:15000, Dianova, 111-036-045); <https://www.dianova.com/shop/111-036-045-ziege-fab2-anti-kaninchen-igg-hl-hrpo-minx-hu/>  
 rabbit anti-goat HRP (1:15000, Dianova, 305-035-045); <https://www.dianova.com/shop/305-035-045-kaninchen-igg-anti-ziege-igg-hl-hrpo-minx-hu/>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Homozygous Foxa2-Venus fusion (FVF) mice were generated as previously described and backcrossed to C57BL/6 background. Foxa2nEGFP-CreERT2 mice (CD1 background) were crossed with Gt(ROSA)26mTmG mice (mixed 129/SvJ, C57BL/6J background) to obtain heterozygous Foxa2nEGFP-CreERT2/+; Gt(ROSA)26 mTmG/+ animals and bred in our own facilities. Other mouse lines: Lgr5-EGFP-IRES-creERT232 (Lgr5-ki, C57BL/6J background), wild-type C57BL/6N (bred in our own facilities). Mice were housed in groups of two to four animals and maintained at 23  $\pm$  1 °C on a 12-hour dark/light cycle with ad libitum access to diet and water unless otherwise indicated. All experiments were performed using male animals 3 to 7 months of age.

All experiments were performed using 3-7-month-old male mice.

Mice were housed in groups of two to four animals and maintained at 23  $\pm$  1 °C and 45-65 % humidity on a 12-hour dark/light cycle with ad libitum access to diet and water unless otherwise indicated.

### Wild animals

The study did not involve wild animals

### Field-collected samples

No field collected samples were used in this study.

### Ethics oversight

Animal experiments were carried out in compliance with the German Animal Protection Act and with the approved guidelines of the Society of Laboratory Animals (GV-SOLAS) and of the Federation of Laboratory Animal Science Associations (FELASA). This study was approved by the institutional Animal Welfare Officer (Helmholtz Center Munich) and by the Government of Upper Bavaria, Germany.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>Small intestines were removed and washed with cold PBS. Villi were scraped off with a glass slide. The remaining tissue was cut into 2-cm pieces, washed several times with cold PBS and incubated in 2 mM EDTA/PBS for 35 min at 4 °C on a tube roller. Subsequently, crypts were harvested by rigorous shaking and filtered through a 70-µm mesh to remove villous contaminations/fragments.</p> <p>Isolated crypts were incubated with TrypLE (Life technologies, #12605) for 5 min on ice and then 5 min at 37 °C and treated with 10 µg/ml DNase in crypt complete medium (DMEM/F-12 containing 10 % FCS) for 5 min at 37 °C.</p> <p>Single cell suspension was achieved by gentle repeated pipetting. Cells were washed twice with FACS buffer (2 % FCS, 2 mM EDTA in PBS) and pelleted at 300xg, 5 min, 4 °C. For flow cytometry, cells were collected in 1-2 ml FACS buffer supplemented with 10 µM Rock-inhibitor (Sigma-Aldrich, #Y0503) and passed through the 40 µm cell strainer caps of FACS tubes.</p> |
| Instrument                | Single cells were analyzed by FACS-Aria III (BD) with a 100 µm nozzle.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | Data were analyzed with the FACS DIVA software v6.1.3.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | Abundance of intestinal cell populations (from live cells = 40-60%) are reported in this manuscript and source data (Fig. 4g, F, Extended Data Fig. 9a). When possible purity of post-sort fractions were checked by briefly re-running a small amount of sample. Purity was usually 90-95%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | Single cells were gated according to their FSC-A (front scatter area) and SSC-A (side scatter area). Singlets were gated dependent on the FSC-W (front scatter width) and FSC-H (front scatter height) and SSC-W and SSC-H and dead cells were excluded using the marker7AAD (eBioscience). To obtain FVF-enriched small intestinal crypt cell samples for single-cell RNA sequencing, 30,000 FVF+ (FVF <sub>low</sub> and FVF <sub>hi</sub> ) cells were sorted followed by sorting 30,000 live crypt cells per sample.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

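RNA of sorted SI crypt cells of FVF mice was measured on 15 arrays in 6 groups, the FVF neg, FVF low and FVF high fractions on CD and on HFHSD, with 2 or 3 arrays in each group. Every array was assigned to its fraction, diet and replicate from the labels of the deposited series. The authors hybridized amplified cDNA to Affymetrix Mouse Gene 1.0 ST arrays and processed the scans with Expression Console (v.1.3.0.187) by background correction, sketch-quantile normalization and median polish. The deposited values are intensities on a linear scale, rounded to whole numbers, one for each of 28944 probe sets and each array, and their log2 was taken here. Of the probe sets, 21789 are annotated to a single gene, 1621 to several and 5534 to none, and the last 2 kinds were left out of the tests. Symbols of 21698 probe sets were brought up to date through their Entrez identifiers, and 91 kept the symbol of the annotation. For the 999 genes with several probe sets, the probe set with the highest mean was used, which left 19938 genes. Genes with a mean intensity above 32 in at least 1 of the 6 groups were tested, 12482 in all. The files used here name no genome build, so positions of genes are not given.

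A linear model with a mean for each of the 6 groups was fitted to all 15 arrays with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation of the variances without a trend. Contrasts compared HFHSD with CD within each of the 3 fractions, the diet effect between each pair of fractions (the interaction), and each pair of fractions averaged over the diets. Genes were called regulated at an unadjusted p under 0.01, a fold change over 1.3 and a mean above 32 in at least 1 of the groups compared, as in the study, and p-values were adjusted over the genes tested in each contrast by the method of Benjamini and Hochberg. The study does not state which arrays shared a fit. The p-values of single genes are those of limma's moderated statistic, two-sided.

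A set of 34 gene lists with 537 genes was written from general knowledge of the tissue. The Wnt signalling genes are those of the paper's score. Lists such as acyl-CoA hydrolysis, MODY signalling and xenobiotic metabolism (PXR/RXR) share names with pathways of Supplementary Table 7, which the study compiled from these arrays. The choice of such lists, and so their p-values, cannot be taken as independent of the data. The lists cover enterocyte, ISC, Paneth cell, goblet cell, EEC and tuft cell markers, cell cycle, lymphocyte and myeloid markers, and the dissociation and stress response. They further cover fatty acid synthesis, acyl-CoA hydrolysis, mitochondrial fatty acid oxidation and ketogenesis, peroxisomal and microsomal fatty acid oxidation, fat absorption and transport, Ppar regulators and targets, cholesterol synthesis, glycolysis, gluconeogenesis, the pentose phosphate pathway, sugar digestion, absorption and fructose metabolism, MODY signalling, and xenobiotic metabolism (PXR/RXR). The others are Wnt signalling, insulin and PI3K–Akt signalling, MHC class II, interferon response, antimicrobial defence, proximal and distal small intestine, oxidative phosphorylation and the unfolded protein response. Of the list genes, 447 were tested, 41 lay under the intensity threshold and 49 had no probe set of a single gene. The 32 lists with at least 5 tested genes were compared with all other genes by camera with a preset correlation of 0.01, and the p-values were adjusted over the 96 pairs of list and contrast of each kind. The lists of stromal and endothelial markers and of erythroid markers had fewer and were not tested. Camera with a correlation estimated from the data and fry were run beside it. Lists may share genes: the enterocyte markers share 7 tested genes with sugar digestion, absorption and fructose metabolism and 8 with fat absorption and transport, and the ISC markers share 4 with Wnt signalling. Counts adjusted over the list alone adjust the p-values of a list's own genes only.

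The genes named in the text were chosen by a rule. For each fraction it takes the 10 largest rises and the 10 largest falls among regulated genes whose HFHSD arrays all lay on 1 side of the CD arrays, leaving out loci without a gene name. It adds up to 4 genes of each list with the smallest p, the genes named by the paper or drawn in Supplementary Fig. 2b, the molecules of Supplementary Table 7 in the pathways of the text and Fig. 5d, and the 5 largest differences each way between fractions. Values in the paper's figures and tables had been seen when the rule was written.

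Alternatives to the processing were a fit to the arrays of the compared fractions alone, the replicate number as a block, a further quantile normalization, centring of each array on its median, no intensity filter and a mean above 64, and a variance trend with and without robust estimation. Others were array weights, the mean of a gene's probe sets, probe sets kept apart, a fold change over 1.5, adjusted in place of unadjusted p, an adjusted p under 0.1, lists of at least 10 genes, and leaving out each array in turn. The fit was tested on simulated data with the spread of these arrays, in which genes were changed 1.5-fold, 2-fold or 4-fold. Of the genes changed 1.5-fold, 79.1%, 77.6% and 68.7% were called regulated in the FVF neg, FVF low and FVF high comparisons, and 35.8%, 37.3% and 26.9% had an adjusted p under 0.05. Of those changed 2-fold, 95.5%, 100% and 100% were called regulated, and of the unchanged genes 0.873%, 0.798% and 0.822%. These shares hold for the simulated data and give no rate of false calls or of recovery for the arrays themselves. There, other assignments of the FVF low arrays to the diets gave up to 943 regulated genes, against 693 with the true labels. The number of arrays limits the precision of each fold change. Data of the study other than these arrays, such as single-cell sequencing and metabolite masses, were not analysed here.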

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

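The 3 patterns weighed first and the test of the dietary shares of carbohydrate and fat were chosen after their values were seen. So were the *Foxa2* values by diet and the assignments with the common diet effect taken off.

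Genes of sugar digestion, absorption and fructose metabolism fell in FVF neg cells of HFHSD-fed mice, with a median log2 fold change of -0.76 (95% bootstrap interval -1.35 to -0.51). This interval and the others in this part resample the genes of a list and not the arrays. They measure the spread between genes and leave out the spread between arrays. Fewer mature enterocytes in the sort, as the whole cause, would lower other enterocyte genes as well. The 151 other genes at least 4-fold higher in FVF neg than in FVF low cells had a median of -0.14 (-0.20 to -0.07), with 94 lower on HFHSD. This lies above the bound of -0.38 set for it, and argues against it only as far as these are enterocyte genes. The set was chosen by fraction alone. It may hold genes of tuft cells and lymphocytes, whose markers were also higher in FVF neg than in FVF low cells, or genes that the diet raised, such as *Ces1f*. The 13 enterocyte markers outside the list do not decide it (-0.18, -0.47 to -0.13). The scaling of the arrays is argued against too, since the median was -0.71 after centring each array and -0.78 after a further quantile normalization. The list was lower in all 3 fractions at an adjusted p under 0.05 from camera (adjusted p = 0.336 and 0.255 with an estimated correlation in FVF low and FVF high cells, and 0.0549 and 0.0535 without CD replicate 1 of the fraction), and the lower carbohydrate share and the higher fat share of the diet may each account for this. These shares change together between CD and HFHSD and cannot be told apart.

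Lymphocyte markers fell in FVF neg cells, a signal the paper does not report (adjusted p = 6.74e-11, and adjusted p = 0.0822 with an estimated correlation). Fewer lymphocytes in the FVF neg sort may account for it. A second list of 11 genes taken as T cell genes, none of them in the first, had a median log2 fold change of -0.51 (95% bootstrap interval -0.61 to -0.23), with 10 lower. Whether these genes, among them *Coro1a*, *Laptm5* and *Lcp1*, are limited to T cells was not tested, so the list does not single out T cells. The sort described in the paper removes doublets and dead cells, and its text names no gate on a lymphocyte marker. A single array is argued against, as the list median nearest to 0 without 1 array of the fraction was -0.36.

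In FVF low cells, 4 of 26 EEC markers fell and 14 of 34 cell cycle genes rose (adjusted p = 0.120 and 0.154 for the lists with an estimated correlation, and 4 cell cycle genes rose without HFHSD replicate 1 or HFHSD replicate 2). The array of FVF low CD replicate 2 lies at 23.3 on the third principal component against 0.24 and 4.14 for the others of its group. This array is argued against as the cause of the list medians. Without it the EEC median was -0.38 in place of -0.35, and the cell cycle median 0.35 in place of 0.39. Fewer than 14 cell cycle genes rose without it, so that count does depend on this array. A gate placed nearer to FVF high cells in CD mice would lower other genes of FVF high cells as well. The 250 other genes at least 2-fold higher in FVF high than in FVF low cells had a median of -0.12 in FVF low cells (-0.16 to -0.08; 169 lower), and -0.20 within FVF high cells themselves. *Foxa2*, the gene that carries the reporter, had intensities of 156, 209 and 130 on CD and 163 and 155 on HFHSD in FVF low cells. In FVF high cells they were 294 and 288 on CD and 393, 345 and 405 on HFHSD, without overlap. In FVF neg cells they were 61 and 54 on CD and 51, 49 and 47 on HFHSD. The FVF low values give no sign of a shift, but a single gene cannot exclude it. A shift of the gate and a change within the cells cannot be told apart, because the 250 genes were lower in both fractions.

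The diet effect differed between fractions for single genes, by the interaction term. Between FVF neg and FVF high cells the log2 fold changes differed by 2.18 for *Ces1f*, -1.79 for *Slc5a11*, 2.11 for *Me1*, 2.04 for *Akr1b8*, -1.59 for *Gzmb*, 1.20 for *Ptk6*, -2.11 for *Fabp1*, -1.51 for *Selenop*, -2.31 for *Lct* and 1.11 for *Acacb*. They differed by -2.09 for *Bst1*, -1.93 for *Prxl2a*, -2.36 for *Slc2a2*, -1.47 for *Cyp2b10*, -1.51 for *Slc15a1* and -1.30 for *Lgr5*. Between FVF neg and FVF low cells they differed by 1.96 for *Ces1f*, 1.25 for *Ptk6*, 2.01 for *Akr1b8*, -1.51 for *Slc5a11*, -1.49 for *Slc5a1*, -1.49 for *Gzmb* and -1.23 for *Cd3g*. Leaving out 1 array ended all these calls apart from *Ces1f*, *Slc5a11* and *Me1* between FVF neg and FVF high cells, with the highest adjusted p at 0.236 between FVF neg and FVF high cells (*Slc15a1*, without FVF neg CD replicate 1) and 0.450 between FVF neg and FVF low cells (*Cd3g*, without FVF low HFHSD replicate 1). *Bst1*, *Cyp2b10*, *Gzmb*, *Lct*, *Slc2a2* and *Slc5a11* in FVF high cells, and *Cd3g*, *Gzmb* and *Slc5a11* in FVF low cells, had a CD mean under 41.6, from where a 1.3-fold fall ends under the threshold of 32. Their log2 fold changes there lay between -0.27 and 0.25, so their differences mostly restate the fall in FVF neg cells. Means on CD and HFHSD were 22.7 and 32.0 for *Ces1f* and 22.0 and 22.5 for *Ptk6* in FVF low cells. In FVF high cells they were 20.5 and 25.0 for *Ces1f*, 19.5 and 20.7 for *Ptk6* and 31.5 and 32.0 for *Acacb*. None of these means lay above 32, so low expression there and a smaller response cannot be told apart. The differences themselves moved less: where a call ended, at least 80.5% of the size with all arrays was left between FVF neg and FVF high cells and 81.1% between FVF neg and FVF low cells.

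The diet effect on gene lists also differed between fractions, by camera. Lists lower in FVF neg relative to FVF low cells were enterocyte markers (adjusted p = 1.63e-06), ISC markers (2.97e-05), cell cycle (0.0109), lymphocyte markers (1.23e-07), fat absorption and transport (0.000482), cholesterol synthesis (0.000275), glycolysis (0.00379), gluconeogenesis (5.35e-07), sugar digestion, absorption and fructose metabolism (4.88e-07) and MODY signalling (0.00379). EEC markers (0.000130) and tuft cell markers (1.63e-06) were higher. Lists lower in FVF neg relative to FVF high cells were enterocyte markers (1.63e-06), ISC markers (0.000350), lymphocyte markers (1.63e-06), fat absorption and transport (0.00379), gluconeogenesis (0.000310), sugar digestion, absorption and fructose metabolism (1.63e-06), xenobiotic metabolism (0.0379), Wnt signalling (0.00298), proximal small intestine (0.00399) and oxidative phosphorylation (0.00298), and tuft cell markers (0.00193) were higher. Between FVF low and FVF high cells, xenobiotic metabolism was lower (0.0295) and the unfolded protein response higher (0.00379) in FVF low cells. Members with a CD mean under 41.6 lay near or under the threshold of 32, where a fall is hard to measure. Low intensity may therefore fix part of these differences, which was not tested. In FVF low and in FVF high cells such members included 10 of 11 lymphocyte markers, whose difference mostly restates their fall in FVF neg cells. They also included 3 of 12 sugar genes, 3 of 20 enterocyte markers, 2 of 8 gluconeogenesis genes and 2 of 17 genes of fat absorption. Among MODY signalling genes they were 2 of 7 in FVF low cells, and among tuft cell markers 2 of 14 in FVF low and 6 of 14 in FVF high cells. In FVF neg cells such members were 9 of 26 EEC markers, and in FVF high cells 7 of 32 xenobiotic metabolism genes and 3 of 8 markers of the proximal small intestine. None of these 25 passed with an estimated correlation, where the adjusted p ran from 0.161 to 0.655. Calls ended without 1 array for EEC markers (0.355 without FVF neg CD replicate 1), tuft cell markers (0.0613 and 0.660 without FVF neg CD replicate 2), cell cycle (0.0767 without FVF neg CD replicate 1, 0.0559 without FVF neg HFHSD replicate 3, 0.0763 without FVF low HFHSD replicate 1), cholesterol synthesis (0.0520 without FVF low HFHSD replicate 1) and glycolysis (0.0691 without FVF low CD replicate 2). They also ended for fat absorption (0.0597 in FVF neg relative to FVF high cells without FVF neg HFHSD replicate 1), proximal small intestine (0.0945 without FVF neg CD replicate 2), oxidative phosphorylation (0.333 without FVF high CD replicate 2) and the unfolded protein response (0.0959 without FVF low CD replicate 1, 0.0936 without FVF low HFHSD replicate 1, 0.237 without FVF high CD replicate 2). For xenobiotic metabolism the call between FVF neg and FVF high cells ended without FVF neg CD replicate 1 (0.0691), CD replicate 2 (0.0562) or HFHSD replicate 1 (0.283), or FVF high CD replicate 1 (0.0889), CD replicate 2 (0.0970) or HFHSD replicate 3 (0.0710). The call between FVF low and FVF high cells ended without FVF low CD replicate 1 (0.0915), CD replicate 3 (0.0832) or HFHSD replicate 1 (0.0763), or FVF high CD replicate 1 (0.0788), CD replicate 2 (0.0959) or HFHSD replicate 3 (0.0710).

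Signals in gene lists that the paper does not report were cholesterol synthesis in FVF neg (adjusted p = 1.11e-08), FVF low (1.16e-16) and FVF high cells (1.25e-12), antimicrobial defence in FVF neg (0.00873) and FVF high cells (0.0120), and MHC class II in FVF low (0.00101) and FVF high cells (0.0193), all from camera. With an estimated correlation the adjusted p was 0.0947, 0.0181 and 0.0411 for cholesterol synthesis, 0.397 and 0.401 for antimicrobial defence and 0.336 and 0.497 for MHC class II. Antimicrobial defence did not pass in FVF neg cells without CD replicate 2 (0.146) or HFHSD replicate 1 (0.0804), nor in FVF high cells without CD replicate 2 (0.181) or HFHSD replicate 2 (0.0538). MHC class II in FVF high cells did not pass without HFHSD replicate 3 (0.0521), and its direction turned without CD replicate 1 (0.818). No test for an array far from the others of its group was run, as each group holds 2 or 3 arrays.

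Other assignments of the arrays to the diets were counted for each result. Within a single fraction 10 assignments exist, too few for a share under 0.05: the data gave 410 regulated genes in FVF neg, 693 in FVF low and 612 in FVF high cells, and the highest of the others 232, 943 and 318 (as many or more in 1, 2 and 1 of 10, the data included). Shares over several fractions hold only if the fractions are independent: diet was reassigned within each fraction by itself, and arrays of the same number may come from the same mice (residual correlations of 0.10 to 0.18 between FVF neg and FVF high arrays of the same number). Over the fractions together, and on that condition, chance can be excluded for the sum of regulated genes (1715, highest other 1384, 1 of 100) and for the lists that differ by diet (44, highest other 43, 1 of 100). The same assignments gave as many or more lists whose diet effect differs between fractions in 53 of 100 (highest other 47), and as many or more such genes in 4 of 100 between FVF neg and FVF low cells (highest other 52) and 3 of 100 between FVF neg and FVF high cells (highest other 54). They turn a diet effect common to the fractions into a difference between them, so they do not measure chance for these results. With the common diet effect taken off each gene, and on the same condition, chance can be excluded for single genes whose diet effect differs between FVF neg and FVF low cells (10, highest other 2, 1 of 100) and between FVF neg and FVF high cells (22, highest other 5, 1 of 100), and not for the lists (25, highest other 37, 32 of 100). For the fractions themselves, chance can be excluded for the genes that differ between FVF low and FVF neg (5170, highest other 6, 1 of 100), FVF high and FVF neg (6450, highest other 22, 1 of 60) and FVF high and FVF low cells (4177, highest other 615, 1 of 100). The number of lists that differ between fractions cannot decide this (62, highest other 65, 6 of 100). Assignments that mix the fractions gave about as many lists.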

How the results depend on the processing

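Every alternative here was planned, and no test was chosen after its result was seen. Of 209 calls and non-calls of named genes, the alternatives gave 3320 values on the same side of the threshold in the same direction, 37 that passed newly and none reversed, and the others no longer passed. For 288 pairs of list and contrast, 7534 stayed the same, 184 passed newly, 257 no longer passed and 3 were reversed. The cause was not tested for any change below unless it is given. The reversed results were tuft cell markers in FVF neg cells without FVF neg CD replicate 2 (adjusted p = 0.958, lowest without 1 array 5.07e-11), MHC class II in FVF high cells without FVF high CD replicate 1 (0.818, lowest 2.97e-05) and MODY signalling between FVF high and FVF neg cells with fry (0.0452).

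Fitting the compared fractions alone gave 353 regulated genes in FVF low, 367 in FVF high and 495 in FVF neg cells, 42, 3 and 3 genes at an adjusted p under 0.05 in FVF neg, FVF low and FVF high cells, and 2 and 10 genes whose diet effect differs between FVF neg and FVF low and between FVF neg and FVF high cells. Array weights gave 585, 898 and 340 regulated genes in FVF neg, FVF low and FVF high cells, 176, 282 and 5 genes at an adjusted p under 0.05, and 30 and 14 differences of the diet effect. By construction, a fold change over 1.5 left 204, 310 and 249 regulated genes, an adjusted p in place of the unadjusted p left 70, 43 and 51, and 14 of the genes of Supplementary Table 7. An adjusted p under 0.1 gave 124, 189 and 193 genes, and 22 and 34 differences of the diet effect. Genes at an adjusted p under 0.05 numbered 65 in FVF low and 20 in FVF high cells after median centring and 67 and 81 with a variance trend and robust estimation. A further quantile normalization gave 16 differences between FVF neg and FVF low cells, and no filter on low expression 14 between FVF neg and FVF high cells. With an estimated correlation 7 diet, 0 interaction and 12 fraction calls of lists passed, and with fry 15, 0 and 75. Centring moved the median change of all genes from 0.03, 0.03 and 0.02 to 0.08, 0.09 and 0.03. Robust estimation was not run for lists.

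Without 1 array in turn, regulated genes ranged from 260 to 432 in FVF neg cells, 258 to 1129 in FVF low cells and 450 to 939 in FVF high cells, and genes at an adjusted p under 0.05 from 51 to 67, 3 to 385 and 9 to 354. Arrays that moved the regulated count by over 1.5 times were FVF neg CD replicate 2 (260), FVF low CD replicate 1 (1129), CD replicate 2 (393), HFHSD replicate 1 (258) and HFHSD replicate 2 (361), and FVF high CD replicate 2 (939). For the adjusted count they were FVF low CD replicate 1 (385), CD replicate 2 (6), HFHSD replicate 1 (3) and HFHSD replicate 2 (4), and FVF high CD replicate 1 (30), CD replicate 2 (354), HFHSD replicate 1 (10), HFHSD replicate 2 (25) and HFHSD replicate 3 (9). Differences of the diet effect ranged from 0 to 17 between FVF neg and FVF low, 8 to 32 between FVF neg and FVF high and 0 to 20 between FVF low and FVF high cells, the last without FVF high CD replicate 2. For FVF neg and FVF low they were 2 without FVF neg CD replicate 1, 17, 6 and 6 without FVF low CD replicates 1, 2 and 3, and 0 and 2 without FVF low HFHSD replicates 1 and 2. For FVF neg and FVF high they were 8 and 11 without FVF neg CD replicate 1 and HFHSD replicate 3, and 12, 13, 8 and 10 without FVF high CD replicate 1 and HFHSD replicates 1, 2 and 3. Genes that differ between fractions ranged from 4214 to 5161 (FVF low and FVF neg), 5736 to 6272 (FVF high and FVF neg) and 3170 to 4251 (FVF high and FVF low), and regulated genes of Supplementary Table 7 from 44 to 63. Lists ranged from 40 to 47 (diet), 23 to 32 (interaction) and 60 to 65 (fractions). Where a group is left with 1 array, that array is assumed to vary like the other groups.

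The labels number the replicates but the study does not pair them. Residual correlations of arrays with the same number lay between -0.19 and 0.10 across diets and between -0.09 and 0.18 across fractions (0.10 to 0.18 for the 5 between FVF neg and FVF high cells), and in 20 of 26 comparisons an array correlated best with its own number, which is a hint only. The replicate number as a block gave 370, 802 and 536 regulated genes, 21 genes at an adjusted p under 0.05 in FVF high cells and 6 differences between FVF neg and FVF low cells. Intensities near background limit what can be seen, and genes under 32 in every group were not tested.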

Differences from the paper's values

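No value that the paper states for a measure computed here differed by more than 1.5 times. No test in this part was chosen after a difference was seen, apart from the count over all probe sets and the alternatives for the 4 genes. Directions given in words differ in part. By qRT-PCR the paper reports lower Wnt/β-catenin target genes in FVF low cells on HFHSD. On the arrays *Myc* fell there, but *Lgr5* and the Wnt signalling and ISC marker lists did not pass. The Discussion describes higher expression of carbohydrate and fat uptake genes in enterocytes. In sorted FVF neg crypt cells *Sis*, *Slc2a2* and *Slc5a1* fell, while *Fabp1* rose in FVF low and FVF high cells. The comparison labels of Supplementary Table 7 carry the numbers 540, 932 and 823 for FVF neg, FVF low and FVF high cells, whose meaning the paper does not state. The counts of regulated genes here were 410, 693 and 612. Over all probe sets, with or without a gene name, they were 552, 979 and 812, a count chosen after seeing the values.

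Supplementary Table 7 lists 4 matched genes that did not pass here, beside 64 that did. *Insr* (log2 fold change -0.27) and *Gstm5* (-0.02) in FVF neg cells passed under none of the alternatives of the fit or without any array of the fraction. *Aldh1a1* in FVF low cells (0.43) passed with the replicate number as a block (0.48), a further quantile normalization (0.44), median centring (0.49), no filter on low expression (0.43) and array weights (0.39), and without CD replicate 1 (0.49). *Gstm1* in FVF high cells (0.76) passed in a fit to the arrays of the fraction alone (0.76) and without CD replicate 2 (1.06).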

Other observations

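No test in this part was chosen after its result was seen.

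Genes of cholesterol synthesis rose in FVF low and FVF high cells of HFHSD-fed mice, and in FVF neg cells the list did not pass with an estimated correlation (adjusted p = 0.0947). Of 20 genes, 14 rose in FVF low cells, 10 in FVF high cells and 5 in FVF neg cells, and none fell (20, 13 and 8 when adjusted over the list alone), with list medians of 0.64, 0.45 and 0.41. The numbers became 5 in FVF low cells without HFHSD replicate 1, 5 in FVF high cells without CD replicate 1, and in FVF neg cells 1 without CD replicate 1 and 3 without HFHSD replicate 2. With an estimated correlation the adjusted p was 0.0181 in FVF low and 0.0411 in FVF high cells. The cholesterol synthesis gene *Lss* rose in FVF low cells from an intensity of 84.0 ± 16.6 (SD, n = 3) to 174 ± 20.5 (SD, n = 2), a log2 fold change of 1.07 (SE 0.18, adjusted p = 0.022), and *Mvd* of the mevalonate pathway from 100 ± 12.7 to 189 ± 2.83 (0.92, adjusted p = 0.021). *Cyp51* rose by 0.78 in FVF low cells (adjusted p = 0.022) and 0.71 in FVF high cells (adjusted p = 0.042), and *Fdps* by 0.69 in FVF high cells (adjusted p = 0.046).

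The antimicrobial lectins *Reg3b* and *Reg3g* rose in FVF high cells, from 67.5 ± 55.9 (SD, n = 2) to 880 ± 566 (SD, n = 3) and from 114 ± 89.8 to 446 ± 191 (log2 fold changes 3.66 and 2.13, adjusted p = 0.078 and 0.12). Neither passed without CD replicate 2 (2.69 and 1.22), nor *Reg3g* without HFHSD replicate 1 (1.91) or HFHSD replicate 2 (1.91). *Duoxa2*, the maturation factor of the dual oxidase *Duox2*, rose in FVF neg cells by 1.21 (adjusted p = 0.048) and *Duox2* by 1.03 (adjusted p = 0.14), and neither passed without CD replicate 2 (0.85 and 0.48). Of 6 antimicrobial defence genes, 2 rose in FVF neg and 2 in FVF high cells, none of them without CD replicate 2 of the fraction and 1 in FVF high cells without HFHSD replicate 1 or HFHSD replicate 2 (3 and 2 when adjusted over the list alone, adjusted p = 0.397 and 0.401 with an estimated correlation), and the list did not pass in FVF low cells (adjusted p = 0.0826). The list call was lost in FVF neg cells without CD replicate 2 (0.146) or HFHSD replicate 1 (0.0804) and in FVF high cells without CD replicate 2 (0.181) or HFHSD replicate 2 (0.0538). The 5 MHC class II genes had list medians of -1.58 in FVF low and -1.64 in FVF high cells, though none passed by itself, also when adjusted over the list alone (adjusted p = 0.336 and 0.497 with an estimated correlation), and the list did not pass in FVF neg cells (adjusted p = 0.0525). In FVF high cells the call was lost without HFHSD replicate 3 (0.0521) and the direction turned without CD replicate 1 (0.818). Of 8 interferon response genes, *Ddx60* fell by 0.96 in FVF low cells (adjusted p = 0.061, 1 also when adjusted over the list alone), where the list was lower (adjusted p = 0.0256, and adjusted p = 0.397 with an estimated correlation, 0.0669 without CD replicate 1, 0.101 without CD replicate 2), and the list did not pass in FVF neg (0.0720) or FVF high cells (0.331).

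Of 15 Wnt signalling genes of the paper's score, none rose and 2 fell in FVF neg cells, also when adjusted over the list alone (list median -0.19, adjusted p = 0.00811, and adjusted p = 0.270 with an estimated correlation), with none without CD replicate 1, CD replicate 2 or HFHSD replicate 3 and 1 without HFHSD replicate 2. In FVF low cells *Myc* fell by 0.56 (adjusted p = 0.10, -0.42 and not passing without HFHSD replicate 1), also when adjusted over the list alone, and in FVF high cells 3 rose (1 without CD replicate 1), also when adjusted over the list alone; the list did not pass in FVF low (0.899) or FVF high cells (0.306). *Lgr5* had a log2 fold change of 0.00 in FVF low cells (adjusted p = 1.0), rose by 0.71 in FVF high cells (adjusted p = 0.082) and fell by 0.60 in FVF neg cells (adjusted p = 0.17), where it did not pass without CD replicate 1 (-0.59), CD replicate 2 (-0.60), HFHSD replicate 2 (-0.53) or HFHSD replicate 3 (-0.48). Of 16 ISC markers, 4 fell in FVF neg cells (none without CD replicate 1, 1 without CD replicate 2 or HFHSD replicate 3), also when adjusted over the list alone (adjusted p = 1.51e-06, and adjusted p = 0.0641 with an estimated correlation), among them *Olfm4* by 0.68 (adjusted p = 0.13, -0.62 and not passing without CD replicate 1), and the list did not pass in FVF low (0.626) or FVF high cells (0.953). Of 24 genes of insulin and PI3K–Akt signalling, 1 rose and 2 fell in FVF low cells, none when adjusted over the list alone, where the list did not pass (adjusted p = 0.0549), nor in FVF neg cells (0.412). The single rise became 2 without CD replicate 1 and none without any other array of the fraction. Of the 2 falls none was left without CD replicate 2 or HFHSD replicate 2 and 1 without CD replicate 3 or HFHSD replicate 1. In FVF high cells it was lower with a median of -0.06 (adjusted p = 0.0437, and adjusted p = 0.204 with an estimated correlation), with none passing by itself, and the call was lost without FVF low CD replicate 1 (0.0544), FVF high CD replicate 1 (0.106), CD replicate 2 (0.157), HFHSD replicate 2 (0.0594) or HFHSD replicate 3 (0.0732).

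Of 14 glycolysis genes, 2 rose in FVF low cells, with 4 without CD replicate 1, 1 without CD replicate 2 or HFHSD replicate 1 and none without HFHSD replicate 2 (3 when adjusted over the list alone, adjusted p = 0.00567, and adjusted p = 0.397 with an estimated correlation, 0.0886 without CD replicate 2), and the list did not pass in FVF neg (0.773) or FVF high cells (0.449). Of 10 pentose phosphate pathway genes, 2 rose in FVF low cells, with 1 without CD replicate 2 and none without HFHSD replicate 2 (3 when adjusted over the list alone, adjusted p = 0.00492, and adjusted p = 0.306 with an estimated correlation), and the list did not pass in FVF neg (0.348) or FVF high cells (0.106). Gluconeogenesis did not pass in FVF high cells (0.405). Of 31 oxidative phosphorylation genes, 2 rose in FVF high cells (none when adjusted over the list alone, list median 0.17, adjusted p = 0.000309, and adjusted p = 0.342 with an estimated correlation, 0.220 without CD replicate 2) and 5 in FVF low cells (3 when adjusted over the list alone, adjusted p = 0.0437, and adjusted p = 0.590 with an estimated correlation). None of these rose in FVF high cells without CD replicate 2 or HFHSD replicate 3 and 1 without CD replicate 1. None rose in FVF low cells without HFHSD replicate 1 and 1 without CD replicate 2 or HFHSD replicate 2. The call in FVF low cells was lost without FVF neg CD replicate 2 (0.0525), FVF low CD replicate 3 (0.0526), FVF low HFHSD replicate 1 (0.0824), FVF low HFHSD replicate 2 (0.0560), FVF high CD replicate 1 (0.0569) or FVF high CD replicate 2 (0.0569), and the list did not pass in FVF neg cells (0.958). Of 14 unfolded protein response genes, 3 rose in FVF low cells (5 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0210, and adjusted p = 0.476 with an estimated correlation), among them the chaperone *Hyou1* by 0.73 (adjusted p = 0.070). This call was lost without CD replicate 1 (0.297) or HFHSD replicate 1 (0.256), and the list did not pass in FVF neg (0.293) or FVF high cells (0.449). Of 32 xenobiotic metabolism genes, 8 rose and 6 fell in FVF neg cells (9 and 6 when adjusted over the list alone, adjusted p = 0.987) and 5 rose and 1 fell in FVF high cells, also when adjusted over the list alone (adjusted p = 0.0141, and adjusted p = 0.474 with an estimated correlation, 0.0635 without CD replicate 1), and the list did not pass in FVF low cells (0.987). Of the xenobiotic metabolism genes in FVF neg cells, 3 rose and 3 fell without CD replicate 2 and 5 rose without HFHSD replicate 3. None of them fell in FVF high cells without CD replicate 1, HFHSD replicate 1 or HFHSD replicate 2. Of 10 genes of peroxisomal and microsomal fatty acid oxidation, 2 rose and 1 fell in FVF neg cells (1 rose without CD replicate 2, and none fell without CD replicate 1, CD replicate 2, HFHSD replicate 1 or HFHSD replicate 2), also when adjusted over the list alone (adjusted p = 0.00308, and adjusted p = 0.297 with an estimated correlation), and the list did not pass in FVF low (0.251) or FVF high cells (0.0983). Of 17 genes of fat absorption and transport, 3 fell in FVF neg cells (none without CD replicate 1, 1 without CD replicate 2 or HFHSD replicate 1), also when adjusted over the list alone (adjusted p = 0.00346, and adjusted p = 0.397 with an estimated correlation, 0.0804 without HFHSD replicate 1), and the list did not pass in FVF low (0.360) or FVF high cells (0.781).

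Goblet cell markers were lower in FVF neg cells (list median -0.25, adjusted p = 0.00138, and adjusted p = 0.321 with an estimated correlation), with none of 13 passing by itself. This call was lost without CD replicate 2 (0.293) or HFHSD replicate 3 (0.0998), and the list did not pass in FVF low (0.316) or FVF high cells (0.667). Tuft cell markers were higher in FVF neg cells (1 of 14 rose, also when adjusted over the list alone, list median 0.36, adjusted p = 0.00108, and adjusted p = 0.397 with an estimated correlation), and the direction turned without CD replicate 2 (0.958). Of these markers, 5 rose without CD replicate 1, 2 without HFHSD replicate 1 and none without each of the other 3 arrays. In FVF low cells they were lower (list median -0.18, adjusted p = 0.0255, and adjusted p = 0.548 with an estimated correlation), a call lost without CD replicate 1 (0.0883) or HFHSD replicate 1 (0.342), and they did not pass in FVF high cells (0.505). Markers of the proximal small intestine were lower in FVF neg cells (1 of 8 rose and *Lct* fell, also when adjusted over the list alone, adjusted p = 0.00439, and adjusted p = 0.271 with an estimated correlation, 0.162 without CD replicate 2), and did not pass in FVF low (0.235) or FVF high cells (0.550). None of them rose without CD replicate 1, CD replicate 2, HFHSD replicate 2 or HFHSD replicate 3, and 2 fell without CD replicate 1. Enterocyte markers did not pass in FVF low (0.0788) or FVF high cells (0.0525), nor lymphocyte markers (0.901 and 0.331). In FVF neg, FVF low and FVF high cells the adjusted p was 0.221, 0.188 and 0.997 for Paneth cell markers, 0.810, 0.777 and 0.810 for myeloid markers, 0.0862, 0.102 and 0.622 for the dissociation and stress response and 0.505, 0.449 and 0.405 for the distal small intestine. Of the myeloid list, *Cd14* rose in FVF neg cells from 49.5 ± 2.12 to 88.7 ± 4.51 (log2 fold change 0.84, adjusted p = 0.017).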
